# A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription

**DOI:** 10.1038/s41467-021-23560-8

**Published:** 2021-06-17

**Authors:** Long Jin, Qianzi Tang, Silu Hu, Zhongxu Chen, Xuming Zhou, Bo Zeng, Yuhao Wang, Mengnan He, Yan Li, Lixuan Gui, Linyuan Shen, Keren Long, Jideng Ma, Xun Wang, Zhengli Chen, Yanzhi Jiang, Guoqing Tang, Li Zhu, Fei Liu, Bo Zhang, Zhiqing Huang, Guisen Li, Diyan Li, Vadim N. Gladyshev, Jingdong Yin, Yiren Gu, Xuewei Li, Mingzhou Li

**Keywords:** Gene expression, Long non-coding RNAs, miRNAs, Transcriptional regulatory elements, Experimental models of disease

## Abstract

A comprehensive transcriptomic survey of pigs can provide a mechanistic understanding of tissue specialization processes underlying economically valuable traits and accelerate their use as a biomedical model. Here we characterize four transcript types (lncRNAs, TUCPs, miRNAs, and circRNAs) and protein-coding genes in 31 adult pig tissues and two cell lines. We uncover the transcriptomic variability among 47 skeletal muscles, and six adipose depots linked to their different origins, metabolism, cell composition, physical activity, and mitochondrial pathways. We perform comparative analysis of the transcriptomes of seven tissues from pigs and nine other vertebrates to reveal that evolutionary divergence in transcription potentially contributes to lineage-specific biology. Long-range promoter–enhancer interaction analysis in subcutaneous adipose tissues across species suggests evolutionarily stable transcription patterns likely attributable to redundant enhancers buffering gene expression patterns against perturbations, thereby conferring robustness during speciation. This study can facilitate adoption of the pig as a biomedical model for human biology and disease and uncovers the molecular bases of valuable traits.

## Abstract (web summary)

A comprehensive transcriptomic survey of the pig could enable mechanistic understanding of tissue specialization and accelerate its use as a biomedical model. Here the authors characterize four distinct transcript types in 31 adult pig tissues to dissect their distinct structural and transcriptional features and uncover transcriptomic variability related to tissue physiology.

## Introduction

*Sus scrofa* (i.e., pig or swine) is of substantial agricultural value worldwide and is increasingly used as a model for human diseases^1^ and as a source of cells and tissues for xenotransplantation^2^. Systematic analysis of the transcriptome is of central importance to the pig research community. With the FANTOM 5 Consortium^3^, ENCODE project^4,5^, and Genotype-Tissue Expression (GTEx) Consortium^6,7^ in the human and mouse; BodyMap database^8^ in rats; and the Functional Annotation of Animal Genomes (FAANG) project^9,10^ in sheep, comprehensive characterization of the transcriptome has greatly contributed to our understanding of the regulatory mechanisms and genome complexity of mammals. A recently published, high-quality, continuous reference pig assembly (*Sscrofa11.1*)^11^ has provided a framework to obtain a more complete and accurate view of transcribed sequences, comparable to the richly annotated human and biomedically relevant rodent model reference assemblies (Supplementary Fig. 1).

Apart from protein-coding genes (PCGs), which are the main drivers of phenotypes, mammalian genomes encode several other transcript types (including transcripts of unknown coding potential [TUCPs]^12^, long noncoding RNAs [lncRNAs]^12,13^, microRNAs [miRNAs]^14^, and circular RNAs [circRNAs]^15,16^), which play essential regulatory roles via diverse mechanisms and underlie the complexity and variation of the transcriptome, as it relates to tissue physiology^17,18^. Systematic analysis of the different components that comprise the pig transcriptome has long been overdue, and elucidation of these different transcripts and their expression patterns may allow the construction of an atlas of regulatory functions for the many different transcripts and interacting gene networks.

To characterize transcriptomic variability with respect to known tissue-specific physiological activities and identify key transcripts underlying economically important phenotypes in pigs (notably, the production of pork for improved nutritional content), we sequenced 194 paired-end rRNA-depleted RNA-seq libraries (~14.39 gigabases [Gb] of high-quality sequences per library; ~2.79 terabases [Tb] total) and 187 single-end small RNA-seq libraries (~11.91 million [M] reads per library; ~2.23 billion reads total) from 70 tissues (1–3 libraries for each of 17 solid organs, as well as 47 skeletal muscle tissues [SMTs] and six adipose tissues [ATs] from different body sites), and two immortalized cell lines (kidney epithelial cells [PK15] and iliac endothelial cells [PIECs]) (Supplementary Data 1–2). We also sequenced 142 rRNA-depleted RNA-seq libraries (~12.25 Gb of high-quality sequences per library; ~1.74 Tb in total) of seven homologous tissues from eight representative mammalian models and a bird (chicken) (Supplementary Data 3), with the goal of examining the evolutionary dynamics of transcription among animal models in a comparative transcriptomic framework.

## Results

### An expanded landscape of the pig transcriptome

We performed an enhanced annotation of four distinct transcript types (Table 1; Supplementary Figs. 2–8), including 2440 TUCPs (first identified in this study), 19,072 lncRNAs (among which, 12,180, or 63.86%, were not yet been annotated in the reference genome) (Supplementary Fig. 6), 48,232 circRNAs (first identified in this study), and 1245 miRNAs (783, or 62.89%, apparently novel and absent in the miRbase database^19^ for pigs) based on 85 RNA-seq libraries and 78 small RNA-seq libraries from 31 tissues and two cell lines (Fig. 1a) (representing the core atlas dataset for a de novo assembly of transcribed sequences, see Methods for details).

**Table 1:** The expanded pig transcriptome.

Transcripts	Detected transcripts	Annotated in the reference pig assembly (*Sscrofa11.1)*^a^	Features				
			Length (bp)	Exon number	Isoform number	Tissue specificity (τ)^b^	Complexity^c^ (%)
PCG	20,505	21,303	3259	10.21	2.34	0.61	46.26
TUCP	2440	\	3177	3.54	2.27	0.87	58.35
LncRNA	19,072	6797	1694	2.63	1.54	0.85	75.53
circRNA	48,232	\	577	4	\	0.96	35.48
miRNA	1245	462 (annotated in miRbase for pigs)	23	\	\	0.90	62.34

A total of 867 miRNA precursors corresponded to 1245 mature miRNAs, including 251 known and 616 conserved precursors corresponding to 462 and 783 mature miRNAs, respectively. LncRNAs were classified into 14 different locus biotypes by location with respect to PCGs (Supplementary Fig. 5).

^a^Annotation release 102 of the *Sscrofa11.1* assembly.

^b^Tissue specificity was calculated as the tau score (*τ*) (see Methods for details).

^c^Complexity is determined by the fraction of transcripts with the highest abundance (top 0.5%) accounting for the total number of transcribed transcripts for a tissue.

**Fig. 1:**
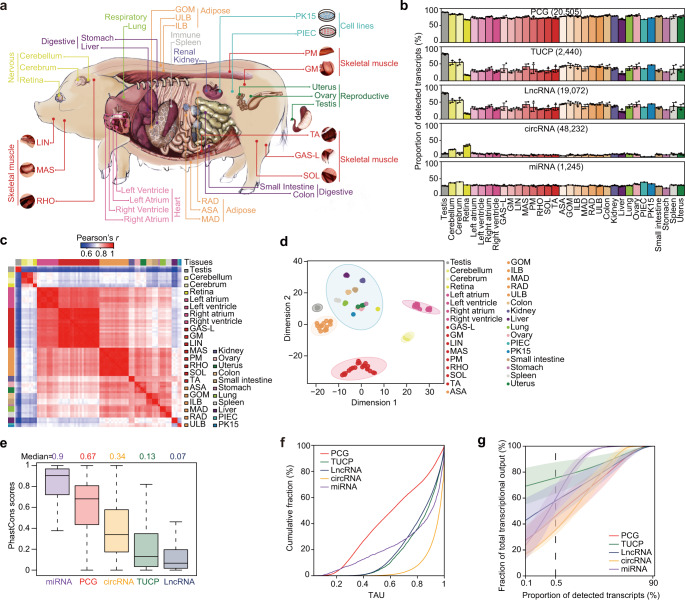
Characteristics of the pig BodyMap transcriptome. **a** Samples derived from 31 tissues and two cell lines were used for ab initio pig transcriptome reconstruction. ASA: abdominal subcutaneous adipose, ILB: inner layer of backfat, ULB: upper layer of backfat, GOM: greater omentum, MAD: mesenteric adipose, RAD: retroperitoneal adipose, LIN: lingualis muscle, MAS: masseter muscle, RHO: rhomboideus muscle, TA: transversus abdominis muscle, GAS-L: gastrocnemius-lateralis muscle, GM: gluteus medius muscle, PM: *psoas* major muscle, and SOL: soleus muscle. See Supplementary Data 1 for details. **b** Proportions of detected transcripts across tissues and cell lines. The number in parentheses indicates the total number of transcripts with evidence of transcription in at least one sample (i.e., ≥1 TPM [transcripts per million] for miRNAs; ≥0.1 TPM for PCGs, TUCPs, and lncRNAs; and ≥0.05 TPM for circRNAs). Data are presented as mean values ± SD. **c**, **d** Hierarchical clustering (**c**) and t‑distributed stochastic neighbor embedding (t-SNE) clustering (**d**) of samples using PCG expression. For the t-SNE plot, the ellipses indicate the tissues/cell lines with similar transcriptional profiles, constructed at a probability of 0.95. Notably, PK15 and PIEC cell lines were more similar to the epithelial- and endothelium-rich internal tissues (typically, ovary and uterus) than to nervous tissue, muscles, and adipose tissues. **e** Sequence conservation of five transcript types in the pig transcriptome (miRNA *n* = 321, PCG *n* = 19,041, circRNA *n* = 7673, TUCP *n* = 1119, lncRNA *n* = 8678). The base (nucleotide resolution) phastCons scores were collected from the UCSC Genome Browser based on Multiz alignment of 100 vertebrate species. Only pig sequences that could be matched to human sequences were used. The transcript-level phastCons scores were calculated as their average value among exonic sequences. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. **f** Tissue specificity of different types of transcripts reflected by tau (*τ*) score. **g** Abundance distribution of distinct types of transcripts across tissues and cell lines. The *x*-axis indicates the proportion of transcripts sorted from highest to lowest abundance, with the vertical dashed line indicating the top 0.5% of highest abundance transcripts. The *y*-axis indicates the accumulated fraction of transcripts relative to the total transcripts. Colored lines represent mean values across tissues, and lighter-colored shading around the mean represents dispersion calculated using the standard deviation divided by the cumulative sum of all means. Source data for **b**–**g** are provided as a Source Data file.

Using 21,303 PCGs in the reference pig assembly^11^ (in our study, 20,505, or 96.25%, had evidence of transcription [transcripts per million (TPM) ≥0.1 in at least one sample]), we investigated the initial characteristics (i.e., sequence or exonic structural features) of biogenesis and functionally distinct transcripts, which were highly similar to those in other mammals. Compared with the evolutionarily conserved PCGs (100-vertebrate phastCons = 0.67), the relatively rapidly evolving lncRNAs (phastCons = 0.07) were shorter (1,694 bp vs. 3,259 bp for PCGs) and had fewer exons (~2.63 exons per transcript vs. ~10.21 for PCGs), although their average exon length was not shorter (~339 bp vs. ~129 bp for PCGs) (Table 1, Fig. 1e, and Supplementary Fig. 7a–c). This observation possibly reflects an evolutionary scenario wherein de novo transcripts arising from ancestral, nongenic sequences are generally shorter and have fewer exons^20^, thus showing reduced transcriptional cost compared to evolutionarily older transcripts^21^, and which are likely to spread/fix under natural selection^22^. Notably, compared to PCGs (~2.34 isoforms per model) and TUCPs (~2.27 isoforms), lncRNAs exhibit analogous canonical splicing junction sites (Supplementary Fig. 7f) but relatively infrequent events of alternative splicing (~1.54 isoforms) (Supplementary Fig. 7d–e). The short circRNAs (~577 bp in length) tend to originate from linear, middle exons^23^ (Supplementary Fig. 8c), and often contain multiple, canonical, linear exons (~172 bp) (Supplementary Fig. 8d–f) that have longer flanking introns (5375 bp vs. 1592 bp in the control) (Supplementary Fig. 8g).

We observed variation between the proportions of distinct transcript types that were transcribed across tissues. For example, compared to the smaller fractions of TUCPs (~36.94%), lncRNAs (~38.21%), miRNAs (~30.79%), and circRNAs (~9.37%) that showed evidence of transcription for a given tissue, more than two-third of PCGs (~76.66%) also presented evidence of transcription, ranging from ~65.65% in PIECs to ~89.38% in the testis (Fig. 1b), and with reduced tissue specificity in their expression (35.68% of PCGs with *τ* ≥ 0.75 vs. 70.70, 66.98, 69.24, and 95.43% for TUCPs, lncRNAs, miRNAs, and circRNAs, respectively)^12^ (Fig. 1f). Remarkably, the testis, which has permissive chromatin that allows transcription of extensive genomic regions^24^, had the highest proportion of transcribed PCGs (~89.38% vs. ~76.26% in each of the other tissues), TUCPs (~78.88% vs. ~35.63%), and lncRNAs (~76.10% vs. ~37.02%), but not the highest proportions of biogenesis-distinct short transcripts, i.e., circRNAs (~11.35% vs. ~9.31%) and miRNAs (~28.92% vs. ~30.85%) (Fig. 1b).

As expected, non-linear circRNAs were more abundant in brain tissues (23.27% and 11.67% were transcribed in the cerebellum and cerebrum, respectively, vs. 7.97% in each of the other tissues) (Fig. 1b). This finding was consistent with the notion that circRNAs are more likely to be derived from neuron-specific PCGs^16^ and that their formation is enhanced by neuron-specific RNA-binding proteins^25^ (e.g., quaking protein [QKI], whose transcript abundances were ~230.09 and 284.20 TPM in the cerebellum and cerebrum, respectively, vs. ~75.72 TPM in each of the other tissues). Moreover, a larger proportion of miRNAs were detected in the cerebrum (40.56%) and cerebellum (37.71%) than in each of the other tissues (30.26%) (Fig. 1b). This observation is consistent with miRNA-target coevolution, in which PCGs that are predominantly expressed in the brain generally have longer 3′ untranslated regions and thus are more likely to be targeted by miRNAs^26^.

We also observed dissimilarities between the distribution of the abundances of distinct types of transcripts (i.e., complexity) across tissues. The most abundant transcripts (the top 0.5%, as ranked by expression levels) in a tissue, accounted for greater than half of the total transcribed TUCPs (~58.35%), lncRNAs (~75.53%), and miRNAs (~62.34%), whereas PCGs (~46.26%) and circRNAs (~35.48%) had a more uniform distribution (Fig. 1g and Supplementary Fig. 9). Among the few highly abundant PCGs (the top 0.5%; ~102) in a tissue, ~69.61% (~71) were ubiquitously transcribed across tissues (*τ* ≤ 0.30) and were commonly enriched in basic cellular functions, including “oxidative phosphorylation” (*P* < 2.2 × 10^−16^) and “regulation of translation” (*P* < 2.21 × 10^−6^). Nonetheless, ~7.84% of PCGs (~8) were specifically transcribed in a given tissue (*τ* ≥ 0.75). The categories “muscle contraction” (*P* = 3.12 × 10^−4^), “spermatogenesis” (*P* = 3.37 × 10^−6^), and “visual perception” (*P* = 6.17 × 10^−7^) were overrepresented among the highly abundant PCGs that were uniquely transcribed in SMTs (6 of 8 SMTs), the testis, and the retina, respectively (Supplementary Fig. 10).

Although distinct transcript types exhibited considerable differences in structural and expression characteristics, their transcriptional profiles were generally similar among tissues (Fig. 1c, d and Supplementary Fig. 11a), with circRNAs being more discriminative among tissues (Supplementary Fig. 11b). Testis clustered separately, while neural tissues (cerebrum, cerebellum, and retina) clustered together, whereas other functionally related tissues also co-clustered. Twelve striated muscles (eight SMTs and the four chambers of the heart), six ATs, and three digestive tissues (colon, small intestine, and stomach) also clustered into obviously separate respective groups (Fig. 1c and Supplementary Fig. 11a).

Supporting the notion that the transcriptional programs may store memory of lineage specification and differentiation^27^, we observed that the transcriptomic divergence was relatively higher between tissues of different germ layers than within germ layers (Supplementary Fig. 12a). We observed that this profound difference was further amplified for 36 paralogous transcription factors (TFs) in the homeobox (*HOX*) superfamily, which are major regulators of animal morphogenesis and development (Supplementary Fig. 12b). We identified sets of germ layer-specific markers (2507 for ectoderm, 1053 for endoderm, and 874 for mesoderm) (Supplementary Fig. 12c) that were critical specifiers for different germ layers. For example, neurodevelopmental genes (such as *HK1*^28^*, VWC2*^29^, and *NECTIN1*^30^*)*, a metabolic gene *(FOXA3)*^31^, and genes in involved in cardiovascular differentiation (*TMEM88*^32^ and *VIM*^33^) were highly expressed in tissues derived from ectoderm (i.e., cerebrum, cerebellum, and retina), endoderm (i.e., liver, small intestine, colon, and stomach), and mesoderm (typically, heart), respectively (Supplementary Fig. 12d).

### Visualization of transcriptional features in the nuclear space

In addition to the sequence of the genome, its three-dimensional (3D) structure plays a key role in regulating transcription^34^. To visualize the origins of transcription within the nuclear space, we reconstructed 3D genomic structures for subcutaneous AT (SAT) (as a representative somatic tissue) (Fig. 2) using an in situ high-throughput chromatin conformation capture (Hi-C) map of six pigs (a total of ~2.07 billion uniquely aligned contacts with the depth of ~344.29 million [M] contacts per library) (Supplementary Table 1 and Supplementary Data 4; see Supplementary Methods for details).

**Fig. 2:**
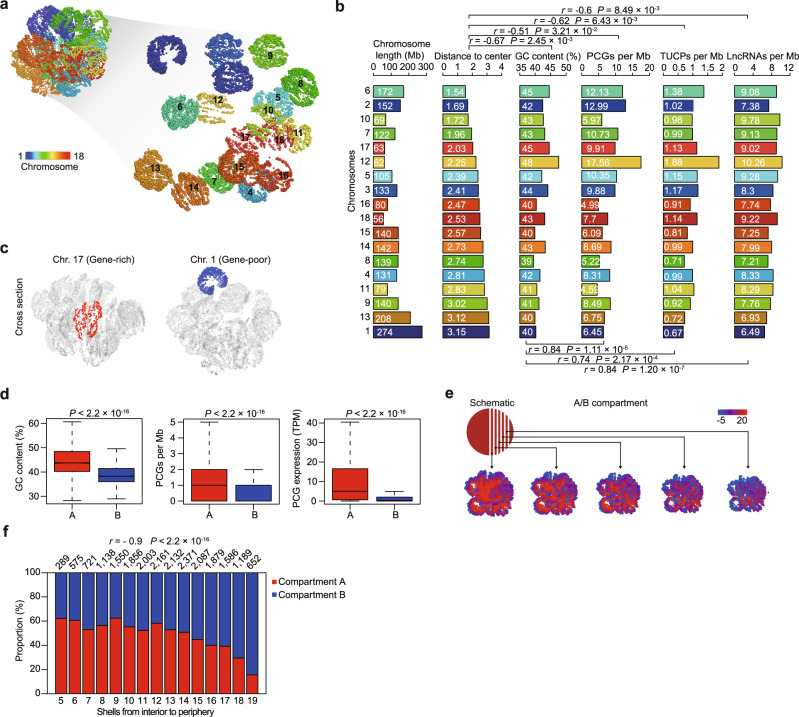
Transcriptional features in the nuclear space. **a** 3D genome structure of the representative subcutaneous AT. Left: whole genome; right: separate chromosomes. X chromosome is excluded from this analysis due to the overriding effect of X-chromosome inactivation. Chromosomes are distinguished by color. Each point represents 100 kb of chromatin. **b** Bar plot indicating chromosome distances to the nuclear center and sequence features of each chromosome. There was a positive correlation between GC content and gene density for PCGs (*r* = 0.84), lncRNAs (*r* = 0.74), and TUCPs (*r* = 0.84). There was a negative correlation between the distance to the center of nucleus and features, including GC content (*r* = −0.67), PCG density (*r* = −0.51), lncRNA density (*r* = −0.62), and TUCP density (*r* = −0.60). The statistical significance of the two-sided *P* value was calculated using hypothesis testing. The chromosomes are ranked by distance from the interior (upper) to the periphery (lower). **c** Examples of preferential localization in the nucleus for two chromosomes. Gene-rich chromosome 17 preferentially localized to the nuclear interior (left), whereas gene-poor chromosome 1 was consistently observed on the nuclear periphery (right). **d** Comparison of genomic properties including GC content, PCG density, and PCG expression between compartments A (1105 Mb in length) and B (1161 Mb in length). (*P* values determined by two-sided Wilcoxon test). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles, and the whiskers extend to 1.5 IQR from the quartiles. GC content: *n* = 11,060 (A), *n* = 11,608 (B); PCGs per Mb: *n* = 11,060 (A), *n* = 11,608 (B); PCG expression: *n* = 14,430 (A), *n* = 4898 (B). **e** 3D models of the pig genome in SAT. Compartments A/B (at 100 kb resolution) were aggregated in 3D space. The plot was visualized in quintuplicate, with five intersecting sections plotted from the interior regions of the nucleus (left) to the periphery (right) based on distance (schematically depicted in the upper-left inset). Color bar indicated the levels of compartments A/B. **f** Percentage graph showing trends in the arrangement of the A/B compartments from the interior to the periphery within the nucleus. The nucleus is equally divided into 20 shells based on the distance to the 3D nuclear center. The numerical value above each bar indicates the bin (20 kb in size) number within this shell. There was a negative correlation (Spearman’s *r* = −0.9, *P* < 2.2 × 10^−16^) between the compartment A proportion and the relative distance to the center of the nucleus. The statistical significance of the two-sided *P* value was calculated using hypothesis testing. Shells with fewer than 250 bins were excluded from this analysis and are not shown. Source data are provided as a Source Data file.

These 3D structures initially revealed the radial locations of chromosomes within the nuclear space. Visual examination showed that GC-rich chromosomes, which are usually transcript-rich (e.g., chromosome 17 has a 44.56% GC content and harbors ~10 PCGs per Mb), were preferentially found in the interior of the nucleus, while typically transcript-sparse GC-poor chromosomes (e.g., chromosome 1 with a 40.20% GC content harbors ~6 PCGs per Mb) preferentially localized in the nuclear periphery (Spearman’s *r* = −0.67, *P* = 2.45 × 10^−3^ for GC content and *r* = −0.51, *P* = 3.21 × 10^−2^ for PCG density, when compared against the average radial position of each autosome with respect to the nuclear center) (Fig. 2a–c). We also observed correlations between primary transcription features and chromatin compartments (markers of chromatin accessibility). Compartment A (1105 Mb in length) regions were GC-rich (43.71%), transcript-rich (13.05 PCGs per Mb) and actively transcribed (5.04 TPM for PCGs), and were generally biased toward the center of the nucleus. In contrast, compartment B (1161 Mb in length) regions were GC-poor (38.26%), transcript-sparse (4.22 PCGs per Mb) and poorly transcribed (0.33 TPM for PCGs), and also tended to be localized in the periphery (Spearman’s *r* = −0.9, *P* < 2.2 × 10^−16^, between the compartment A proportion and radial position with respect to the nuclear center) (Fig. 2d–f and Supplementary Fig. 13a–c).

At a finer scale, we found that PCGs within the same TAD, which were nearby in the genome and spatially closed, tended to be co-expressed across tissues more than the global average (binomial test, *P* < 2.2 ×10^−16^). These observations thus supported the involvement of topologically associating domains (TADs) in transcriptional regulation via restriction of chromatin interactions for regulatory sequences^35^ (Supplementary Fig. 13d). The lncRNAs and TUCPs also exhibited similar patterns between transcription and genome folding (Fig. 2, Supplementary Fig. 13).

### Extraordinary diversity of transcription among Skeletal Muscle Tissues (SMTs)

SMTs comprise the largest tissues (by weight) in the pig body (30–70% of porcine carcass weight^36^) (Supplementary Fig. 14) and represent its most economically valuable products. Historically, research on SMTs has largely treated them as a single group of virtually interchangeable tissues. However, SMTs have highly diverse origins, shapes, metabolic features, and physical functions. In order to systematically survey and resolve the transcriptomic differences among these distinct SMT types, we analyzed 130 RNA-seq datasets and their 130 corresponding small RNA-seq datasets from 47 SMTs (1–3 libraries for each SMT), which were derived from four anatomically distinct regions throughout the body (two in the head, 14 in the forelimb, 11 in the trunk, and 20 in the hindlimb) (Fig. 3a). Consistent with our findings from the core atlas dataset from 31 tissues and two cell lines (Fig. 1), we identified intrinsic differences in the transcriptional profiles of different transcript types (Supplementary Fig. 15). We observed extensive transcriptional heterogeneity among different SMTs. For example, the transcribed proportion of PCGs across SMTs ranged from 67.40% in the vastus lateralis (VL) to 79.75% in the hindlimb flexor digitorum profundus (FDP-H) (Supplementary Fig. 15a), which was a comparable difference to that observed between the metabolically active liver (68.52%) and the stimulated cerebrum (82.64%).

**Fig. 3:**
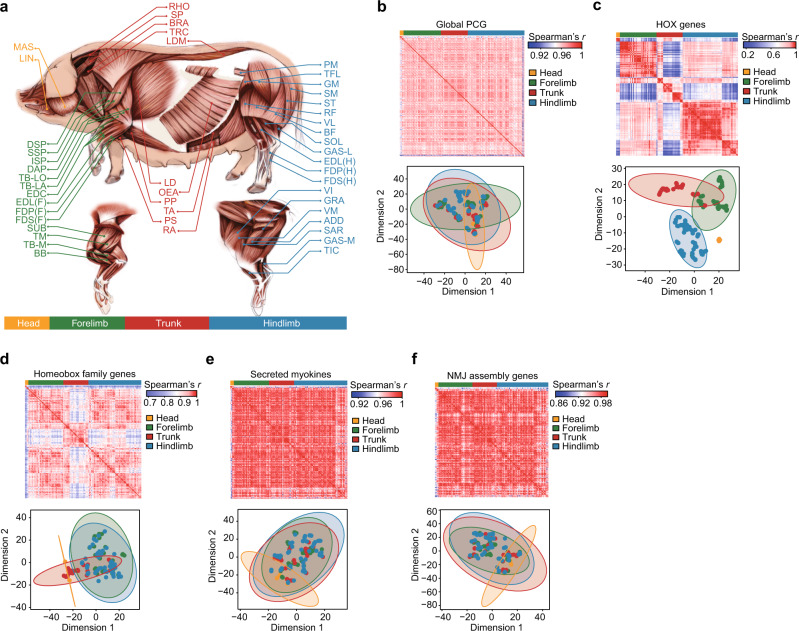
The transcriptional diversity among SMTs. **a** Illustration of the anatomical position of SMTs. **a** A total of 47 types of SMTs were used to compare transcriptional profiles between anatomical regions, classified into four general groups: two head SMTs (orange) (LIN: Lingualis, MAS: Masseter); 14 forelimb SMTs (green) (BB: Biceps brachii, DAP: Deltoideus acromial part, DSP: Deltoideus scapular part, EDC: Extensor digitorum communis, EDL(F): Extensor digitorum lateralis (forelimb), FDP(F): Flexor digitorum profundus (forelimb), FDS(F): Flexor digitorum superficialis (forelimb), ISP: Infraspinatus, SSP: Supraspinatus, SUB: Subscapularis, TB-LA: Triceps brachii caput lateralis, TB-LO: Triceps brachii caput longum, TB-M: Triceps brachii caput medialis, TM: Teres major); 11 trunk SMTs (red) (BRA: Brachiocephalicus, LD: Latissimus dorsi, LDM: Longissimus dorsi muscle, OEA: Obiliquus extensor abdominis, PP: Pectoralis profundus, PS: Pectoralis superficialis, RA: Rectus abdominis, RHO: Rhomboideus, SP: Splenius, TA: Transversus abdominis, TRC: Trapezius cervicis); and 20 hindlimb SMTs (blue) (ADD: Adductores, BF: Biceps femoris, EDL(H): Extensor digitorum lateralis (hindlimb), FDP(H): Flexor digitorum profundus (hindlimb), FDS(H): Flexor digitorum superficialis (hindlimb), GSA-L: Gastrocnemius-lateralis, GAS-M: Gastrocnemius-medialis, GM: Gluteus medius, GRA: Gracillis, PM: Psoas major, RF: Rectus femoris, SAR: Sartorius, SM: Semimembranosus, SOL: Soleus, ST: Semitendinosus, TFL: Tensor fasciae latae, TIC: Tibialis cranialis, VI: Vastus intermedius, VL: Vastus lateralis, VM: Vastus medialis). **b**–**f** Similarity of global PCG transcription (**b**) and transcriptional profiles between SMTs from different anatomical regions for *HOX* genes (**c**), homeobox family genes (**d**), secreted myokines (**e**), and neuromuscular junction (NMJ) assembly genes (**f**) based on Spearman’s correlation (upper panel) and multidimensional scaling distances determined by t-SNE (lower panel). Ellipses in the t-SNE plots indicate the four SMT groups, constructed at a probability of 0.95. Source data for **b**–**f** are provided as a Source Data file.

To investigate the potential developmental history of anatomically distinct SMTs, we checked the expression of paralogous transcription factors in the *HOX* superfamily, which are major regulators of animal morphogenesis and development with respect to formation of the anterior-posterior axis (i.e., from head to hindlimb)^37,38^. A large proportion of *HOX* paralogs (35 of 37, or 94.59%) had evidence of transcription in SMTs (TPM ≥0.1 in at least one SMT). Multidimensional scaling analysis revealed that these *HOX* genes exhibited a clear pattern of independent clustering based on their differences in expression among these four anatomically distinct regions (Fig. 3c). Notably, anatomically symmetrical SMTs (e.g., four pairs of SMTs in the forelimb and hindlimb) were clustered together with their respective counterparts. Furthermore, anatomically neighboring SMTs generally exhibited more similar patterns of expression than those from arbitrarily paired anatomical regions from head to hindlimb. For example, four SMTs (brachiocephalicus [BRA], splenius [SP], rhomboideus [RHO], and trapezius cervicis [TRC]) that located around the neck in the front trunk, were clustered with two SMTs (lingualis [LIN] and masseter [MAS]) in the head (Supplementary Fig. 16a). The expression profiles of 129 (out of 149, or 86.58%) homeobox family members transcribed in SMTs reiterated these findings (Fig. 3d, Supplementary Fig. 16b) and further revealed several master regulators that function in specific SMTs. For example, *MEOX2*^39^, *PRRX1*^40^, and *LHX2*^41^ transcripts, which are the essential components regulating head muscle patterning, were more abundant in masseter in the head than in other SMTs (Supplementary Fig. 16c).

SMTs influence physiology and activity throughout the body by secreting numerous functionally essential hormones (myokines) involved in autocrine regulation of metabolism^42^. The vast majority of myokines (551 of 555, or 99.28%) showed evidence of transcription in at least one SMT, of which nearly half (271 of 551, or 49.18%) were ubiquitously transcribed (*τ* ≤ 0.3). Remarkably, 222 myokines were highly abundant (TPM >10) in almost all SMTs, reflecting their essential activities in SMTs, including angiogenesis (such as *VEGF*), NAD biosynthesis (such as *NAMPT*), and inflammatory response (such as *AIMP1, CMTM6*, *CXCL12*, and *HMGB1*)^42–45^. Only a few myokines exhibited differences in abundance between SMTs (~19 of 551, or 3.45%, in pairwise comparisons between SMTs), which suggested that the expression profiles of myokines could be mostly indistinguishable among different SMTs (Fig. 3e and Supplementary Fig. 17)^42,46^.

SMTs are voluntarily controlled by the nervous system through the formation of appropriate neuromuscular junction (NMJ) assemblies. Understanding how NMJ-related PCGs are expressed across SMTs is therefore fundamental to neurobiology and regenerative medicine^47,48^. We detected the transcripts of 77 (of 77, or 100%) NMJ-related PCGs in at least one SMT. A considerable fraction (26 of 77, or 33.77%) were ubiquitously expressed (*τ* ≤ 0.3). Among these PCGs, 19 were involved in synapse formation and were highly abundant (TPM >10) in almost all SMTs (Fig. 3f and Supplementary Fig. 18a). These results suggested that they were bona fide SMT-derived transcripts with a conserved role in NMJ assembly, and therefore excluded the possibility of contamination from nearby neurons. For example, *DVL1* (TPM = 37.52) encodes a signaling protein necessary for guiding axons to the middle region of myofibers to form NMJs^49^, and the disruption of which causes synaptic defects at the NMJ^50^. *APP*, which encodes a key regulator of neuromuscular synapse structure and function, was widely present in synapses of the NMJ (TPM = 22.6). *APP* deficiency leads to a dramatic reduction in presynaptic terminals and aberrant synaptic failure in mice^51^. Only a few NMJ-related PCGs (~2 of 77, or 2.6%) showed differences in their abundance in pairwise comparisons between SMTs, which implied intrinsic similarities in forming neuromuscular synapses and generating force among SMTs. Notably, nine NMJ-related PCGs (13 of 77, or 16.88%) differed in abundance between SMTs in the head versus other anatomical regions. *SIX1*, a transcription factor essential for the development of trigeminal ganglia^52^, is highly expressed in MAS in the head (TPM = 44.25 vs. 16.1 in other SMTs), which is innervated by a branch of trigeminal ganglia (Supplementary Fig. 18b).

### Myofiber types are associated with transcriptomic divergence among SMTs

Mammalian SMTs are mainly composed of heterogeneous myofibers with marked differences in contractile and metabolic features and can thus be classified into different types based on the transcription of their respective myosin heavy chain (*MYH*) isoforms. We performed clustering analysis to compare expression patterns of ten annotated *MYH* isoforms across SMTs (Supplementary Fig. 19a) and found that they were weakly consistent with the global transcription patterns of PCGs and other transcript types (cophenetic *r* *=* 0.343 for PCGs, 0.328 for TUCPs, 0.329 for lncRNAs, 0.060 for circRNAs, and 0.138 for miRNAs). This result suggested that the composition of myofiber types determined by *MYH* isoforms was insufficient to establish the diversity of transcriptional patterns across SMTs^46^.

We next focused on three of four dominant myofiber types (types I, IIA, and IIB, respectively, correspond to *MYH7*, *MYH2*, and *MYH4* isoforms), whereas the *MYH1* isoform for type IIX was not quantified due to mis-annotations in the current reference genome assembly. We found that changes in the abundance of the type I, IIA, and IIB marker isoforms were positively correlated with global divergence in the transcriptome (reflected by the proportions of each of the five transcript types that showed altered expression in pair-wise comparisons of SMTs) (Supplementary Fig. 19b–f). This result suggested that differences in the physical properties between myofiber types may be associated with transcriptomic divergence among SMTs containing different myofiber composition. Highly specialized oxidative type I myofiber (e.g., *MYH7*), which provides low force output but long endurance (Pearson’s *r* = 0.27, *P* < 2.2 × 10^−16^) and glycolytic type IIB myofiber (e.g., *MYH4*), which enables the highest output of force but susceptibility to fatigue (Pearson’s *r* = 0.41, *P* < 2.2 × 10^−16^) may both more profoundly influence the transcriptomic divergence among SMTs than type IIA myofiber (e.g., *MYH2*), which has intermediate features between those of types I and IIB (Pearson’s *r* = 0.16, *P* = 5.13×10^−7^).

In addition, we further observed that myofiber-specific PCGs (i.e., the top 10% of PCGs with the highest Pearson’s *r* for the expression of their respective *MYH* isoforms across SMTs) were overrepresented in different GO enrichment categories between type I (*MYH7*) and IIB (*MYH4*) myofibers (Supplementary Fig. 20), further supporting the influence of these isoforms on transcriptomic divergence. The 432 type I myofiber-specific associated PCGs were mainly enriched in categories related to lipid metabolism, such as ‘fatty acid catabolic process’ (44 PCGs, *P* < 2.2 × 10^−16^) and ‘lipid biosynthetic process’ (37 PCGs, *P* = 8.98 × 10^-10^) (Supplementary Fig. 20b). This finding confirmed published observations that the triacylglycerol content and fatty droplets were higher in type I compared to type IIB fibers^53^. For example, *CPT2*, encoding an essential nuclear protein in mitochondrial long-chain fatty acid oxidation, was specifically associated with type I myofibers (Pearson’s *r* = 0.72 with *MYH7*, *P* < 2.2 × 10^−16^). By contrast, the 89 type IIB myofiber-specific associated PCGs were mainly involved in ‘glycolytic process’ (15 PCGs, *P* < 2.2 × 10^−16^) and ‘muscle contraction’ (15 PCGs, *P* = 6.12 × 10^−13^), potentially reflecting type IIB myofiber demands for rapid contractile speeds and the need to generate energy via anaerobic glycolytic metabolism during short-term activity^54^. For example, we found that a negative regulator of skeletal muscle cell proliferation and differentiation, *MSTN*, was specifically associated with type IIB myofibers (*r* = 0.75 with *MYH4*, *P* < 2.2 × 10^−16^). This observation was consistent with the especially strong inhibitory role of *MSTN* in type IIB myofibers compared to that in type I^55^. Notably, loss of *MSTN* function has been associated with markedly increased proportions of type IIB myofibers but no change in, or even reduced numbers of, type I myofibers in mice^56^.

To identify potential TUCP, lncRNA, circRNA, and miRNAs potentially involved in specialized muscle function, we also separately identified putative regulatory transcripts that were co-expressed with *MYH* markers for type I, IIA, and IIB myofibers (Pearson’s *r* > 0.4*, P* < 0.05; or the top 10%) by checking for functional enrichment of their *cis*-regulated neighboring PCGs (100 kb up- and downstream) or PCG targets of miRNA (Supplementary Fig. 20c–e and Supplementary Data 5).

### Myofiber type composition of SMTs

To accurately depict the myofiber composition of SMTs in pigs, we used a single-cell resolution spatial transcriptomics (ST) approach to dissect the transcriptional differences among type I, IIA, and IIB myofibers of the psoas major (PM) muscle as a representative SMT (Fig. 4, Supplementary Table 2). We subsequently identified several hundred myofiber-specific PCGs, and detected differentially activated metabolic and signaling pathways in specific myofibers, thus leading to more defined PCG signatures (~446) for three highly specialized myofibers (Supplementary Figs. 21–24). Based on the signatures of these myofiber-specific PCGs, we next used a CIBERSORTx deconvolution method^57^ to estimate the compositions of type I, IIA, and IIB myofibers (indicated by the proportion of each myofiber type among the total) in 130 bulk RNA-seq datasets from 47 SMTs (Supplementary Data 6; Supplementary Methods). Compared with estimates of the proportion of type I myofibers reflected by a single marker (*MYH7*), we found that the assembly of myofiber-specific PCG signatures provided an estimate of the type 1 proportion that was more consistent with measurements of ATPase staining across 30 SMTs (Spearman’s *r* = 0.26 with *P* = 0.16 for the *MYH7* marker vs. *r* = 0.47 with *P* = 9.42 × 10^−3^ for multiple PCG signatures) (Supplementary Fig. 25). As ST analyses simultaneously resolve spatial patterns at the single myofiber- and transcriptome-wide scales, they enable a much more detailed view of myofibers and result in much greater discrimination power for different myofibers.

**Fig. 4:**
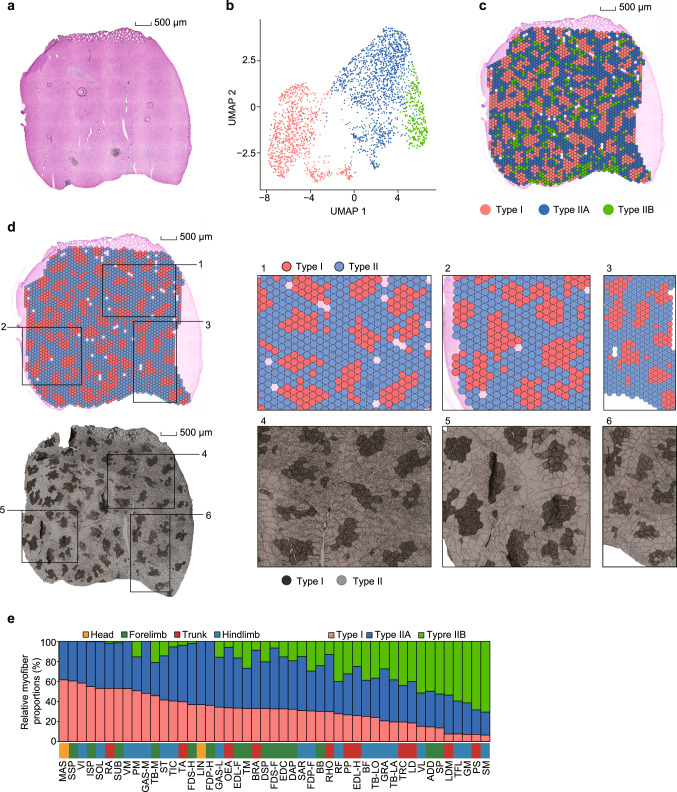
Spatial transcriptomics (ST) illustrate the myofiber composition of SMTs. **a** Hematoxylin-and-eosin staining of psoas major (PM) muscle sections. Scale bars, 500 μm. A representative image of two independent experiments is shown. **b** Dimensionality reduction and clustering of 2607 spots (replicate 2) identified as type I, IIA, and IIB myofiber clusters. The identified putative myofiber/spot clusters are annotated based on *MYH* transcriptional profiles, as well as marker gene transcription, shown in detail in Supplementary Figs. 21 and 22. **c** Mapping of data points from three putative myofiber clusters to their spatial positions. **d** Comparison of the location of type I myofibers identified in ST (upper panel) and ATPase-stained histological sections (lower panel) for replicate 2 (tissue sections adjacent to that in **a**). In the ST plot (upper panel), type IIA and IIB myofibers were combined (shown in light blue). Scale bars, 500 μm. Insets show three typical regions/images (denoted with numbers) magnified for comparison matching results (1 vs. 4, 2 vs. 5, and 3 vs. 6). **e** Estimates of the myofiber proportions in bulk RNA-seq data using the expression signature matrix (442 and 450 genes for replicate 1 and replicate 2, respectively) of the three myofibers, shown as the average of replicate 1 and replicate 2. SMTs are ranked by their proportions of type I myofiber from high (left) to low (right). Source data are provided as a Source Data file.

Divergence of myofiber composition between SMTs from different anatomical regions reflected their distinct physiological properties (Fig. 4e). For instance, we found that relatively slow soleus (SOL) (fatigue-resistant muscle involved in posture) had a larger proportion of type I (53.12%) and fewer type IIA (46.71%) and IIB (0.16%) myofibers than the fast extensor digitorum lateralis in the hindlimb (EDL-H) (26.00% for I, 49.05% for IIA, 24.95% for IIB; fatigable muscle involved in rapid movement) (Fig. 4e), which aligned with patterns observed in humans and mice^58^. Although the masseter and tongue have similar developmental histories, they have distinctly different myofiber compositions. Compared to the masseter, which contains a higher proportion of type I (61.61%) but fewer type IIA (38.39%) and no IIB myofibers, the tongue has fewer type I (36.82%) but more type IIA (63.19%) (and also no type IIB) myofibers (Fig. 4e). Intriguingly, the predominance of type I myofibers in the pig masseter resembles that in the human masseter^59^ but differs from that in the mouse masseter (~75% type IIB but lacking type I)^46^. This finding supports the notion that myofiber composition can substantially differ between analogous SMTs among mammals. Even between the evolutionarily close mice and rats, surprising differences have been reported^46^.

Generally, although anatomically neighboring SMTs can be classified into a single group, they may have dissimilar myofiber composition and thus, distinct physical properties. These differences were evident in comparisons with the caput medialis of the triceps brachii (TB-M), which revealed that the comparatively superficial caput lateralis of TB (TB-LA) and caput longum of TB (TB-LO) tissues had fewer type I (19.57% for TB-LA and 24.28% for TB-LO vs. 45.69% for TB-M) and more type IIB (38.28% for TB-LA and 36.69% for TB-LO vs. 21.02% for TB-M) myofibers. Moreover, the pectoralis profundus (PP) (26.77% type I, 40.91% type IIA, and 32.32% type IIB) exhibited the opposite composition of its superficial counterpart (i.e., 6.99% type I, 24.66% type IIA, and 68.35% type IIB for the pectoralis superficialis [PS]). These results suggested that the deeper layer of SMTs (generally involved in maintaining posture) had a higher oxidative metabolism and were thus more likely to contain a higher proportion of type I myofibers than their superficial counterparts (involved in rapid movements), which contained more type IIB myofibers^60^.

### Metabolic and inflammatory divergence between subcutaneous and visceral ATs

Adipose tissues (ATs) can develop in multiple discrete locations in mammals, and have been treated as separate ‘miniorgans’ due to differences in their functional properties^61,62^. To investigate transcriptomic divergence potentially linked to morphological and functional heterogeneity among anatomically distinct ATs, we analyzed 15 RNA-seq datasets and their 14 corresponding small RNA-seq datasets from three subcutaneous ATs (SATs) and three visceral ATs (VATs), with 2–3 libraries for each AT type.

As expected, we found that the transcriptional profiles of each transcript type were generally distinguishable between SATs and VATs (Supplementary Fig. 26a). The PCGs upregulated in SATs (~196 in SAT vs. VAT comparisons) were mainly involved in categories related to “organization, structural constituent and space of extracellular matrix (ECM)” (Supplementary Fig. 26b). This result supported the metabolically protective roles of SATs because relaxation of the ECM allows excess nutrient storage in adipocytes and avoids the pathological features that include activation of stress-related pathways, inflammation, and ectopic lipid deposition in other tissues^63^. Nonetheless, the PCGs upregulated in VATs (~539 in SAT vs. VAT comparisons) were enriched in multiple categories related to “inflammation” and “immunity” (Supplementary Fig. 26b), which was consistent with reported increases in inflammatory and immune progenitors in VATs compared with SATs^63^. In contrast to the direct connection between SATs and systemic circulation, venous blood in VATs is drained directly to the liver, and numerous signaling and mediator proteins secreted by VATs can directly access hepatic cells^64^, suggesting VATs carry higher metabolic risks than SATs.

AT is composed of a collection of heterogeneous cell types^65^, and changes in the composition of cell subpopulations (in particular, a marked increase in immune cell infiltration) have been proposed to contribute some of the negative health consequences of obesity^63^. To investigate inflammatory characteristics of visceral greater omentum (GOM) adipose, we used in silico deconvolution analysis with CIBERSORTx^57^ to estimate the relative proportions of four typical cell types in ATs (adipocytes, macrophages, CD4^+^ T cells, and microvascular endothelial cells [MVECs]) in 15 bulk SAT transcriptomes of pigs using the orthologous cell-type-specific marker genes from their respective purified single-cell transcriptomes in humans^65^ (Supplementary Methods). We then compared the proportions of these cell types in GOM with that in other VATs, including mesenteric adipose (MAD) and retroperitoneal adipose (RAD), and with three SATs, including abdominal subcutaneous adipose (ASA), upper layer of backfat (ULB), and inner layer of backfat (ILB), to highlight the stronger inflammatory response in GOM. Notably, we found that GOM exhibited higher infiltration of macrophages (M1/M2 combined) (9.81%) than the other AT tissues (MAD = 7.39%; RAD = 6.34%; ASA = 7.18%; ULB = 4.67%; ILB = 5.70%) (Supplementary Fig. 27). Indeed, when the three VATs were separately compared with each of the SATs, GOM had a higher average upregulated inflammatory PCGs (~48) than MAD (~31) and RAD (~7) (Supplementary Fig. 28a, c) but a greater average number of downregulated ECM-related PCGs (43) than either MAD (29) or RAD (15) (Supplementary Fig. 28b, d). In particular, the *ALOX15* and *F2R*, inflammatory markers^66,67^ were specifically upregulated in GOM (Supplementary Fig. 28e). These results led us to postulate that the lower activity of ECM-related PCGs in GOM may lead to limited space in the adipocyte ECM and consequently result in metabolic deterioration of GOMs during expansion of ATs^63^, thus supporting a metabolically harmful role of GOM.

In addition, we found that the transcription of 29 *HOX* paralogs in GOM and MAD were most dissimilar with that in three SATs, supporting the likelihood that SATs and VATs originate from different progenitor lines during development^68,69^. Strikingly, the visceral RAD clustered more closely with SATs and was originally distinguishable from the congeneric GOM and MAD (Supplementary Fig. 29a). The expression patterns of 95 (66.43% of 143) homeobox family PCGs across ATs also supported this relationship. Notably, *HOXC9* (an indicator of a beneficial metabolic phenotype and protector against obesity-related insulin resistance)^70^ was upregulated in RAD (~3.28 TPM) and SATs (ASA: ~5.10 TPM; ULB: ~1.21 TPM; ILB: ~1.17 TPM) compared to GOM (~0.14 TPM) and MAD (~0.22 TPM) (Supplementary Fig. 29b, c).

As metabolic risk is often reflected by reduced responsiveness to catabolic and anabolic signals^71^, we further examined the transcription of 22 PCGs essential for glucose and lipid metabolism^72^ and found that RAD exhibited greater similarity to metabolically active SATs in its transcriptional patterns of these PCGs than to either GOM or MAD. In particular, PCGs involved in lipid and sterol synthesis (e.g., *ACACA*), lipolysis (e.g., *PNPLA2*), gluconeogenesis (e.g., *HDAC4*), glycolysis (e.g., *PFKFB3*), and glycogen uptake (e.g., *SLC2A4*, also named *GLUT4*) and storage (e.g., *GYS1*) were differentially upregulated in RAD and SATs compared to GOM and MAD. These results further supported similarities between RAD and SATs^73^ (Supplementary Fig. 29d). Further cell lineage tracing is necessary to determine the full heterogeneity of progenitor lines across ATs and to better pinpoint the potential ontogenetic sources of RAD.

### Diverse mitochondrial pathways across tissues

Mitochondria, which encode a total of 13 PCGs (mt-PCGs) that are all core components of oxidative phosphorylation (OXPHOS) in vertebrates^74^, are semiautonomous organelles that house numerous biochemical pathways and perform central functions in apoptosis and ion homeostasis. Using 1043 nuclear PCG entries in MitoCarta2.0^75^ that are annotated as post-translationally imported into mitochondria (mt-localized nu-PCGs) (Fig. 5a), we constructed a compendium of the mitochondrial transcriptome across 70 tissues and two cell lines.

**Fig. 5:**
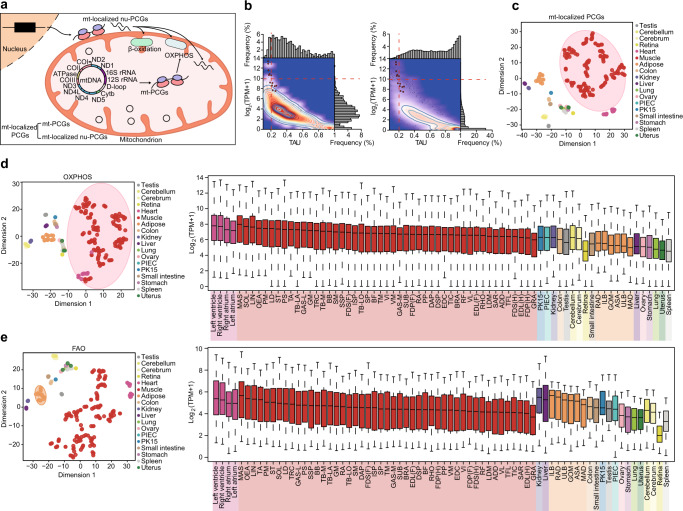
Transcriptional patterns of diverse mitochondrial pathways across tissues. **a** Schematic representation of mitochondrial structure depicting the compendium of mitochondrial PCGs, including 13 PCGs encoded by mitochondrial DNA and 1043 post-translationally imported nuclear PCGs. mt-PCGs: mitochondrial protein coding genes; mt-localized nu-PCGs: mitochondria-localized nuclear PCGs. **b** Density/contour plots of the distribution of tissue specificity (*τ*) and transcription level (TPM: transcripts per million) for PCGs located within (left panel) or outside of (right panel) the mitochondria. Data points in the plot indicate the 13 mt-PCGs, with the horizontal and vertical dashed lines indicating the average transcription level and tissue specificity of these mt-PCGs, respectively. **c** t-SNE plot depicting the transcriptional patterns of all mt-localized PCGs across 72 tissues. The transcription levels were log_2_-transformed. **d** t-SNE plot showing clustering of the transcriptional patterns of mt-localized OXPHOS PCGs across tissues (left panel). Ellipse in the t-SNE plot indicates clustering of SMTs, constructed at a probability of 0.95. The boxplot indicates dynamic transcription levels (right panel, *n* = 88). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. **e** t-SNE plot showing clustering of the transcriptional patterns of the mt-localized FAO PCGs across tissues (left panel). Ellipse in the t-SNE plot indicates the AT cluster, constructed at a probability of 0.95. The boxplot indicates the dynamic transcription levels (right panel, *n* = 36). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. Source data for **b**–**e** are provided as a Source Data file.

All 13 mt-PCGs exhibited prominent housekeeping features (i.e., extremely high abundances, ~736.27 TPM; lower tissue specificity, *τ* = ~0.20). Compared with the nuclear-encoded PCGs outside the mitochondria (*τ* = ~0.70 and TPM = ~2.13), the mt-localized nu-PCGs were more ubiquitously transcribed and in higher abundance (*τ* = ~0.38 and TPM = ~10.78). Of 1043 mt-localized nu-PCGs, 918 (88.02%) were transcribed in at least one tissue/cell line, and 817 of which were detected in all tissues/cell lines (Fig. 5b). We identified 89 (9.69% of 918) mt-localized nu-PCGs that were transcribed only in a specific tissue (*τ* ≥ 0.75) (Fig. 5b) and were enriched in functional categories corresponding to known tissue-specific mitochondrial pathways (Supplementary Fig. 30). For example, three mt-localized nu-PCGs (*CPS1*, *NAGS*, and *OTC*) that encode enzymes involved in the urea cycle, an essential pathway for ammonia detoxification restricted to periportal hepatocytes, were extremely abundant in the liver (*CPS1*: 1007.55 in TPM vs. ~2.61 in other tissues; *OTC*: 346.83 in TPM vs. ~1.14; *NAGS*: 43.88 in TPM vs. ~0.31). The transcription of 13 mt-PCGs and 918 mt-localized nu-PCGs revealed the general tissue diversity of mitochondrial pathways/inventories, especially for metabolically active striated muscles (including SMTs and the four chambers of the heart) and ATs, which clustered with their respective counterparts, but differed from other tissues/cell lines (Fig. 5c).

We next examined the mitochondrial transcriptome across tissues with respect to two central metabolic pathways of energy production, i.e., OXPHOS and fatty acid β oxidation (FAO). We found that more than half of the PCGs involved in OXPHOS (75 of 111, or 67.57%; *P* < 2.2 × 10^−16^, *χ*^2^ test) and FAO (36 of 68, or 52.86%, *P* < 2.2 × 10^−16^, *χ*^2^ test) were located in mitochondria, supporting the essential function of mitochondria in metabolism^76^. All of these genes (75 of 75 for OXPHOS; 36 of 36 for FAO) were detected in at least one tissue/cell line. As expected, to meet the higher metabolic cost for striated muscles during intermittent and continuous tetanic contractions, the SMTs and heart exhibited a more active OXPHOS system than other tissues (58 of 75, or 77.33%, of OXPHOS-related mt-localized PCGs were upregulated) (Fig. 5d and Supplementary Fig. 31). Supporting the marked oxidative capacity of highly specialized oxidative type I myofibers, the transcription of *MYH7* (type I marker) was highly correlated with OXPHOS-related mt-localized nu-PCGs across SMTs (average Pearson’s *r* = 0.37 vs. 0.23 for type IIA *MYH2* and -0.07 for type IIB *MYH4*) (Supplementary Fig. 32). This association was even stronger than that between the mitochondrial oxidative metabolism *PGC-1α*- and OXPHOS-related mt-localized nu-PCGs (Pearson’s *r* = 0.26)^77^.

FAO in mitochondria is an alternative pathway for energy production. Accordingly, six ATs exhibited more distinct transcriptional profiles for the 36 FAO-related mt-localized nu-PCGs than other tissues (Fig. 5e). We observed that ATs specifically contained upregulated PCGs essential for FAO, such as *ACAA1* (peroxisomal β oxidation) (TPM = 83.08 vs. 7.30 for other tissues) and *ECHDC1* (metabolite proofreading) (TPM = 46.77 vs. 8.45) (Supplementary Fig. 33). Consistent with previous reports of a larger mtDNA copy number in SATs than in VATs^78^, FAO-related mt-localized nu-PCGs were more abundant in SATs than in GOM and MAD but comparable to those in SAT-like RAD (Fig. 5e). These results suggested a higher mitochondrial respiratory capacity and a predominant role for SATs in metabolism, again supporting the SAT-like features of RAD (Supplementary Fig. 29d).

### Evolutionary dynamics of the transcriptome in animal models

Pigs have emerged as an important biomedical model. 

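RNA of 7 tissues (adipose, heart, kidney, liver, lung, skeletal muscle and spleen) was sequenced as rRNA-depleted libraries from 9 species, namely macaque, mouse, rat, guinea pig, rabbit, cat, dog, sheep and chicken, and the authors deposited the expression of every gene in each of 142 libraries as TPM, its abundance relative to all genes of the library and corrected for gene length. The pig was not analysed here. Each mouse, rat and guinea pig library was made from tissue pooled from 3 animals, with 1 library per tissue, so these species have no replicates. The other species had up to 3 libraries per tissue, each from 1 animal, with 1 library for macaque adipose and 2 for cat adipose, rabbit heart and sheep lung. TPM keeps no record of sequencing depth, and the paper's Supplementary Data 3 lists between 8.87 and 25.06 Gb of high-quality bases per library, with a median of 12.12 Gb (the paper's values). The deposited files list the genes of each species by identifiers of their own and do not pair them between species. Genes were therefore paired through the transcription levels of single-copy orthologs that the paper prints in the source data of Supplementary Fig. 37, of which the first 921 of the 8158 rows were used. Each printed gene was matched to the row of each mammal's file whose TPM gave the printed values, and 777 genes were matched in all 8 mammals. The 144 genes left out were less abundant, with a median of 1.53 for the largest printed value of a gene against 4.66 for the genes that were matched. Comparisons between species used log2(TPM + 1) of the matched genes in the libraries of the 8 mammals, without further normalization or filter. Chicken was not paired with the mammals, and comparisons with chicken were not analysed here.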

To explore the evolutionary divergence of the transcriptome that contributes to tissue-specific biology of animal models, we performed comparative analyses of the transcriptomes of seven homologous tissues from pigs and eight representative vertebrate mammalian models including non-human primates (rhesus macaque), rodents (mouse, rat, and guinea pig), lagomorphs (rabbit), carnivores (dog and cat), artiodactylids (sheep), and a bird (chicken, an evolutionarily distant outgroup).

We first compared the transcription of 8428 single-copy orthologous PCGs as well as the alternative splicing patterns, or “percent-spliced in” (PSI) index values, of 15,172 orthologous exons shared by the nine mammals. We observed a tissue-dominated clustering pattern for PCG transcription (Fig. 6a) but species-dominated clustering patterns for alternative splicing^79,80^ (Fig. 6b).

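Pearson's r was computed across the matched genes for each pair of libraries and averaged per pair of species within a tissue and per pair of tissues within a species. These correlations are across genes, which are not independent replicates. Between species, the mean r was 0.747 ± 0.0184 (SD, n = 8 species) over 28 pairs of species, with the highest value between mouse and rat (0.873) and the lowest between macaque and guinea pig (0.689). Between tissues, the mean r was 0.657 ± 0.0194 (SD, n = 8 species) over 21 pairs of tissues. The most similar tissues were heart and skeletal muscle (r = 0.830), followed by lung and spleen (0.802), and the least similar were liver and skeletal muscle (0.506). In 8 of 8 mammals, the mean r to the same tissue of the other species was higher than the mean r between the mammal's own tissues, by between 0.058 in guinea pig and 0.126 in cat. The mean of these differences was 0.0898 ± 0.0241 (SD, n = 8 species; exact two-sided sign-flip permutation test, p = 0.00781, the smallest p that 8 species allow). The r of a pair of species enters the means of both, so the 8 differences are not independent, although the test treats them so. Ranks moved the mean difference most: with Spearman's rho in place of Pearson's r it was 0.048. Within single tissues, the mean r between species ranged from 0.705 in adipose to 0.799 in skeletal muscle.

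**Figure D1:**
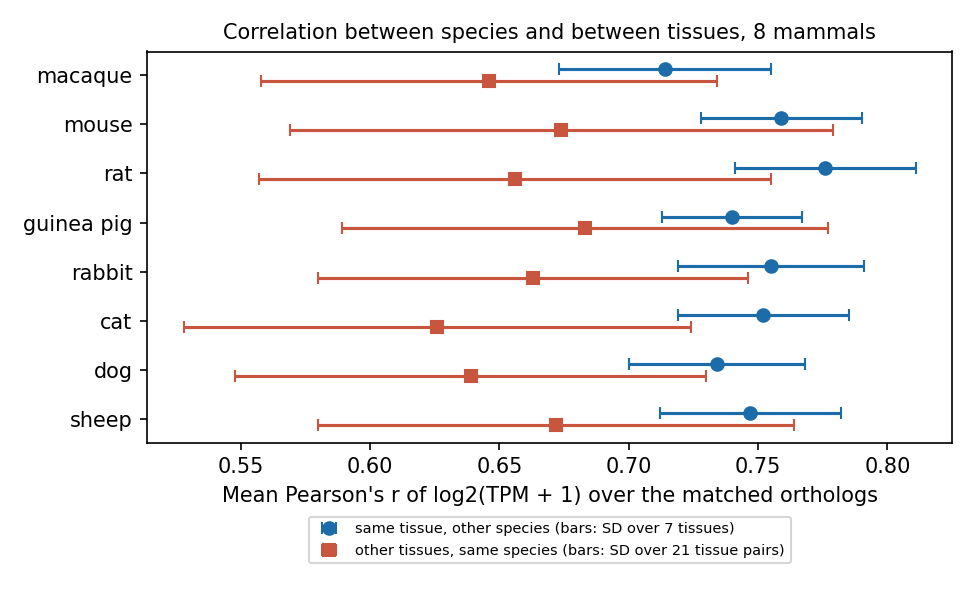
Mean Pearson's r of each of the 8 mammals to the same tissue in the other species (blue circles, bars show the SD over 7 tissues) and between its own tissues (red squares, bars show the SD over 21 tissue pairs), over the matched orthologs. The circle lies to the right of the square in all 8 mammals, by between 0.058 and 0.126.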

**Fig. 6:**
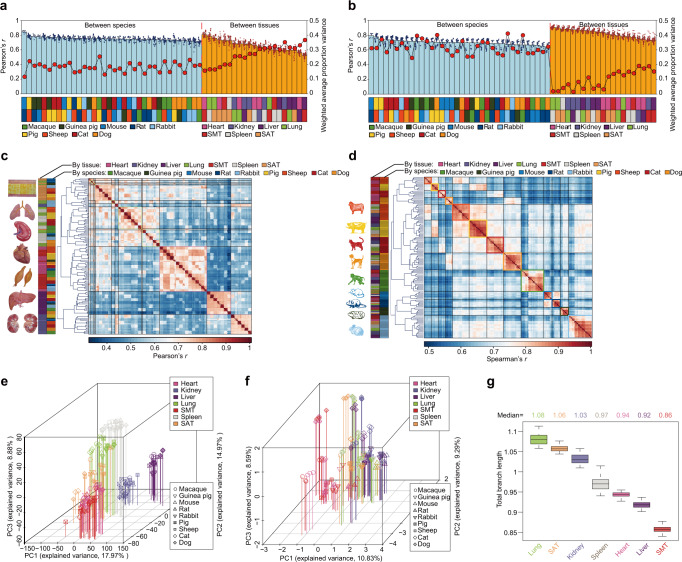
Global patterns of PCG transcription and alternative splicing across mammalian models. **a**, **b** Comparison of variation between species (nine mammals) and tissues revealed by (**a**) transcription and (**b**) alternative splicing patterns. Bar plots represent pairwise Pearson’s correlations between species (light blue bar) and between tissues (orange bar). The correlations were calculated based on the transcription levels of 8428 1-1 orthologs and 15,172 orthologous exons across nine mammals. Data are presented as mean values ± SD. Weighted average proportion variances (WAPVs) of PCG transcription and alternative splicing (reflected by PSI values) were determined using principal variance component analysis (PVCA) and are depicted as red dots connected by black lines. Boxes (bottom) indicate pairwise comparisons presented in a column according to the color assigned to each species or tissue. For PCG transcription, there were more profound transcriptional differences among tissues (Pearson’s *r* = 0.66 and WAPV = 0.29) than among species (Pearson’s *r* = 0.75, WAPV = 0.18). By contrast, for alternative splicing, the differences among species (Pearson’s *r* = 0.70 and WAPV = 0.32) were greater than those among tissues (Pearson’s *r* = 0.82 and WAPV = 0.10). **c**, **d** Hierarchical clustering analysis of samples using (**c**) PCG transcription and (**d**) alternative splicing (reflected by PSI values). Average linkage hierarchical clustering was based on distances between transcription levels of samples measured by Pearson’s correlation. **e**, **f** Factorial map of the principal component analysis (PCA) of (**e**) PCG transcription levels and (**f**) alternative splicing. The proportion of variance explained by each principal component is indicated in parentheses. The vertical lines of different colors dropping from the plotted points to the *x*/*y* plane show the separation of points based on the first and second principal components. **g** Box plot depicting the total branch lengths of neighbor-joining trees of PCG expression (see Supplementary Fig. 37) constructed based on pairwise (1−*r*) distances (here, *r* is Spearman’s correlation coefficient) across nine mammals for each tissue. The distribution is based on random sampling (*n* = 100 replicates). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. Source data are provided as a Source Data file.

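Principal variance component analysis was run on the libraries of each pair of species and of each pair of tissues, with species and tissue as random effects in a mixed model of each principal component. Components were taken up to 60% of the variance, the default of the pvca package, since the paper's main text and figure legends do not name a threshold. Each share is of the variance in the components taken, and not of all variance. The share of variance attributed to species was 0.326 ± 0.0748 (SD, n = 28 pairs of species), from 0.197 for mouse and rat to 0.470 for macaque and sheep. The share attributed to tissue was 0.563 ± 0.130 (SD, n = 21 pairs of tissues), from 0.333 for lung and spleen to 0.765 for liver and skeletal muscle. Pairs share libraries, so these SDs describe the spread between pairs and not an error between independent samples. In 1 analysis of all mammalian libraries, species held 0.344 of the variance in the components taken and tissue held 0.629. With components up to 95% of the variance, added after the main values had been seen, species held 0.322 and tissue 0.524. On simulated data, the weighted shares overstated the larger source. Of the alternatives, the number of components moved the means over pairs most. With components up to 80% of the variance, the means over pairs were 0.259 for species and 0.439 for tissue.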

Both unsupervised clustering and principal component analysis (PCA) recapitulated the distinct transcriptomic characteristics between transcription and alternative splicing (Fig. 6c–f). These results suggested that evolutionarily conserved transcriptional differences underlie tissue identity across mammals, whereas exon splicing may be more often affected by species-specific changes in *cis*-regulatory elements and/or *trans*-acting factors than transcription^79,80^. These results were also observed over large evolutionary time scales when using the transcription of 6433 single-copy orthologous PCGs and the alternative splicing patterns of 12,662 orthologous exons shared by nine mammals and chicken (Supplementary Figs. 34 and 35).

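Average linkage clustering of the mammalian libraries on 1 minus Pearson's r was divided into 7 clusters, as many as there are tissues. Of these clusters, 1 held the 18 liver libraries and 1 held the 18 kidney libraries of the 8 mammals. A further cluster of 37 libraries held 16 heart libraries, the 18 skeletal muscle libraries and the 3 rabbit adipose libraries. Lung and spleen were divided by species and not by tissue, since the 19 libraries of 1 cluster were lung, spleen and adipose of macaque and lung and spleen of cat and dog, and the 20 libraries of another were lung, spleen and adipose of mouse, rat, rabbit and sheep, without the adipose libraries of rabbit. The remaining clusters were the 5 adipose libraries of cat and dog and 4 guinea pig libraries (adipose, heart, lung and spleen). The adjusted Rand index, which is 1 for identical groupings and near 0 for unrelated ones, was 0.547 between the clusters and the tissues and 0.0419 between the clusters and the species. With 8 clusters, as many as there are species, the indices were 0.539 and 0.0554. The nearest library of another species came from the same tissue for 99.2% of the libraries, against a mean of 14.2% when tissue labels were permuted within species (one-sided permutation test, p = 0.001, the smallest that 1000 permutations give). The exception was the rabbit adipose library of replicate 3, whose nearest library was mouse skeletal muscle (r = 0.768).
In the PCA, the first principal component held 19.5% of the variance, of which 58.2% lay between tissues and 19.9% between species. The second component held 17.1%, of which 96.5% lay between tissues and 0.679% between species. The third held 10.1%, of which 83.6% lay between tissues and 10.2% between species. Of the alternatives, 2 moved the make-up of the first component beyond its spread: 98.3% of it lay between tissues after quantile normalization, and 90.0% without the dog libraries. From the grouping of transcription by tissue and of alternative splicing by species, the paper proposes that transcriptional differences conserved in evolution underlie the identity of tissues, and that splicing is more often altered by changes within single species. Alternative splicing was not analysed here.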

Notably, in the clustering patterns based on transcription, tissues of chicken formed a distinct cluster rather than grouping with their mammalian counterparts (Supplementary Fig. 35a), which was supported by the greater divergence in transcription between mammals and chicken (average Pearson’s *r* = 0.63) than between mammals (average Pearson’s *r* = 0.75) for each tissue (Supplementary Fig. 34). Divergences in transcription were highly consistent with evolutionary divergence times between pairs of species for each tissue (average Spearman’s *r* *=* −0.68), which indicated that divergence in transcription among these species started to surpass divergence between different tissues at approximately the same time proposed for the divergence of birds and mammals (~300 million years ago [MYA]). In contrast, among mammals, mouse, rat, and guinea pig (the most closely related rodent models, with divergence ~15.9 MYA for mouse and rat and ~70 MYA for mouse/rat and guinea pig) showed higher similarity in transcription in each tissue to each other (average Pearson’s *r* = 0.80) than to other non-rodent mammals (average Pearson’s *r* = 0.74, 0.75, and 0.75 for mouse, rat and guinea pig, respectively) (Supplementary Fig. 36). 

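For each tissue, the mean r of 28 pairs of the 8 mammals was compared with the divergence time of the pair. The times were those given in the text for mouse and rat, for these and guinea pig, and for cat and dog, and otherwise those in the source data of Fig. 7b, assigned to pairs by clade. Pairs that share a species are not independent, so each p comes from an exact two-sided permutation test over all 40320 orders of the 8 species, adjusted over the 7 tissues by the Benjamini-Hochberg method. Spearman's rho ranged from -0.38 in lung (exact p = 0.0277, adjusted p = 0.0323) to -0.516 in spleen (exact p = 0.00377, adjusted p = 0.0132), and its mean over the tissues was -0.444 ± 0.053 (SD, n = 7 tissues). Pearson's r with time ranged from -0.614 in liver (exact p = 0.00129, adjusted p = 0.00129) to -0.788 in kidney (exact p = 0.000595, adjusted p = 0.00104). The largest adjusted p for rho was 0.0343, in liver, and the relation was negative in 7 of 7 tissues. For the mean of the tissues, rho was -0.505 (exact p = 0.0135) and r was -0.779 (exact p = 0.000298). Mouse and rat have the mean divergence times farthest from the median of the species. Without these 2 species, rho was -0.303 (exact p = 0.133) and r was -0.462 (exact p = 0.05) for the mean of the tissues, and the mean rho of the tissues was -0.315. By rho, the relation for the mean of the tissues thus no longer passes 0.05 without mouse and rat. Fewer species also allow fewer orders, and with 1 species left out it passed without mouse (rho = -0.396, exact p = 0.0437) but not without rat (rho = -0.401, exact p = 0.054), nor without cat (rho = -0.507, exact p = 0.0675) or dog (rho = -0.499, exact p = 0.0532), where rho itself hardly moved. By tissue, with 6 species, rho had an unadjusted exact p of at most 0.05 in adipose (-0.408, exact p = 0.0222), heart (-0.408, exact p = 0.00556) and skeletal muscle (-0.359, exact p = 0.0222), and a larger one in the 4 other tissues, from an exact p = 0.0722 in spleen (-0.331) to an exact p = 0.339 in kidney (-0.222). Without the pooled species (mouse, rat and guinea pig), rho was -0.281 (exact p = 0.367 over the orders of the 5 remaining species).

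**Figure D2:**
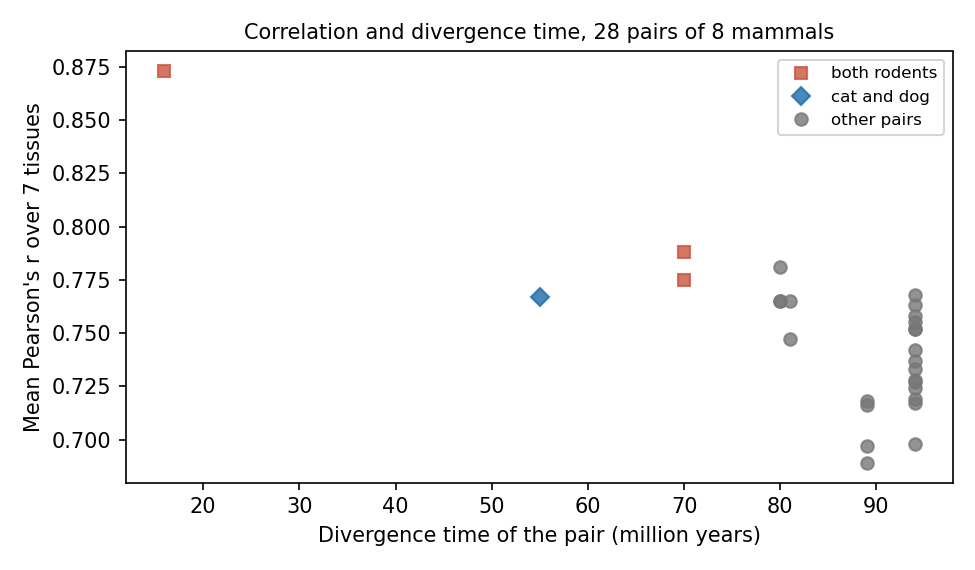
Mean Pearson's r over 7 tissues of 28 pairs of 8 mammals (vertical axis) against the divergence time of the pair in MYA (horizontal axis). Each point is 1 pair of species, and the pair farthest to the left, at 15.9, is mouse and rat.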

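Over the 7 tissues, the mean r among mouse, rat and guinea pig was 0.812, and their mean r to the 5 other mammals was 0.737. The mean r to non-rodent mammals was 0.733 for mouse, 0.754 for rat and 0.724 for guinea pig. The difference of 0.0752 between the mean within the rodents and the mean to the other mammals was the largest among the 56 choices of 3 species out of 8 (exact one-sided permutation test, p = 0.0179, the smallest p that this design allows). The 3 rodents are also the species with pooled libraries, so the way these libraries were made cannot be separated from the rodent lineage in this comparison. The difference was smallest when rat was left out (0.0469) and largest when guinea pig was left out (0.130).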

Relatively high similarity of transcription was also observed between the more closely related dog and cat [carnivores] (diverged ~55 MYA) and between pig and sheep [artiodactylids] (diverged ~64 MYA) compared to their pairwise comparisons against other evolutionarily distant mammals (average Pearson’s *r* = 0.77 between cat and dog vs. 0.74; Pearson’s *r* *=* 0.79 between pig and sheep vs. 0.76) (Supplementary Fig. 36).

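The mean r between cat and dog was 0.767 over the 7 tissues, and the mean r of these species to the other mammals was 0.739. Of the 28 choices of 2 species out of 8, 4 gave a difference at least as large as the 0.0282 of cat and dog (exact one-sided permutation test, p = 0.143). They were cat and dog and the 3 pairs among mouse, rat and guinea pig. Pig and sheep were not compared here.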

We next investigated the evolutionary divergence of transcription between mammalian tissues by measuring the total branch length of transcription-based trees for each tissue based on 8428 single-copy orthologous PCGs shared by the nine mammals (Fig. 6g, Supplementary Fig. 37) and found that lung tissue (total branch length = 1.08) and SAT (1.06) had longer total branch lengths than other tissues (kidney [1.03], spleen [0.97], heart [0.94], liver [0.92], and SMT [0.86]), implying a potentially higher evolutionary rate than that of other tissues (Fig. 6g). These findings suggest that divergence in transcription is generally evolutionarily correlated but is slightly different for functionally distinct tissues.

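For each tissue, 1 library was drawn per mammal and a neighbor-joining tree was built from 1 minus Spearman's rho between the species, with 100 draws. The total branch length, in units of this distance, was 1.095 ± 0.014 (SD over draws) for adipose and 1.041 ± 0.019 for lung, followed by kidney (0.933 ± 0.019), heart (0.926 ± 0.006), spleen (0.908 ± 0.027), liver (0.829 ± 0.007) and skeletal muscle (0.773 ± 0.011). The draws share libraries, so their SD covers only which animal was drawn, and mouse, rat and guinea pig contribute the same library to every draw. In the adipose tree macaque does so as well, with its only adipose library. The adipose tree was longer than the lung tree by 0.053 ± 0.024 (SD over draws). With each of the 8 species left out in turn, adipose remained longer than lung, by between 0.014 and 0.067, and lung remained longer than skeletal muscle, by between 0.216 and 0.269. Heart was not separated from kidney or spleen in this way, since it was longer than kidney with 3 of the 8 species left out and longer than spleen with 6 of them left out. Some adipose libraries held more transcripts of genes abundant in skeletal muscle than others, from a source that was not tested. Without 50 orthologs abundant in skeletal muscle (a TPM of at least 10 there and at least 5 times the mean of kidney, liver, lung and spleen in at least 1 mammal) the adipose tree was longer than the lung tree by 0.018 ± 0.021 (SD over draws). From the longer branch lengths of lung and adipose, the paper proposes a higher evolutionary rate in these tissues.

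**Figure D3:**
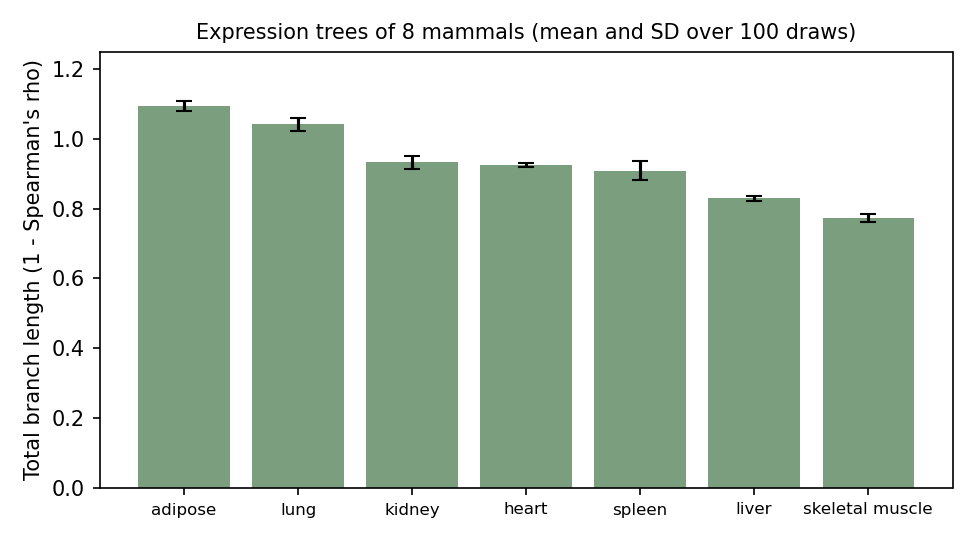
Total branch length of neighbor-joining trees of 8 mammals for each tissue, in units of 1 minus Spearman's rho (vertical axis, from 0), as the mean (bars) and SD (error bars) over 100 draws of 1 library per species. The bars fall from 1.095 in adipose to 0.773 in skeletal muscle.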

Evolutionary pressures during speciation and adaptation are mainly expected to alter PCG transcription rather than changes in protein sequences^81^. In order to test how the evolution of PCG transcription is shaped by rapidly evolving regulatory elements (especially enhancers, key regulatory DNA elements that engage in physical contact with their target-gene promoters), we generated 13 in situ Hi-C maps of SAT for six mammals (a total of ~3.81 billion uniquely aligned contacts with a depth of ~293 M contacts per library) (Supplementary Tables 3–5). With six in situ Hi-C maps of SAT for pigs, we identified a repertoire of PCG promoter and enhancer interactions at 20 kb resolution for seven mammals (Supplementary Fig. 38, Supplementary Table 6). We found that the enhancer number for a PCG was moderately correlated across mammals (*r* = 0.452, Supplementary Fig. 39) and that PCGs associated with larger numbers of enhancers were more highly expressed in all species (average Spearman’s *r* = 0.848, between enhancer number and transcription level for each species, Fig. 7a), suggesting that the majority of the enhancers identified by this analysis had a measurable additive effect on target-PCG transcription^82^.

**Fig. 7:**
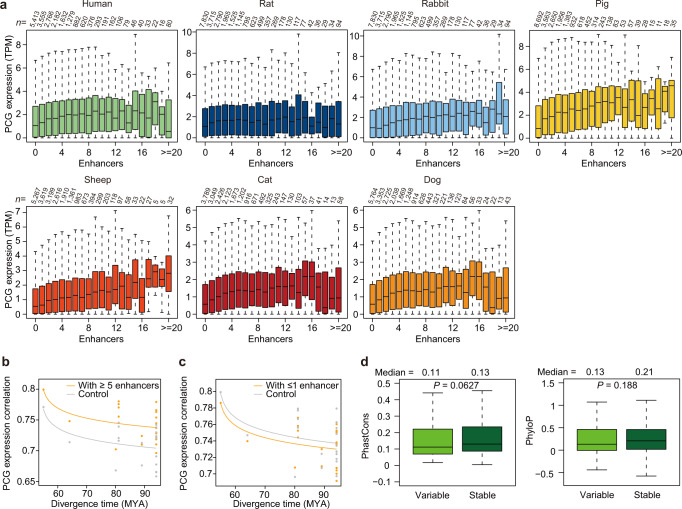
The number of enhancers drives the stability of PCG transcription across the mammalian phylogeny. **a** Box plots showing distributions of PCG transcription associated with increasing numbers of enhancers in SAT in each mammalian species. Enhancers associated with a PCG have an additive effect on transcript levels. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. The numerical value above each bar indicates the number (*n*) of genes. **b**, **c** The number of associated/interacting enhancers contributes to the evolutionary stability (**b**) or viability (**c**) of PCG transcription. Pairwise Spearman’s correlation coefficients of transcription levels between species were plotted against the evolutionary distance of PCGs associated with multiple (≥5) enhancers (1557 PCGs) and compared with control PCG sets that have only one or fewer enhancers (enhancers ≤1) but a matched transcription level (**b**). For contrast, plots using the same analysis but showing PCGs associated with only one or fewer enhancers (1552 PCGs) compared with control PCG sets with multiple enhancers (**c**). The number of associated/interacting enhancers corresponds to the median number across species. The lines correspond to linear regression trends (after log transformation of the time axis). MYA: million years ago. **d** PCGs with either stable or variable transcription are largely similar in nucleotide sequence conservation (phastCons value [left panel] and phyloP value [right panel]). Stable PCGs: *n* = 245; variable PCGs: *n* = 245. (two-sided Wilcoxon rank sum test, Bonferroni-corrected *P*). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. Source data are provided as a Source Data file.

In comparison with their respective control PCGs matched by transcription level, we found that PCGs associated with multiple enhancers (≥5) or with only one or fewer enhancers (≤1) across species, respectively, showed significantly increased (*P* = 2.86 × 10^−6^, Wilcoxon signed-rank test) and decreased (*P* = 0.035) transcriptional conservation (determined by correlations with the transcription levels of 1557 and 1552 single-copy orthologous PCGs, respectively, between species) (Fig. 7b, c). Moreover, compared with PCGs with a low coefficient of variation (CV) for their transcription across species (i.e., evolutionarily stable), PCGs with a high CV (i.e., evolutionarily variable) exhibited only marginal differences in nucleotide sequence conservation estimated by phastCons values (0.11 vs. 0.13, *P* = 0.063) and phyloP values (0.13 vs. 0.21, *P* = 0.188) (Fig. 7d, Supplementary Fig. 40). This finding implied that the divergence of PCG transcription across species is independent of sequence conservation, that is, changes in PCG transcription across species could be largely driven by the sheer number of regulatory elements (enhancers) rather than by primary sequence characteristics. These observations also aligned well with the hypothesis that enhancer redundancy may contribute to regulatory innovation during evolution by allowing enhancer sequence variation to subtly alter, and thus stabilize, the transcription of functionally important target PCGs^83^. In contrast, PCGs with relatively few associated enhancers may have only limited buffering of their transcriptional regulation against genetic perturbations during speciation, which could thereby result in transcriptional changes/shifts across species^83,84^.

## Discussion

The pig, particularly its miniature breeds, has recently emerged as a biomedical model for multiple complex diseases. The ability to generate genome-editing mutations in combination with somatic cell nuclear transfer procedures has yielded useful models for several human diseases. The pig is also a potential source for xenotransplantation due to its high anatomical, genetic, and physiological similarities to humans^85^. Our study greatly expands the annotation of transcripts in the reference pig genome and offers a comprehensive landscape of transcription across tissues/cell types with different physiologies. In particular, we focused on metabolically active SMTs and ATs, which are associated with obesity-related disorders, in addition to being economically important products.

Comparative transcriptomic analysis of homologous tissues between pigs and other widely used mammalian models can provide essential information for the use of this animal as a biomedical model, including its advantages and disadvantages. For instance, the PCGs with significant transcriptional shifts across species should be considered when selecting targets in animal models to extrapolate diseases or phenotypes. The evolutionary divergence of PCG transcription also provides a primary reference for the extent to which the biology of a given species can be extrapolated to another (Supplementary Fig. 41). Each animal model has unique strengths and weaknesses regarding the aspects of application.

In practice, large mammals have tissue sizes more comparable to those of humans, making them more viable as potential sources for xenotransplantation^86^. In particular, pigs are broadly available (especially because of their short generation times and large litter sizes), ethically more acceptable than canines and non-human primates, and generally more predictive of therapeutic treatment efficacy in humans than rodents^86,87^. Nonetheless, small mammals have been the preferred models for studies of human biology and diseases (e.g., laboratory rodent strains are extensively used for cancer, cardiovascular, and metabolic disease^88^). We identified a total of 5902 single-copy orthologous PCGs with significant species-specific transcriptional shifts in seven mammalian tissues (transcriptional changes after correcting for evolutionary nucleotide divergence between mammals) (Supplementary Fig. 41). These extensive PCG lists reflect biologically relevant differences in transcription in the indicated mammals (see Supplementary Data 7 for functional enrichment analysis), which should be considered when using these PCGs as targets in animal models. 

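Species means of log2(TPM + 1) were fitted on the tree of the 8 mammals, gene by gene and tissue by tissue, with Brownian motion at 1 rate, with an Ornstein-Uhlenbeck model with 1 optimum, and with Brownian motion at a separate rate on the branch to 1 species. A shift was called when the last model lowered the Akaike information criterion (AIC) by more than 7 against the better of the other models. A shift was found in at least 1 species and tissue for 205 genes, or 26.4% of the orthologs tested. These genes gave 342 shifts among 43512 combinations of gene, tissue and species, with higher expression in 316 and lower expression in 26. By species, the number of shifts was 72 in cat, 53 in mouse, 49 in guinea pig, 48 in dog, 37 in macaque, 28 each in rabbit and sheep, and 27 in rat. This order depended on the scale, with 5 shifts in cat and 45 in guinea pig for TPM rescaled to a common sum over the orthologs, and with 18 in cat, 67 in mouse and 65 in dog after quantile normalization. By tissue, between 3.99% of the genes in adipose and 8.75% in liver had a shift in any of the species. Of 10000 genes simulated by Brownian motion at 1 rate on the same tree, 1.24% did. The simulated values have no lower bound and no spread between libraries, while log2(TPM + 1) ends at 0. The 1.24% is thus not a false-positive rate for these data, and the simulated shifts below share this limit. With simulated shifts of 2, 4 and 8 SD, the same procedure called 5.0%, 32.0% and 94.0% of the shifted genes, so that smaller shifts mostly remained below the threshold with 1 mean per species. The number of genes with a shift depended on the threshold and on the scale. It was 398 at an AIC difference above 4. Without combinations of gene and tissue with a mean TPM under 1 it was 120. There, 153 shifts remained, 128 with higher and 25 with lower expression. A pseudocount of 0.1, which changes the scale near 0, gave 142 shifts with higher and 60 with lower expression. With the rescaled TPM 89 genes had a shift, 41 of them among the 205. Lower expression then became more frequent (69 against 42 with higher expression). Guinea pig held 40 of these lower shifts and 5 of the higher ones.
The deposited files do not pair these identifiers with gene names. Among the genes with a shift, 2 were shifted in the same direction in 7 of 7 tissues. The gene listed as ENSMUSG00000045248 had higher expression in macaque, with log2(TPM + 1) between 8.10 and 9.17 in the 7 tissues of macaque and between 0.40 and 2.15 in the other mammals, a mean AIC difference of 23.68 and a mean log2 difference of 7.71. The gene listed as ENSMUSG00000031398 had higher expression in dog, with a mean AIC difference of 19.66 and a mean log2 difference of 4.47, and under the alternatives it had the shift in between 5 and 7 tissues, against 7 under each alternative for the former gene. Both come from 1 row per species, which was matched by its values and not by a name.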

Literature searches provide insights into the potential functional implications of some of the significant transcriptional shifts. For example, *CMYA5*, which is associated with Duchenne muscular dystrophy^89^, was specifically upregulated in SMTs of pigs (TPM = ~493.79) compared to those of other species (TPM = ~97.15), and nucleotide substitution in this PCG has been potentially associated in previous reports with carcass and meat quality traits in pigs^90^. *ACE2*, the SARS-CoV-2 receptor required for cell entry in humans^91^ and a target of diabetes therapy, was specifically upregulated in the SATs of pigs (TPM = ~184.31) compared to those of other species (TPM = ~0.49); knockout of this PCG can worsen inflammation of ATs and exacerbate high-calorie diet-induced insulin resistance in mice^92^.

Detailed analysis of the transcriptional landscape of pigs can thus provide a highly informative resource on transcript characteristics and offers system-wide insights into tissue-specific physiological activities. These results therefore serve as a prelude to advances in pig biology, as well as the use of pigs as model organisms for human biological and biomedical studies.

## Methods

### Animals and samples

All research involving animals was conducted according to Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in March 2017), and approved by the animal ethical and welfare committee (AEWC) of Sichuan Agricultural University under permit No. DKY-B20171902. The animals were allowed access to feed and water ad libitum and were humanely killed as necessary to ameliorate suffering and were not fed the night before they were slaughtered. Collection and sequencing of human clinical samples were approved by the Ethics Committee of Sichuan Provincial People’s Hospital (No. 2018–212), and informed consent was obtained before the study.

### Pig transcriptome reconstruction

To comprehensively survey the pig transcriptome, a total of 194 samples from 70 tissues (1–3 biological replicates for each of 17 solid tissues, as well as 47 skeletal muscles and 6 adipose depots from different body sites) and two immortalized cell lines (PK15 and PIECs) were used in this study. Two cell lines, PK15 (catalogue no. KCB201002YJ) and PIEC (catalogue no. GNO15), were obtained from the China Infrastructure of Cell Line Resources and Stem Cell Bank of the Chinese Academy of Sciences, respectively.

We constructed rRNA-depleted and random priming RNA-seq libraries and sequenced them on the Illumina HiSeq X Ten platform to produce an average of ~49 million 150-bp paired-end raw reads and ~48 million high-quality reads for each library. Sequenced reads were aligned to the pig reference genome (Sscrofa 11.1, GCA_000003025.6) by the STAR alignment tool (version 2.5.3a)^93^, with on average ~96% (~85.76 million) of aligned reads for each individual library.

For unbiased representative construction of the pig transcriptome, 33 tissues/cell lines (87 samples) comprising the core atlas dataset were chosen for de novo transcriptome assembly. The aligned reads of these samples were assembled with Cufflinks (version 2.1.1)^94^. We employed a previously reported computational method to filter out library-specific background noise and predict the most likely isoforms from the assemblies of transcript fragments (transfrags). We obtained high-quality assemblies containing reliable transcripts which were further submitted to construct transcriptome maps by TACO^95^ (a meta-assembly method with a robust solution for leveraging the vast RNA-seq data landscape for transcript structure prediction).

To facilitate further analysis of the pig transcriptome, we estimated the coding potential of putative non-coding transcripts that were not annotated as PCGs in the pig reference genome using a stringent filtering pipeline and classified them into long noncoding RNAs (lncRNAs) and transcripts of unknown coding potential (TUCPs). For circRNA prediction, we retrieved RNA-seq reads that were mapped to back-splicing junction sites using CIRCExplorer2 (version 2.3.2)^96^, with putative circRNAs required to have more than two independent junction-spanning reads. Correspondingly, we also performed small RNA sequencing. We used pig miRNAs annotated in the miRbase^19^ database, as well as putative miRNAs annotated using other mammalian and avian miRNA sequences as references that were not present in the current pig genome.

Gene-level transcript abundance was estimated as transcripts per million (TPM) using the high-speed transcript quantification tool Kallisto (version 0.43.0)^97^. For PCGs, TUCPs, and lncRNAs, we considered a gene as detected/transcribed if it had an expression value greater than 0.1 TPM in at least one sample. For miRNAs and circRNAs, we used a cut-off of 1 TPM and 0.05 TPM in at least one sample, respectively.

### Reconstruction of 3D genome structures

To visualize the location dependence of transcription within the nuclear space, we performed an in situ Hi-C experiment for a subcutaneous AT (ULB, upper layer of backfat) of six individuals. Hi-C data were processed using a custom pipeline implemented in Juicer software (version 1.8.9)^98^.

We reconstructed three-dimensional (3D) genome structures with both intra- and interchromosomal interactions at a 100 kb resolution using miniMDS^99^ (version 2018-09-27). We also visualized the 3D genome using 3D modeling.

To investigate the correlation between transcription and 3D genome folding, we generated the landscape of chromatin organization including compartment A/B^100^ (at 20 kb resolution and 100 kb resolution for visualization) and topologically associating domains (TADs)^101^ (at 20 kb resolution) for the pig transcriptome.

Genomic properties, including GC content and gene density, were estimated using 100 kb windows and further integrated with the 3D genome structures.

See Supplementary Methods for more details.

### Gene transcriptional profiling across tissues

We calculated the tissue specificity of gene abundance reflected by the tau score (*τ*)^102^ (ranging from 0 to 1, with 1 for highly tissue-specific genes and 0 for ubiquitously transcribed genes) for each gene with scaled TPM values. For each tissue, we averaged all replicates and then calculated *τ* to account for unequal numbers of replicates among tissues. We used *τ* ≥ 0.75 as the cut-off for tissue-specific genes.

We calculated the abundance distribution (i.e., transcriptome complexity) of distinct transcripts across tissues, reflected as the fraction of total RNAs contributed by the most highly expressed genes.

Differential gene expression analysis was performed using edgeR (version 3.22.5)^103^, with a false discovery rate (FDR) ≤0.05 and log_2_(fold change) ≥1 as cut-offs for statistical significance.

### Data collection for the functional gene categories

To further characterize the specialized functions of different tissues in this study, we collected multiple a priori functional candidate PCGs and examined their expression patterns. PCGs involved in the core functions of SMTs (i.e., ‘*HOX* genes’, ‘homeobox family genes’, ‘myokines’, and ‘NMJs’), ATs (‘inflammatory response’, ‘extracellular matrix’, ‘*HOX* genes’, ‘homeobox family genes’, and ‘glucose and lipid metabolism genes’) were retrieved from public databases (Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology) and/or collected from the literature.

The entries of PCGs that encode mitochondrially localized proteins were extracted from the MitoCarta (version 2.0) database^75^. The gene inventories of two central metabolic pathways, OXPHOS and FAO, were retrieved from the Gene Ontology database.

### Spatial transcriptomics (ST) of SMTs and myofiber composition estimation

We performed ST using the representative psoas major muscle (PM) in two replicates. Tissue sections on Visium Spatial slides were permeabilized according to the protocol provided by 10X Genomics. ST cDNA libraries were sequenced on the Illumina NovaSeq 6000 platform using paired-end sequencing, producing a mean depth of 50 million paired-end reads, which resulted in an average library saturation above 90%. After normalization, we performed dimensionality reduction and visualized spot clusters in a reduced 2D space using UMAP^104^. We determined the type I and II muscle fiber clusters and then discriminated types IIA and IIB within the type II cluster. We visualized the spatial distribution of each cluster using the SpatialPlot function and compared it with the ATPase staining myofiber (type I) pattern. With ST data, we estimated the myofiber proportion using bulk RNA-seq data for different types of SMTs derived from distinct body parts using CIBERSORTx (in silico deconvolution, https://cibersortx.stanford.edu/)^57^.

See Supplementary Methods for more details.

### Estimation of relative cell-type proportions in adipose tissues

We applied CIBERSORTx^57^ and the adipose tissue signature matrix to estimate the relative cell-type proportions in adipose tissues. The CIBERSORTx adipose tissue signature matrix was obtained from a previously published study in humans^65^, which included purified cells that are known to be present in adipose tissue, including adipocytes, macrophages, CD4^+^ T cells, and microvascular endothelial cells (MVECs). A total of 571 genes in this signature matrix with pig orthologs were used for subsequent analysis.

### Comparative transcriptomic analysis across species

We also sequenced 142 rRNA-depleted RNA-seq libraries of seven homologous organs/tissues (adipose, heart, kidney, liver, lung, skeletal muscle, and spleen) from eight major mammalian models (macaque, mouse, rat, guinea pig, rabbit, cat, dog, and sheep) and chicken using similar library construction procedures and the same sequencing platform used for pig samples. Sequenced reads were aligned to corresponding reference genomes (macaque: Mmul_8.0.1, rabbit: OryCun2.0, mouse: GRCm38.p5, rat: Rnor_6.0, guinea pig: Cavpor3.0, sheep: Oar_v3.1, dog: CanFam3.1, cat: Felis_catus_6.2, and chicken: Gallus_gallus-5.0) by the STAR alignment tool (version 2.5.3a). Quantification of PCG expression in each species was performed similarly to that used in the pig analyses.

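The files hold between 33934 gene rows for guinea pig and 55963 for mouse, with 1 column per library, and the columns of all files sum to the same total. In each file, some rows carry identifiers made of the letter G and a number in place of an Ensembl identifier, from 1431 rows in mouse to 16106 in sheep. The number of genes with a TPM of at least 1 ranged from 7552 in a dog library to 22047 in a cat library. Over all genes of a file, Pearson's r of log2(TPM + 1) between libraries of the same species and tissue ranged from 0.906 to 0.988, with a median of 0.977 over 117 pairs of libraries. For 120 of the 120 libraries with a replicate, the most similar library of the species was one of the same tissue.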

We performed comparative analyses of gene transcription and alternative splicing across pigs and 9 other species based on single-copy orthologous PCGs and orthologous exons. 

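The printed transcription levels through which genes were paired here follow the deposited TPM by a rule. For each species, they are the mean over replicates of a scale per library times log2(1 + factor × TPM). The factor depends on the row of the gene in the species' file and on the library, which sets where in the list of factors the rows start. The list is shared by the libraries of a species and repeats after a fixed number of rows (8 in mouse, 9 in rat, 10 in guinea pig, 31 in macaque, 33 in rabbit and in dog, 35 in cat and 45 in sheep). The factors and scales were fitted without the gene identifiers. A printed gene was paired with a row when the fitted values lay within 0.005 of the printed ones, as a Euclidean distance over the tissues printed, and no other row lay within 0.015. Of the printed genes, between 840 in rat and 889 in cat were paired. In mouse, whose identifiers the printed list carries, 859 of the 860 paired genes were paired with the row of the same identifier. When the printed values were shuffled, 0 genes were paired in each of the 8 mammals, and with 1 factor fewer or more, at most 3. On simulated values, 908 of 921 genes were paired in guinea pig and 918 in cat, and each with its right row.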

Single-copy orthologous PCG families were identified following the protocol recommended by Ensembl (http://asia.ensembl.org/info/genome/compara/homology_method.html). Cross-species comparative analyses of alternative splicing were performed based on the “percent-spliced in” (PSI) values of orthologous exons.

We performed selection analysis on transcriptional abundance for individual PCGs based on Ornstein-Uhlenbeck (OU) and Brownian motion (BM) models, as in previous reports^105^.

Additional details for the process are provided in the Supplementary Methods.

### Transcription divergence and PEIs across species

We obtained 13 Hi-C datasets of SAT from six mammals, including human, rat, rabbit, cat, dog, and sheep, following the experimental and analytical procedures described in ‘*Hi-C experiment and data analysis*’ in the Supplementary Methods.

PSYCHIC^106^ (version 2018-01-05) was applied to identify overrepresented promoter-enhancer interactions (PEIs) at a resolution of 20 kb using interaction intensity normalized according to the background model.

Evolutionary divergence of transcription was measured by Spearman’s correlation coefficients for the transcription levels of orthologous PCGs between pairs of species.

When estimating the relative divergence of PCGs with different numbers of interacting enhancers, confounding effects due to differences in transcription level distributions were controlled for by matching PCGs one-to-one to control PCGs with similar expression using the MatchIt library in R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

Raw and processed RNA, and miRNA sequencing data of pigs have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession codes “GSE162145” and “GSE162147”, respectively. Spatial transcriptomic data have been deposited in GEO under accession code “GSE161882”. The raw and processed RNA sequencing data of nine other species for comparative transcriptomic analysis have been deposited in GEO under accession code “GSE162142”. RNA-sequencing and Hi-C data of non-human species for analysis of gene transcription divergence and PEIs across species have been deposited in GEO under accession codes “GSE162146” and “GSE162140”, respectively. Human RNA sequencing and Hi-C data have been deposited in GEO under accession codes “GSE162143” and “GSE162139”, respectively. The nuclear PCG entries with mitochondrial localization were downloaded from MitoCarta2.0 database (http://www.broadinstitute.org/pubs/MitoCarta). All other data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription
**Source:** Nat Commun. 2021 Jun 17;12:3715. doi: 10.1038/s41467-021-23560-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplementary Information Table of Contents

#### Supplementary Figs. 1-41

**Supplementary Fig. 1.** Comparison of size, chromosome number, and transcribed features of reference genomes of pig, human, and other common animal models.

**Supplementary Fig. 2.** Workflow for reconstruction of pig transcriptome.

**Supplementary Fig. 3.** Mapping of rRNA-depleted RNA-seq data and small RNA-seq data.

**Supplementary Fig. 4.** Quality assessment of the long transcript assemblies.

**Supplementary Fig. 5.** Classification of lncRNA biotypes based on their location with respect to PCGs.

**Supplementary Fig. 6.** Comparative analysis between lncRNAs in this study and other catalogs.

**Supplementary Fig. 7.** Features of three long transcript types (*i.e.*, PCGs, TUCPs, and lncRNAs).

**Supplementary Fig. 8.** Features of circRNAs.

**Supplementary Fig. 9.** Expression distribution of five types of transcripts.

**Supplementary Fig. 10.** Characterization of the top 0.5% of highly abundant transcripts.

**Supplementary Fig. 11.** Transcriptional profiling of distinct transcript types across tissues.

**Supplementary Fig. 12.** Expression profiling of tissues derived from three germ layers.

**Supplementary Fig. 13.** 3D genome landscape of chromatin organization.

**Supplementary Fig. 14.** Carcass lean meat percentage for different pig breeds.

**Supplementary Fig. 15.** Transcriptional heterogeneity among SMTs.

**Supplementary Fig. 16.** Hierarchical clustering of SMTs in different anatomical regions based on *HOX* genes and homeobox family genes.

**Supplementary Fig. 17.** Transcriptional patterns of myokines across SMTs.

**Supplementary Fig. 18.** Transcriptional patterns of NMJ-related PCGs across SMTs from different anatomical regions.

**Supplementary Fig. 19.** Transcriptional patterns of *MYHs* across SMTs.

**Supplementary Fig. 20.** Function of putative fiber-specific genes.

**Supplementary Fig. 21.** Dimensionality reduction and clustering of spots from psoas major (PM) muscle to classify type I and II myofibers.

**Supplementary Fig. 22.** Dimensionality reduction and clustering of spots to classify the type IIA and IIB myofibers.

**Supplementary Fig. 23.** Assessment of homogeneity of myofibers/spots based on local diversity of myofiber types.

**Supplementary Fig. 24.** Marker gene expression in representative spots for three types of myofiber clusters.

**Supplementary Fig. 25.** Verification of the estimated myofiber proportions using ATPase staining of SMTs.

**Supplementary Fig. 26.** Transcriptional divergence of distinct transcript types across adipose tissues (ATs).

**Supplementary Fig. 27.** Estimates of the proportions of different cell types in AT.

**Supplementary Fig. 28.** Transcriptional divergence of inflammation-related characteristics across ATs.

**Supplementary Fig. 29.** Transcriptional patterns of *HOX* genes and homeobox family genes suggesting the developmental origins of ATs.

**Supplementary Fig. 30.** Functional enrichment of tissue-specific mt-localized PCGs.

**Supplementary Fig. 31.** Heatmap showing the transcriptional patterns of OXPHOS-related mt-localized nu-PCGs across all tissues.

**Supplementary Fig. 32.** Transcriptional pattern of OXPHOS-related PCGs across SMTs from different anatomical regions.

**Supplementary Fig. 33.** Heatmap of transcriptional patterns of FAO-related mt-localized nu-PCGs across all tissues.

**Supplementary Fig. 34.** Comparison of variation between species (nine mammals and chicken) and tissues revealed by (a) gene transcription and (b) alternative splicing patterns.

**Supplementary Fig. 35.** Global patterns of gene transcription and alternative splicing.

**Supplementary Fig. 36.** Correlation-based transcription levels potentially reflecting divergence within mammals.

**Supplementary Fig. 37.** Gene transcription phylogenies for 7 tissues across 9 mammals.

**Supplementary Fig. 38.** Characteristics of promoter–enhancer interactions (PEIs).

**Supplementary Fig. 39.** Landscape of enhancer correlations across species.

**Supplementary Fig. 40.** Transcribed genes with evolutionarily stable and variable transcription levels were identified based on their coefficient of variation across species.

**Supplementary Fig. 41.** Genes with distinct transcriptional changes in each species and tissue.

## Supplementary Tables 1-6

**Supplementary Table 1.** Sample and data information for pig adipose Hi-C.

**Supplementary Table 2.** Overview of ST in this study, as well as information for data quantification.

**Supplementary Table 3.** Sample information for Hi-C and RNA-seq of adipose tissue in the other 6 species.

**Supplementary Table 4.** Hi-C data for adipose tissue in 6 other species.

**Supplementary Table 5.** RNA-seq data for adipose tissue in 6 other species.

**Supplementary Table 6.** Number of PEIs in each species.

## Supplementary Methods

### 1. Pig transcriptome reconstruction

1.1 Animals

1.2 Sample collection

1.3 Construction of rRNA-depleted RNA-seq libraries and data processing

1.4 Pig transcriptome *de novo* assembly

1.5 Coding potential assessment and lncRNA and TUCP identification

1.6 circRNA identification

1.7 Small RNA library sequencing and miRNA annotation

1.8 Gene expression quantification

1.9 Transcriptome complexity analysis

### 2. 3D genome structure and chromatin information annotation

#### for each transcript

2.1 Samples

2.2 *In situ* Hi-C protocol

2.3 Hi-C data processing and analysis

2.4 Features of the pig genome

2.5 Compartment A/B identification

2.6 Identification of topologically associated domains

2.7 Chromatin 3D modeling

2.8 Gene co-expression associated with TADs

### 3. Gene transcriptional profiling across tissues

3.1 Tissue clustering

3.2 Differential gene expression analysis across tissues

3.3 Tissue-specific expression analysis

3.4 Functional enrichment analysis

## **4 Spatiotemporal transcriptomics of SMTs**

4.1 Spatial transcriptomic (ST) experiments

4.2 ST sequencing data processing and analysis

4.3 Estimation of the myofiber proportions in bulk RNA-seq data

4.4 Verification of myofiber proportions using ATPase staining

## **5 Comparative transcriptomic analysis**

5.1 Single-copy orthologous PCG identification

5.2 Analyses of alternative splicing

5.3 Characterizing evolutionary gene transcription patterns

## **6. Gene transcription divergence and PEIs across species**

6.1 Samples

6.2 Identification of promoter-enhancer interactions (PEIs)

6.3 Evolutionary divergence in gene transcription driven by PEIs

## Supplementary Figures

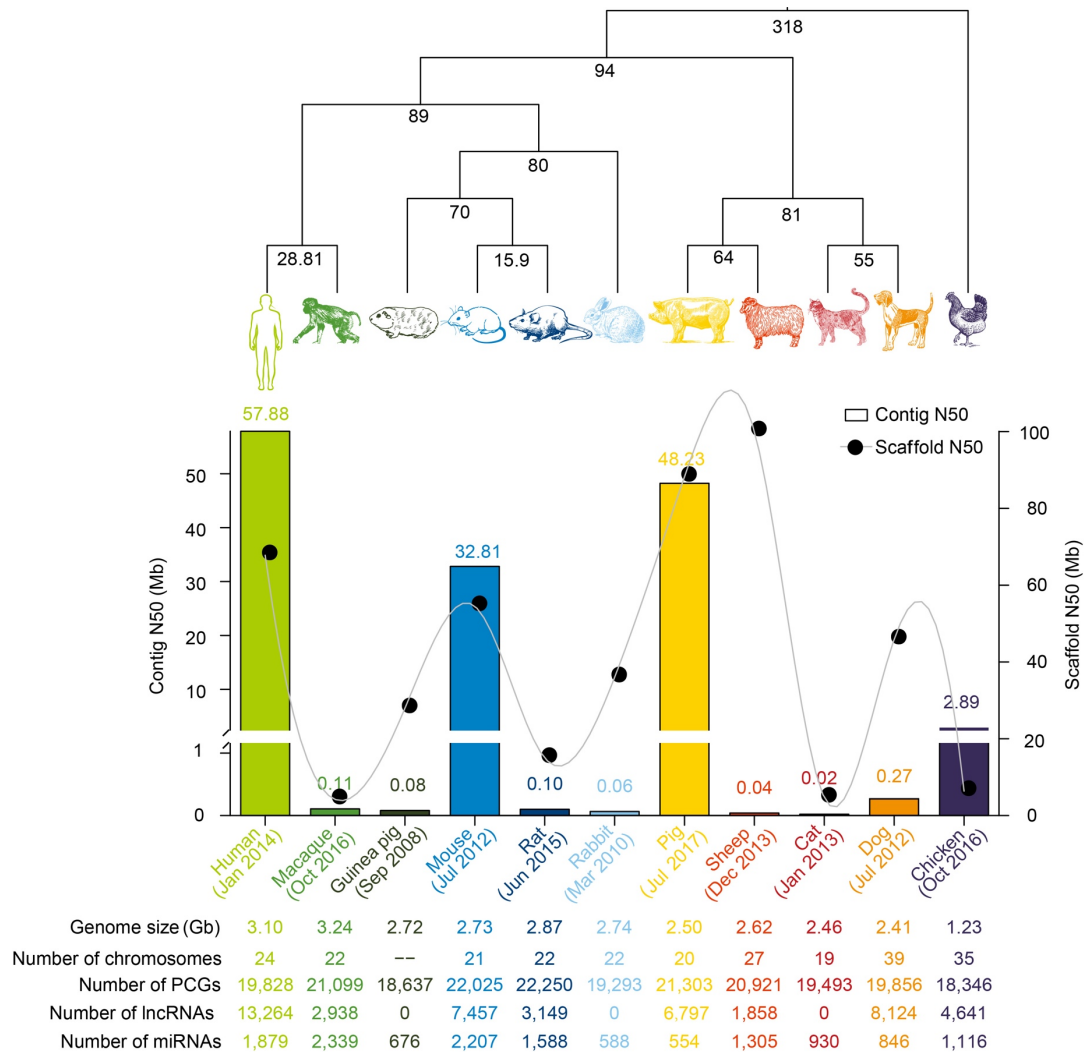

**Supplementary Fig. 1. Comparison of size, chromosome number, and transcribed features of reference genomes of pig, human, and other common animal models.**

Top panel: The divergence times (numbers on nodes; million years ago [MYA]) and the phylogenetic topology of 11 animals were retrieved from the TimeTree database (<http://www.timetree.org/>). Middle panel: N50 values of each genome assembly were calculated using fragments longer than 500 bp. The publication dates of reference genome assemblies are shown in parentheses, *i.e.*, human (GRCh38.p10), pig (Sscrofa11.1), macaque (Mmul\_8.0.1), rabbit (OryCun2.0), mouse (GRCm38.p5), rat (Rnor\_6.0), guinea pig (Cavpor3.0), sheep (Oar\_v3.1), dog (CanFam3.1), cat (Felis\_catus\_6.2) and chicken (Gallus\_gallus-5.0). All annotation information was obtained from Ensembl reference genomes.

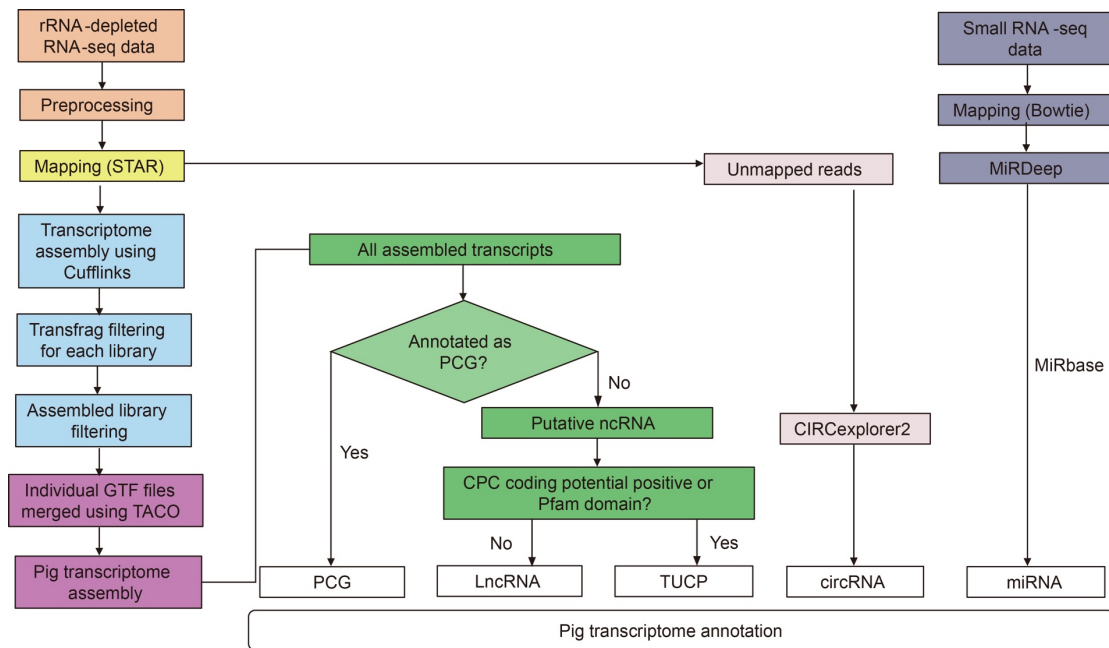

**Supplementary Fig. 2. Workflow for reconstruction of the pig transcriptome.**

Sequence reads were aligned to the pig reference genome (Sscrofa 11.1, GCA\_000003025.6) by the STAR alignment tool (version 2.5.3a). The aligned reads of these samples were assembled using Cufflinks (version 2.1.1). We then filtered out library-specific background noise and predicted the most likely isoforms from the assemblies of transcript fragments (transfrags) (**see more details in Supplementary Methods**). After filtering, the remaining high-quality transcript assemblies were then subjected to TACO (version 0.7.3), which led to construction of transcriptome maps. We then assessed the coding potential of putative non-coding transcripts that were not annotated as PCGs in the pig reference genome by integrating two sources of evidence: coding potential calculator and detected Pfam A domain matches. Transcripts without coding potential (CPC score <0 and without Pfam domain hits) were defined as lncRNAs, otherwise TUCPs.

Unmapped reads from the STAR mapping were retrieved and used for circRNA prediction using the CIRCEplorer2(version 2.3.2).

The small RNA-seq data were mapped to the reference genome using Bowtie. Mappable reads were submitted to miRDeep (version 2.0.0.7) to detect miRNAs, while annotated mature miRNA sequences of pig and all other mammalian and avian species in miRbase (release 22) were selected as references.

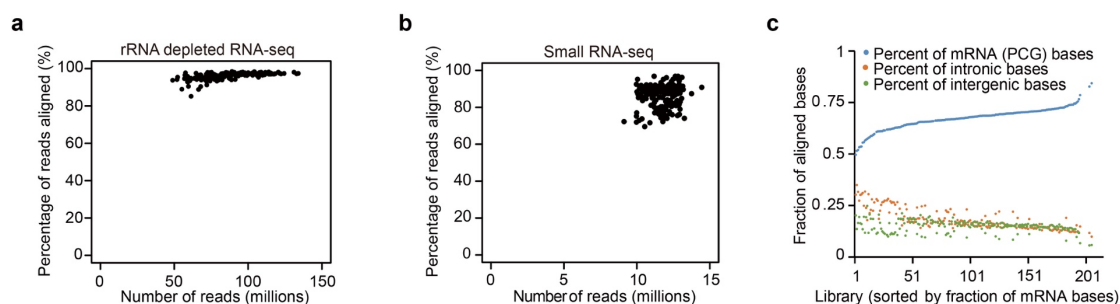

**Supplementary Fig. 3. Mapping of rRNA-depleted RNA-seq data and small RNA-seq data.** **a, b,** All rRNA-depleted RNA-seq data (**a**) and small RNA-seq data (**b**) showed a high mapping ratio (~96.13% for RNA-seq data and ~85.92% for small RNA-seq data), which is not limited to the sequenced number of reads. Each dot represents a library. **c,** Analysis of the fraction of aligned bases corresponding to different genomic locations in rRNA-depleted RNA-seq data. Dot plot shows the fraction of aligned bases (y-axis) corresponding to RefSeq mRNAs (blue points), intronic regions (orange points), or intergenic regions (green points) for each library (x-axis). A total of 193 of 194 libraries had greater than 50% of aligned bases correspond to RefSeq mRNAs, indicating their high quality. The libraries were ranked from low to high according to the fraction of aligned bases corresponding to RefSeq mRNAs (blue points).

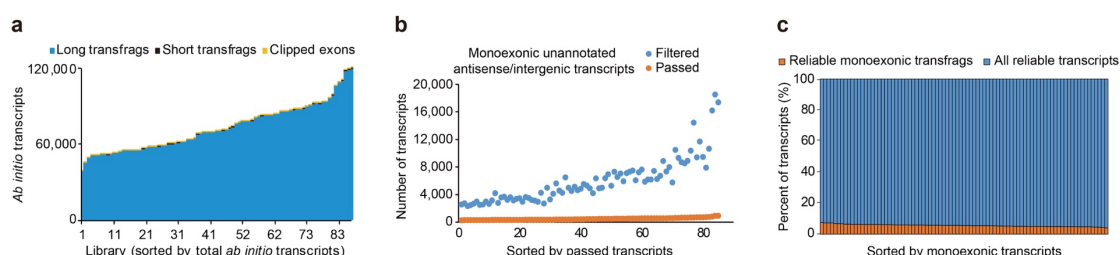

**Supplementary Fig. 4. Quality assessment of the long transcript assemblies.** **a,** The numbers of short transfrags (black), short clipped exons (yellow), and long transfrags (blue) for each library. Transcripts with very short first or last exons (<15 bp) were clipped. Short transfrags with lengths  $\leq 250$  bp were discarded as poorly assembled transcripts. Long transfrags were retained as high-quality transfrags, which accounted for most (~98.78%) of the *ab initio* transcripts. See **Methods** for details. **b,** Stringent filtering step of unannotated monoexonic transfrags. Approximately 5,983 unannotated monoexonic transfrags (ranging from 2,332 to 18,501) in individual libraries were subjected to bivariate kernel density classifier, ~5,533 transfrags (ranging from 2,059 to 17,600) were filtered from each library, and ~450 transfrags (ranging from 263 to 914) were retained. **c,** All retained, reliable monoexonic transfrags in each library. Among the final set of reliable transcripts in each library (~30,112 transcripts, ranging from 25,492 to 34,933), the monoexonic transcripts accounted for ~6% (ranging from 4.23% to 8.09%), which was comparable to the previously reported percentage for the human transcriptome (~5%)<sup>1</sup>.

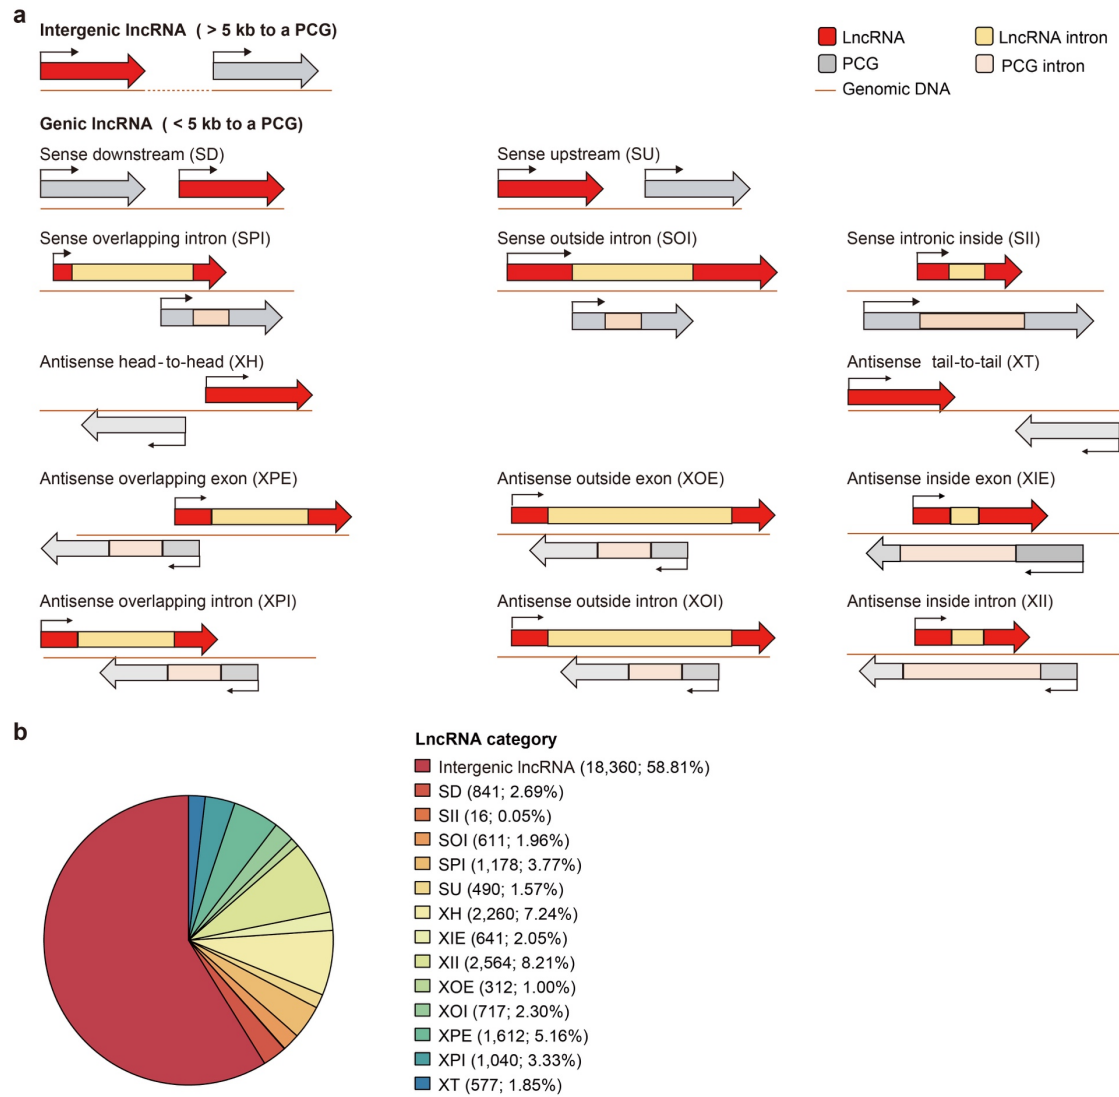

**Supplementary Fig. 5. Classification of lncRNA biotypes based on their location with respect to PCGs.** **a**, Illustration of the positional relationships of lncRNAs and PCGs for each lncRNA category. lncRNAs were divided into 14 different locus biotypes. **b**, Number and percentage (indicated in parentheses) of lncRNAs in each category. Notably, the intergenic lncRNAs constituted more than half (58.81%) of the lncRNAs.

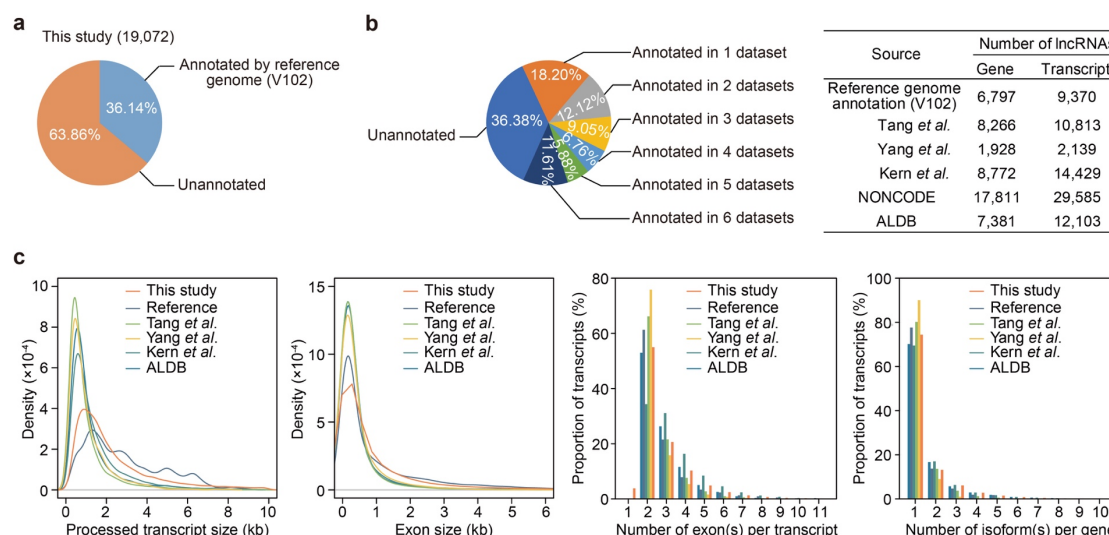

**Supplementary Fig. 6. Comparative analysis between lncRNAs in this study and other catalogs.** **a**, Pie charts of the number of lncRNA genes that are unannotated or annotated in pig reference genome (release v102). **b**, Pie chart (left) showing the proportion of lncRNAs in this study that were previously discovered by only one or multiple (from 2 to 6) datasets listed in the table (right). About 36.38% were not discovered by any of the catalogs. Basic Local Alignment Search Tool (BLASTN) was used to discriminate the previously discovered lncRNAs in pig reference genome (v102)<sup>2</sup>, Tang *et al.* (2017)<sup>3</sup>, Yang *et al.* (2017)<sup>4</sup>, Kern *et al.* (2018)<sup>5</sup> and ALDB<sup>6</sup>, NONCODE database<sup>7</sup> using the following criteria: e-value <  $1 \times 10^{-10}$ , min-identity of 80%, and min-coverage of 80%. **c**, Features (transcript length, lengths of exons, number of exons per transcript, and number of isoforms per gene) reported in different lncRNA catalogs.

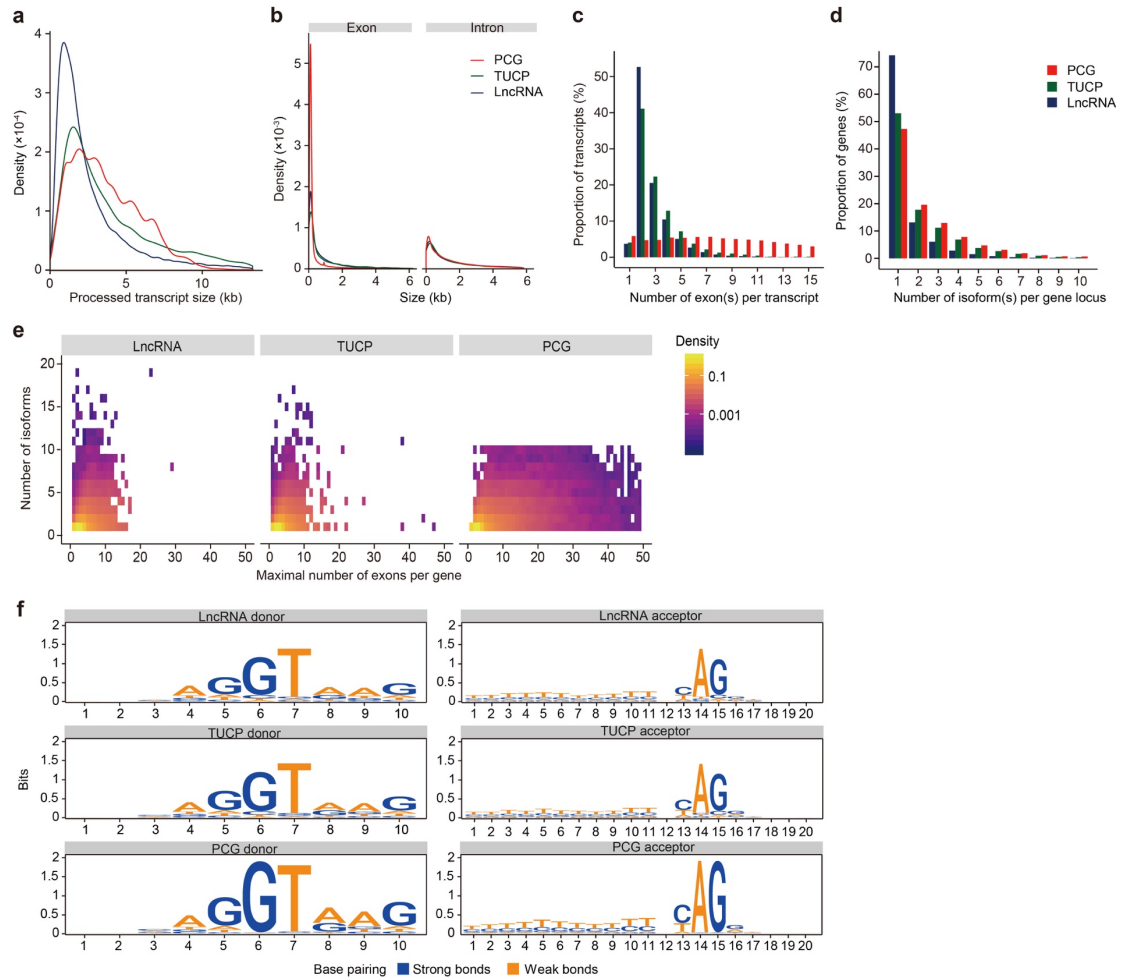

**Supplementary Fig. 7. Features of three long transcript types (*i.e.*, PCGs, TUCPs, and lncRNAs).** Transcript length (a), lengths of exons and introns (b), number of exons per transcript (c), number of isoforms per transcript (d), the number of isoforms and maximum number of exons per transcript (e), and splicing junction sequences at donor and acceptor sites (f). Notably, lncRNAs have fewer exons and isoforms but analogous canonical splicing junction sequences ('GT' donor and 'AG' acceptor) compared to those of PCGs, as shown in (c), (d) and (f). Color bar in (e) denotes the log<sub>10</sub>-transformed two-dimensional kernel density.

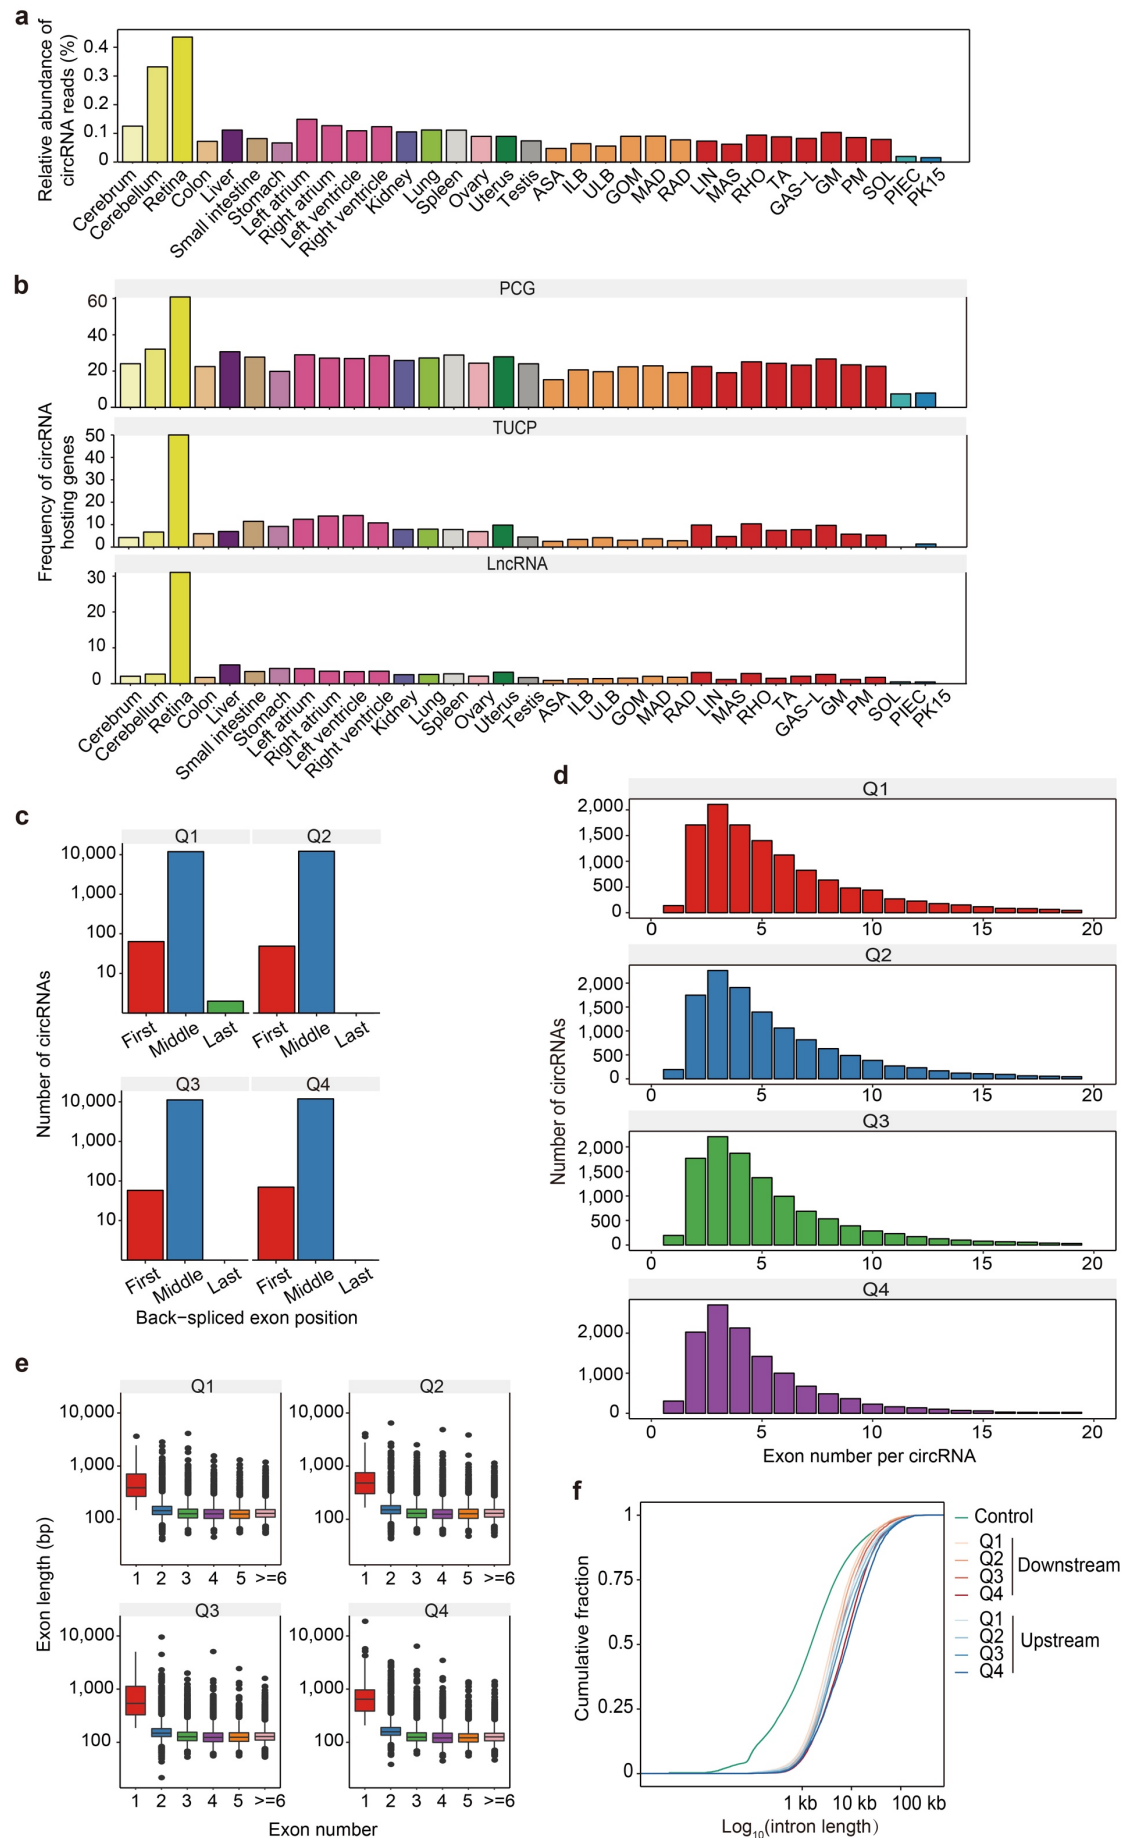

**Supplementary Fig. 8. Features of circRNAs.** **a**, Relative abundance of circRNA reads. The percentage of circular junction reads from all reads mapped to the reference genome is shown for different tissues. The neural tissues (especially retina and cerebellum) have prominently more circRNA reads than other tissues, while the two cell lines have the fewest circRNA reads. **b**, The proportion of genes that harbor circRNAs. The retina has the most circRNA-harboring genes, which is consistent with the retina having the highest number of circRNA reads, indicating a more extensive role of circRNAs in the retina than in other tissues. **c**, Distribution of circRNA back-spliced exon positions along the linear PCGs that harbor them, with more circRNAs produced from the middle exons of transcripts. This result is presented in four quartiles of expression levels from Q1 to Q4 (each containing an equal number of circRNAs) which indicate TPM values from low to high. Q1: 0.05-0.06 TPM, Q2: 0.06-0.083 TPM, Q3: 0.083-0.15 TPM, and Q4: >0.15 TPM. **d**, Distribution of the number of exons per circRNA in four expression intervals. **e**, Distribution of exon lengths in circRNAs with different exon numbers. The length of back-spliced exons was greater in single-exon circRNAs (Q1  $n = 139$ ; Q2  $n = 195$ ; Q3  $n = 196$ ; Q4  $n = 304$ ) than in multiple-exon circRNAs (2 exons: Q1  $n = 1,708$ ; Q2  $n = 1,748$ ; Q3  $n = 1,767$ ; Q4  $n = 2,025$ . 3 exons: Q1  $n = 2,108$ ; Q2  $n = 2,262$ ; Q3  $n = 2,208$ ; Q4  $n = 2,703$ . 4 exons: Q1  $n = 1,707$ ; Q2  $n = 1,907$ ; Q3  $n = 1,870$ ; Q4  $n = 2,129$ . 5 exons: Q1  $n = 1,402$ ; Q2  $n = 1,396$ ; Q3  $n = 1,372$ ; Q4  $n = 1,420$ .  $\geq 6$  exons: Q1  $n = 4,948$ ; Q2  $n = 4,770$ ; Q3  $n = 3,915$ ; Q4  $n = 3,452$ ). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. **f**, Length distribution of flanking introns (up- and downstream) of circularized exons. The flanking introns showed significantly greater lengths (~5,759 bp and ~4,992 bp for upstream and downstream introns, respectively) than control introns (~1,592 bp). Highly abundant circRNAs often have longer flanking introns than less abundant circRNAs.

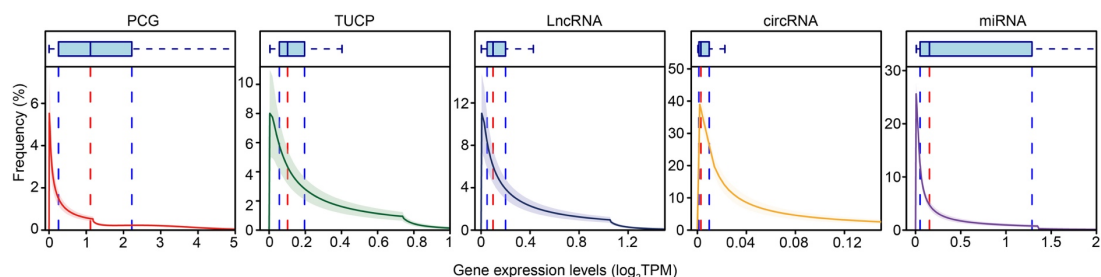

**Supplementary Fig. 9. Expression distribution of five types of transcripts.** The x-axis indicates the transcripts sorted from lowest to highest abundance. Colored lines represent mean values across tissues, and lighter-colored shading around the mean represents dispersion, calculated as the standard deviation. Data are presented as mean values  $\pm$  SD ( $n = 33$ ). The red vertical dashed lines indicate median expression level. The left and right blue vertical dashed lines indicated 25<sup>th</sup> and 75<sup>th</sup> quantiles, respectively. The upper box plot also shows the expression distribution (PCG  $n = 20,504$ ; TUCP  $n = 2,440$ ; LncRNA  $n = 19,072$ ; circRNA  $n = 48,232$ ; miRNA  $n = 1,245$ ). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles.

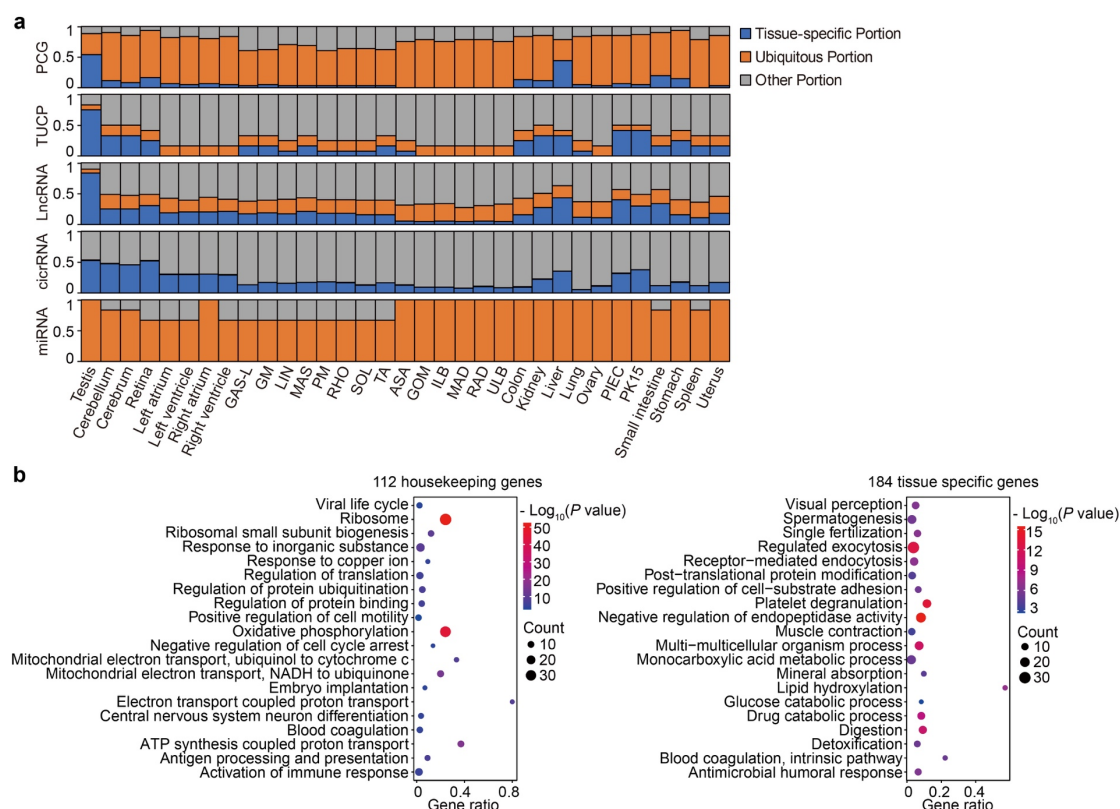

**Supplementary Fig. 10. Characterization of the top 0.5% of highly abundant transcripts.** a, Tissue-specific ( $\tau \geq 0.75$ ) (blue) and ubiquitous ( $\tau \leq 0.3$ ) (orange) transcripts among the top 0.5% highest abundance transcripts across tissues. Many of the highly transcribed PCGs (~69.96%) showed ubiquitous/housekeeping transcription patterns

across tissues. Many (~85.86%) of the highly transcribed miRNAs were housekeeping miRNAs. For TUCPs, lncRNAs, and circRNAs, the top 0.5% most highly transcribed genes included only a small proportion of housekeeping genes (15.66%, 22.74%, and 0.41%, respectively) but had greater numbers of tissue-specific genes (16.16%, 20.29%, and 21.82%, respectively) compared to PCGs (~8.11% were tissue-specific). **b**, Functional enrichment of tissue-specific and ubiquitously transcribed PCGs within the top 0.5% most abundant PCGs. The sizes of dots represent numbers of enriched genes, and dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values are calculated based on a one-sided accumulative hypergeometric test.

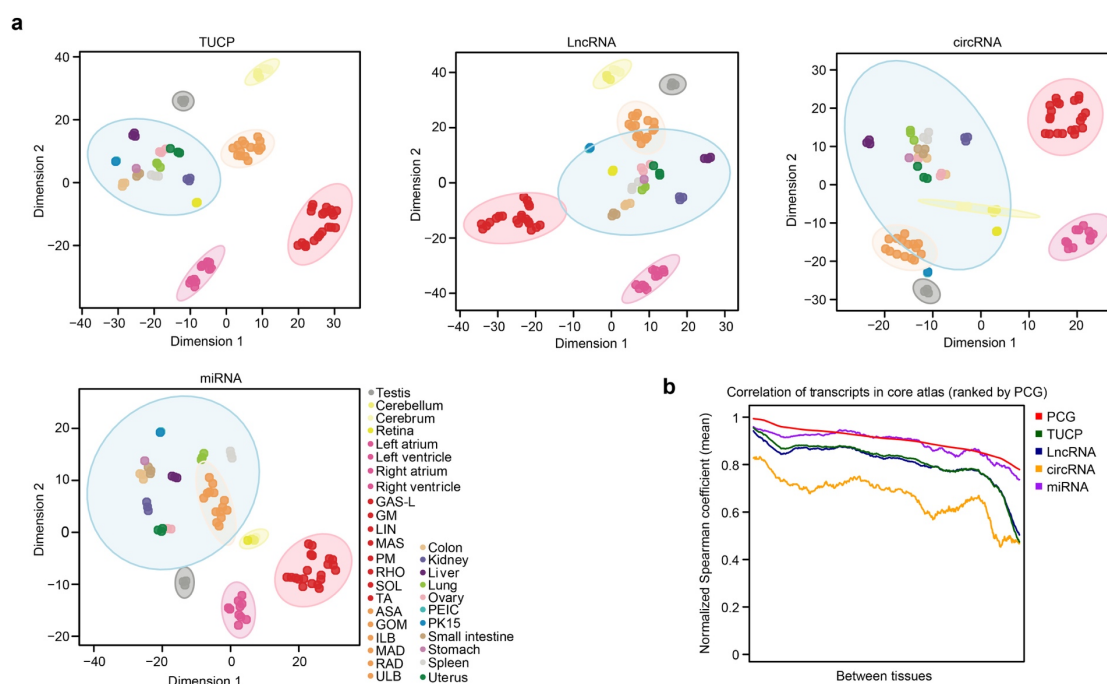

**Supplementary Fig. 11. Transcriptional profiling of distinct transcript types across tissues.** **a**, Sample and tissue similarity of TUCP, lncRNA, circRNA, and miRNA transcriptional profiles. Comparison of transcription profile similarity using multidimensional scaling based on distances through t-distributed stochastic neighbor embedding (t-SNE) revealed a characteristic transcriptional pattern across tissues. Ellipses indicate the tissue groups that have similar functions, constructed at a probability of 0.95. **b**, Pairwise Spearman correlations between tissues based on transcriptional profiling. The coefficient was normalized across pairwise comparisons within transcript type. The pairwise comparisons indicated on the x-axis were sorted by the coefficient from low to high. The curve plot was smoothed using moving average smoothing.

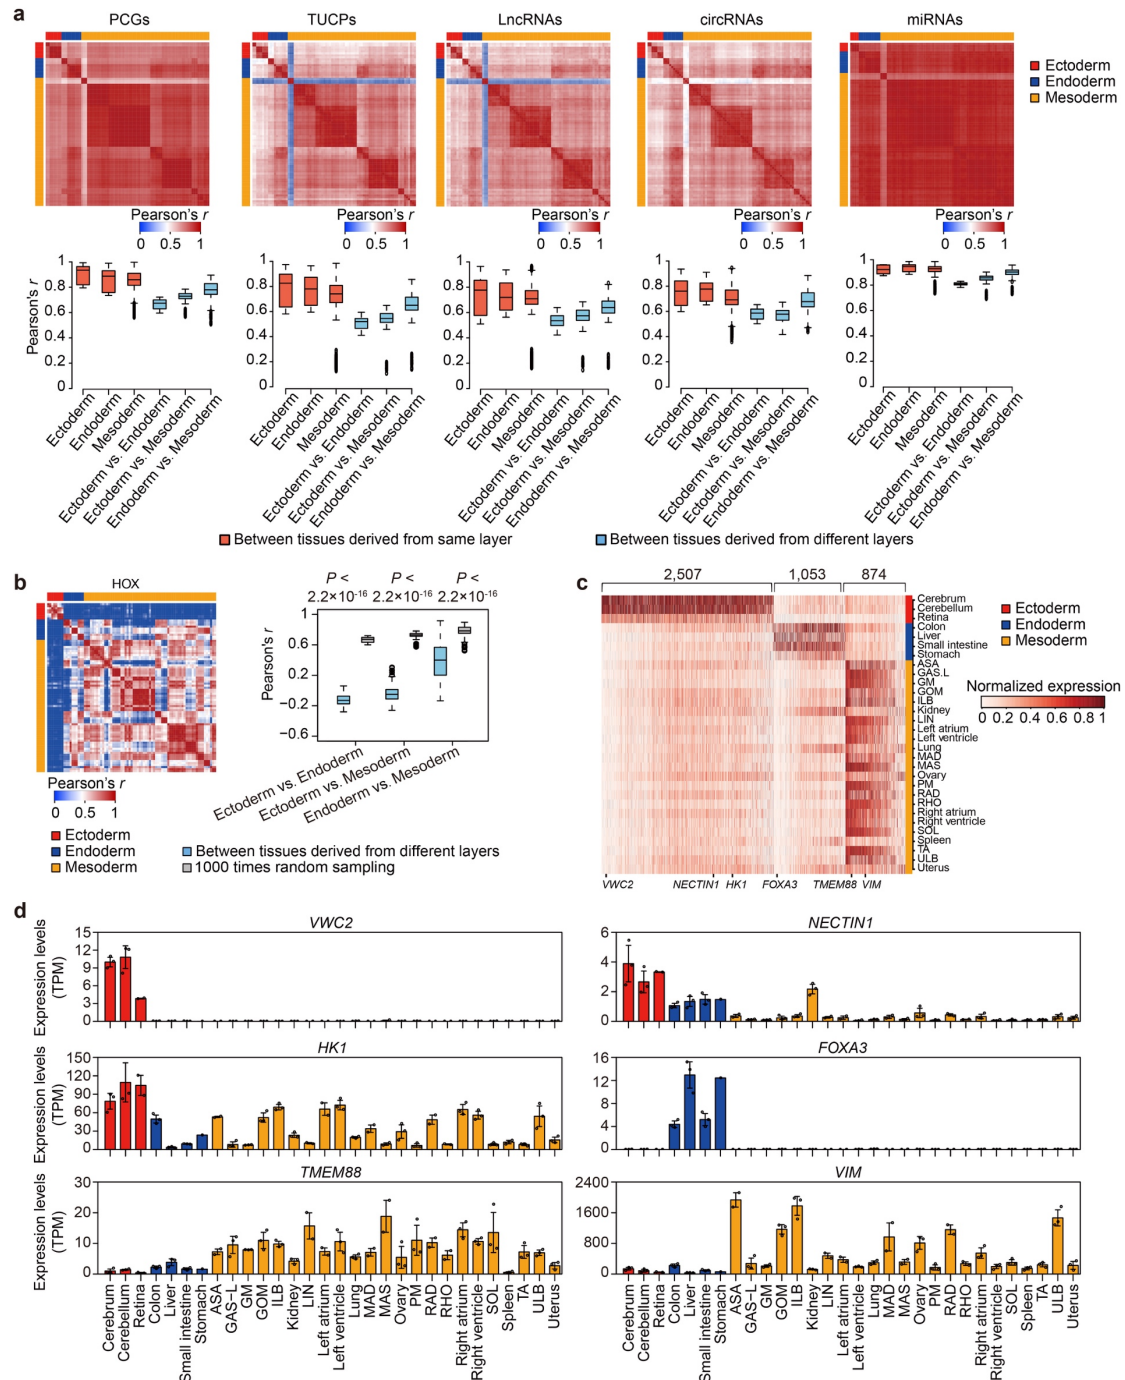

**Supplementary Fig. 12. Expression profiling of tissues derived from three germ layers.** **a**, Heatmap (top) and boxplot (bottom) comparisons of transcriptional profiles for each of the five types of transcripts in tissues derived from distinct germ layers using Pearson's correlation. In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. All 31 tissues were partitioned into 3 distinct germ layer-related groups: 3 ectoderm-derived tissues (cerebrum, cerebellum, and retina), 4 endoderm-derived tissues (colon, intestine, liver, and stomach), and 24 mostly mesoderm-derived tissues (e.g., heart, lung, and uterus etc.), listed in **Supplementary Data 1**, as described in Hon *et al*<sup>8</sup>. **b**, Transcriptional

patterns of *HOX* genes suggesting the developmental origins of these tissues by germ layer. A randomly selected equal number of PCGs were used as the control (grey box) and showed higher coefficients than *HOX* genes (two-sided Wilcoxon rank-sum test) (ectoderm vs. endoderm  $n = 80$ ,  $P < 2.2 \times 10^{-16}$ ; ectoderm vs. mesoderm,  $n = 520$ ,  $P < 2.2 \times 10^{-16}$ ; endoderm vs. mesoderm,  $n = 650$ ,  $P < 2.2 \times 10^{-16}$ ). In the boxplot, the internal line indicates the median, the box limits indicate the upper and lower quartiles and the whiskers extend to 1.5 IQR from the quartiles. **c**, Heatmap with the expression of identified marker genes for the definitive germ layers (2,507 for ectoderm, 1,053 for endoderm, and 874 for mesoderm). Each gene's normalized log expression levels are standardized so that they range between 0 and 1. **d**, Bar plot showing the expression patterns of 6 marker genes from (**c**). Data are presented as mean values  $\pm$  SD.

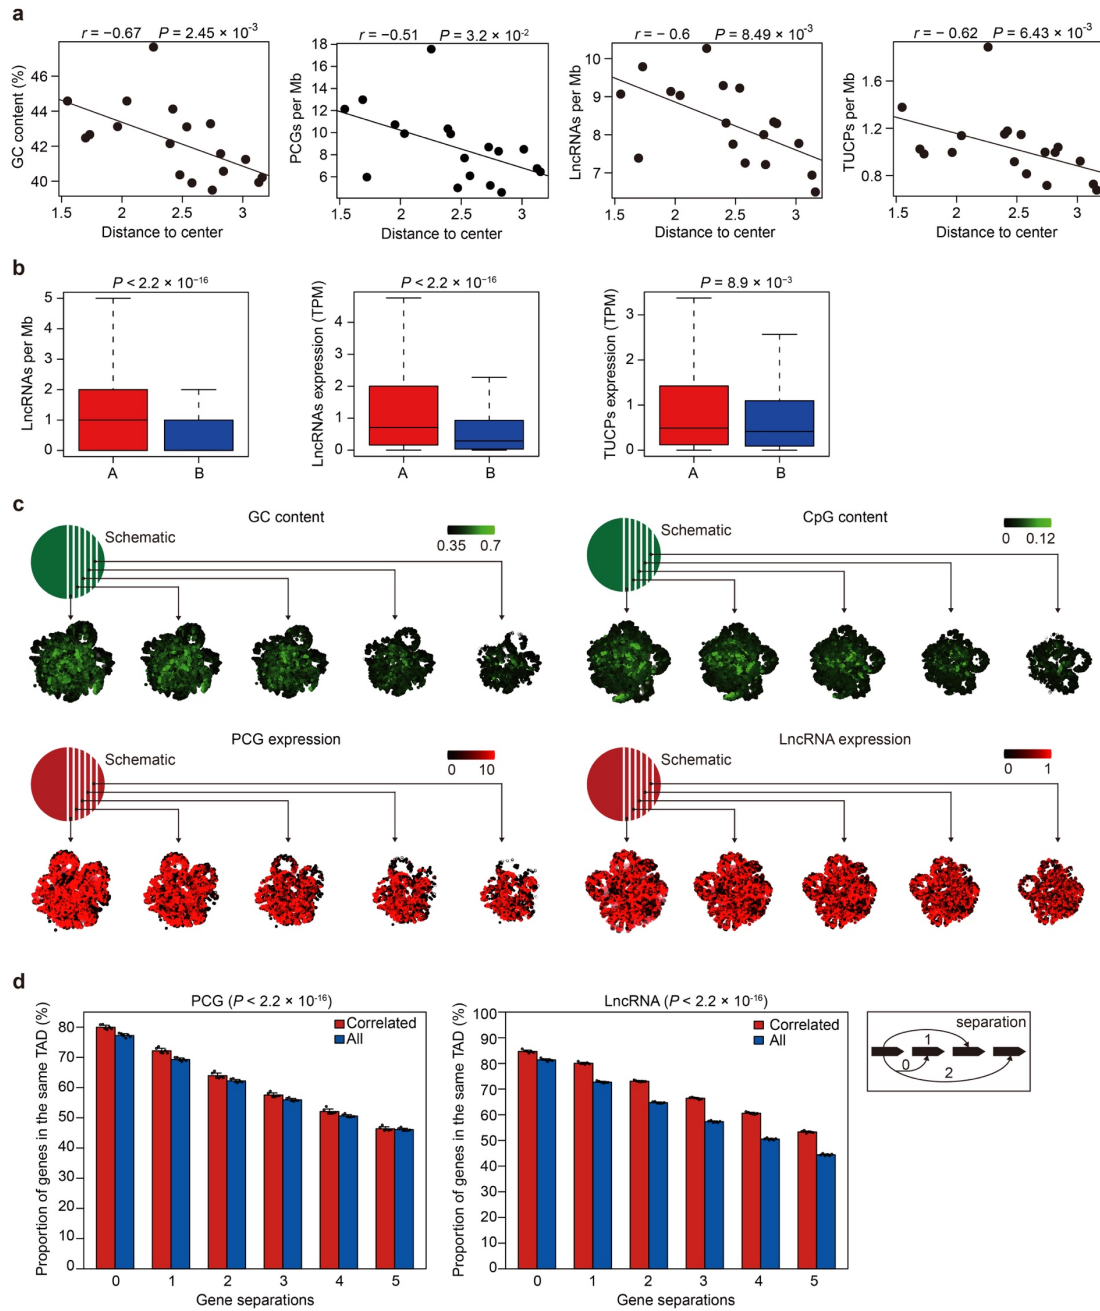

**Supplementary Fig. 13. 3D genome landscape of chromatin organization.** **a**, Preferential localization of chromosomes within the nuclear space. Scatter plot indicating Spearman's correlations between average chromosome distances to the nuclear center and their sequence features, including GC content, PCG density, LncRNA density, and TUCP density. The statistical significance of the two-sided  $P$  value was calculated using hypothesis testing. **b**, Comparison of transcription density and expression level for LncRNAs and TUCPs between compartment A and compartment B. Compartment A (1,105 Mb in length) is GC-rich [43.71%], transcript-rich (9.85 LncRNAs per Mb and 1.35 TUCPs per Mb) and actively transcribed (0.71 TPM for LncRNAs and 0.49 TPM for TUCPs). Compartment B (1,161 Mb in length) is GC-poor [38.26%], transcript-sparse (6.20 LncRNAs

per Mb and 0.62 TUCPs per Mb) and not actively transcribed (0.29 TPM for lncRNAs and 0.42 TPM for TUCPs). (Two-sided  $P$ -value from Wilcoxon test,  $P < 2.2 \times 10^{-16}$ ,  $P < 2.2 \times 10^{-16}$ ,  $P < 8.9 \times 10^{-3}$ ). **c**, 3D models of the pig genome in subcutaneous AT (ULB). The plot is presented in quintuplicate, with five intersecting sections plotted from the interior regions of the nucleus (left) to the periphery (right) based on distance (schematically depicted in the left inset). The properties of GC content, CpG content, PCG expression, and lncRNA expression were aggregated in 3D space. The color bar (right) indicates values for each property. TUCP expression is not shown, as transcription was relatively rare. **d**, Co-expression patterns of transcripts within the same TAD. Representative bar plots of the percentage of correlated gene pairs ( $r > 0.5$ ) (red bars) based on expression within the same TADs (at a 20 kb resolution) compared to all gene pairs (blue bars). Tested gene pairs are stratified based on the number of separating genes between them, as schematically depicted (upper-right inset). The distance is indicated underneath the bar plot. Fisher's method was used to combine the  $P$  values of the one-sided binomial tests that were performed for each gene-pair distance (PCGs:  $P < 2.2 \times 10^{-16}$ , lncRNAs:  $P < 2.2 \times 10^{-16}$ ). The pattern for TUCPs is not shown, as their gene density was low (~only 1 per Mb, not applicable for this analysis). Data are presented as mean values  $\pm$  SD ( $n = 6$ ).

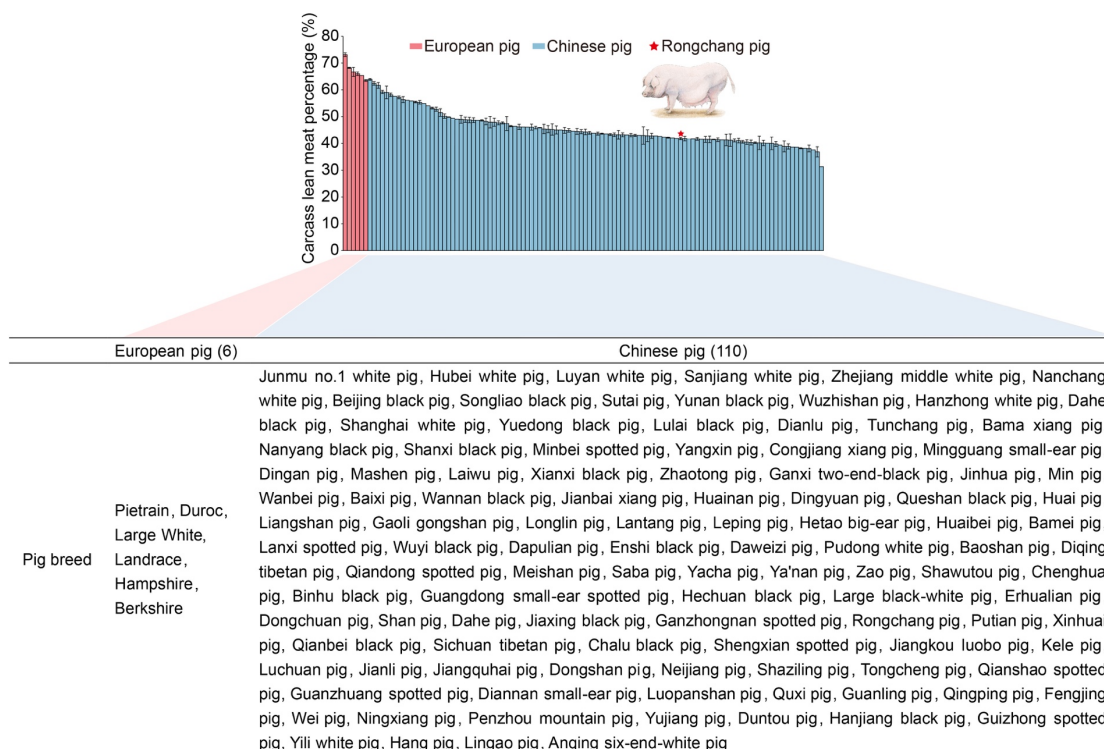

**Supplementary Fig. 14. Carcass lean meat percentage for different pig breeds.** The percentage of carcass lean meat is an important carcass quality parameter for the pig industry. This parameter is calculated as the percentage of lean muscle versus carcass weight (*i.e.*, the body weight after removing the head, tail, trotter, and visceral tissues except for the kidney), which indirectly reflects the composition of skeletal muscle mass in the whole body. The carcass lean meat percentage ranged from 31.3% to 73.14% across pig breeds (of 116 pig breeds), with 41.8% for Rongchang pig in this study. The data were presented as mean values  $\pm$  SD based on an averaged of  $\sim$ 13 biological replicates for each pig breed. The table below provides breed names in the order presented in the histogram. All data were collected from *Animal genetic resources in China: pigs*. (ed. China National Commission of Animal Genetic Resources), pp. 18-470. China Agricultural Press, Beijing.

pattern across SMTs. **f**, Tissue specificity reflected by tau ( $\tau$ ) score for different transcripts across SMTs. **g**, Abundance distribution of distinct transcripts. Cumulative distribution of the average fraction of total transcripts contributed by genes when sorted from most to least abundant in each SMT. The x-axis indicates the proportion of detected genes sorted from most to least transcribed in each SMT, the vertical dashed line indicates the top 0.5% of genes with highest transcription, and the y-axis indicates the accumulated fraction of transcribed genes relative to the total number of genes. Colored lines represent mean values across SMTs, and lighter-colored surfaces around the mean represent dispersion calculated using the standard deviation divided by the cumulative sum of all means. **h**, Pairwise Spearman correlations between SMTs based on transcription level. The coefficient was normalized across pairwise comparisons within transcripts. The curve was smoothed using moving average smoothing. The pairwise comparisons indicated on the x-axis were sorted by the coefficients of PCGs from low to high. Consistent with our core atlas results showing that circRNAs are preferentially expressed in specific tissues, circRNAs are also clearly differentially expressed in SMTs from different anatomical regions, comparable to the patterns observed for lncRNAs.

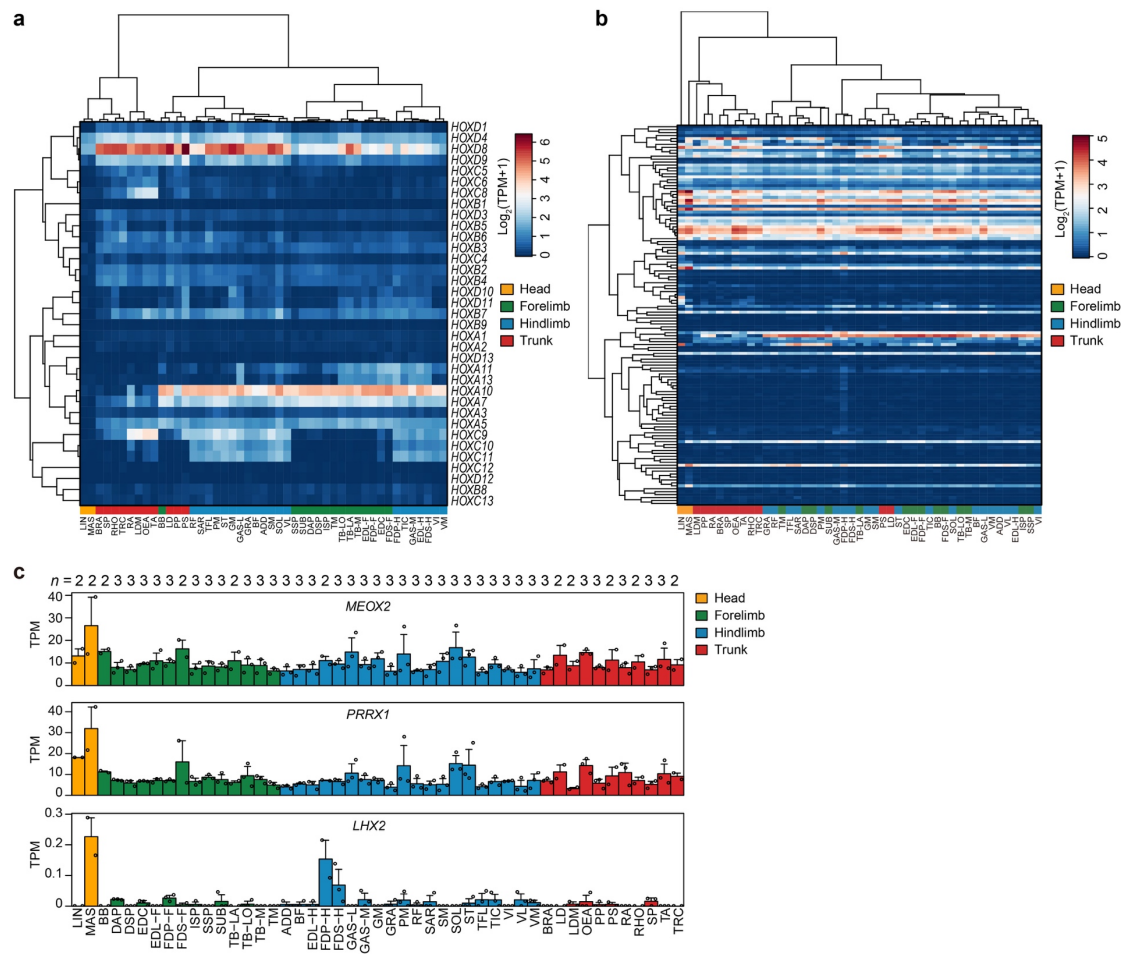

**Supplementary Fig. 16.** Hierarchical clustering of SMTs in different anatomical regions based on (a) *HOX* genes and (b) homeobox family genes. Clustering was performed based on  $\log_2$ -transformed transcription levels. The bottom colored bar indicates the four anatomically distinct regions: head (orange), forelimb (green), trunk (red), and hindlimb (blue). (c) Histogram showing the transcription levels across SMTs for representative homeobox family genes, i.e., *MEOX2*, *PRRX1*, and *LHX2*, are highly transcribed in head MAS. Data are presented as mean values  $\pm$  SD ( $n$  number is listed above each bar).

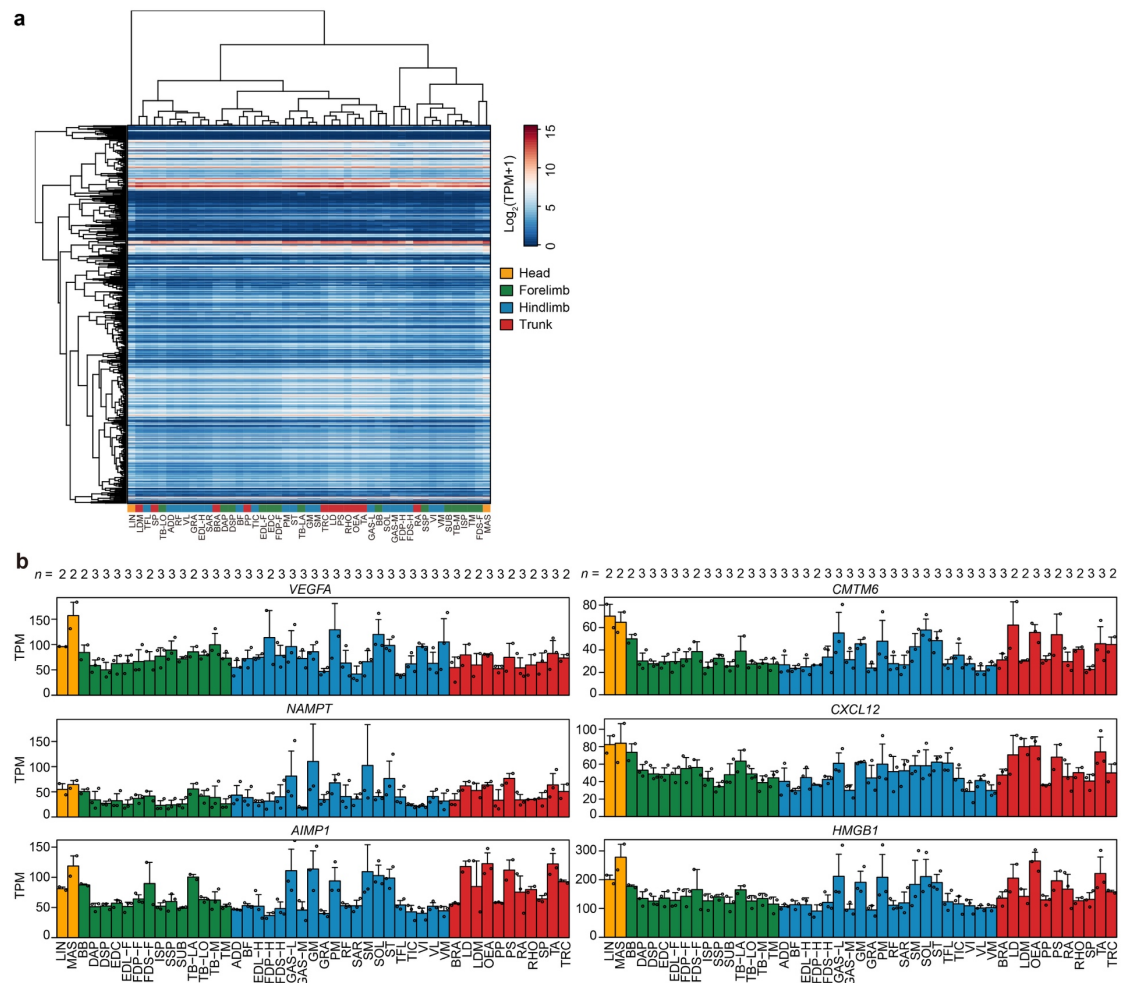

**Supplementary Fig. 17. Transcriptional patterns of myokines across SMTs. a,** Hierarchical clustering of myokine expression in SMTs from different anatomical regions was performed based on log<sub>2</sub>-transformed transcription levels. The bottom colored bar indicates the four anatomically distinct regions: head (orange), forelimb (green), trunk (red) and hindlimb (blue). **b,** Histogram showing the transcription levels of representative highly transcribed myokines. Data are presented as mean values  $\pm$  SD (*n* number is listed above each bar).

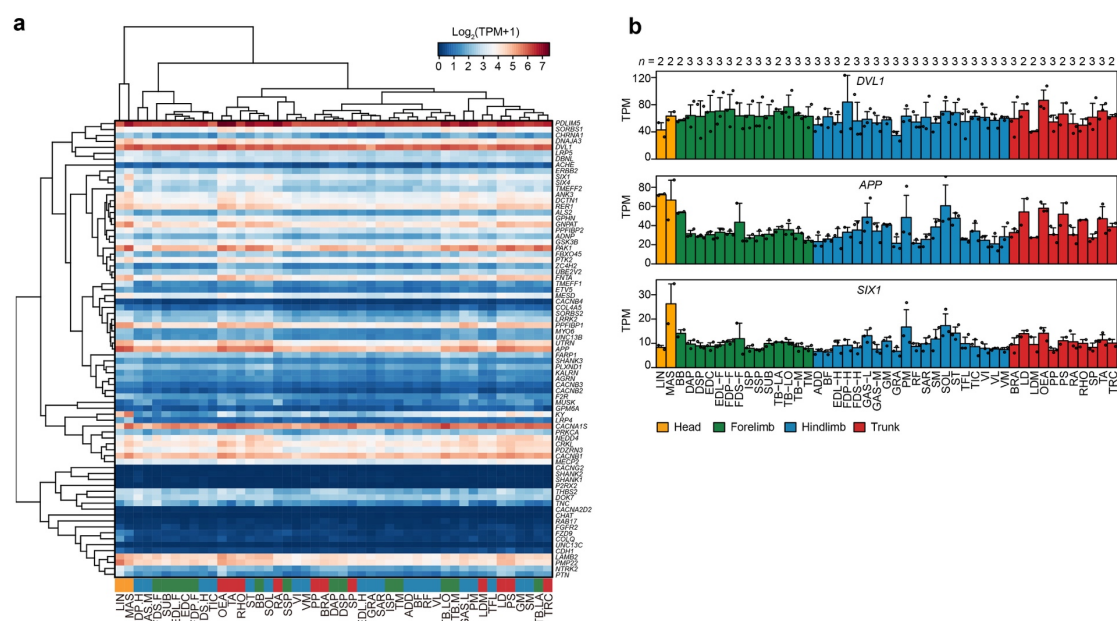

**Supplementary Fig. 18. Transcriptional patterns of NMJ-related PCGs across SMTs from different anatomical regions.** **a**, Hierarchical clustering was performed based on log<sub>2</sub>-transformed transcription levels. The bottom colored bar indicates the four anatomically distinct regions: head (orange), forelimb (green), trunk (red) and hindlimb (blue). **b**, Histograms showing the transcription levels of representative widely and highly transcribed PCGs (*i.e.*, *DVL1* and *APP*) or PCGs specifically transcribed in SMTs from one anatomical group (*i.e.*, *SIX1*). Data are presented as mean values  $\pm$  SD (*n* number is listed above each bar).

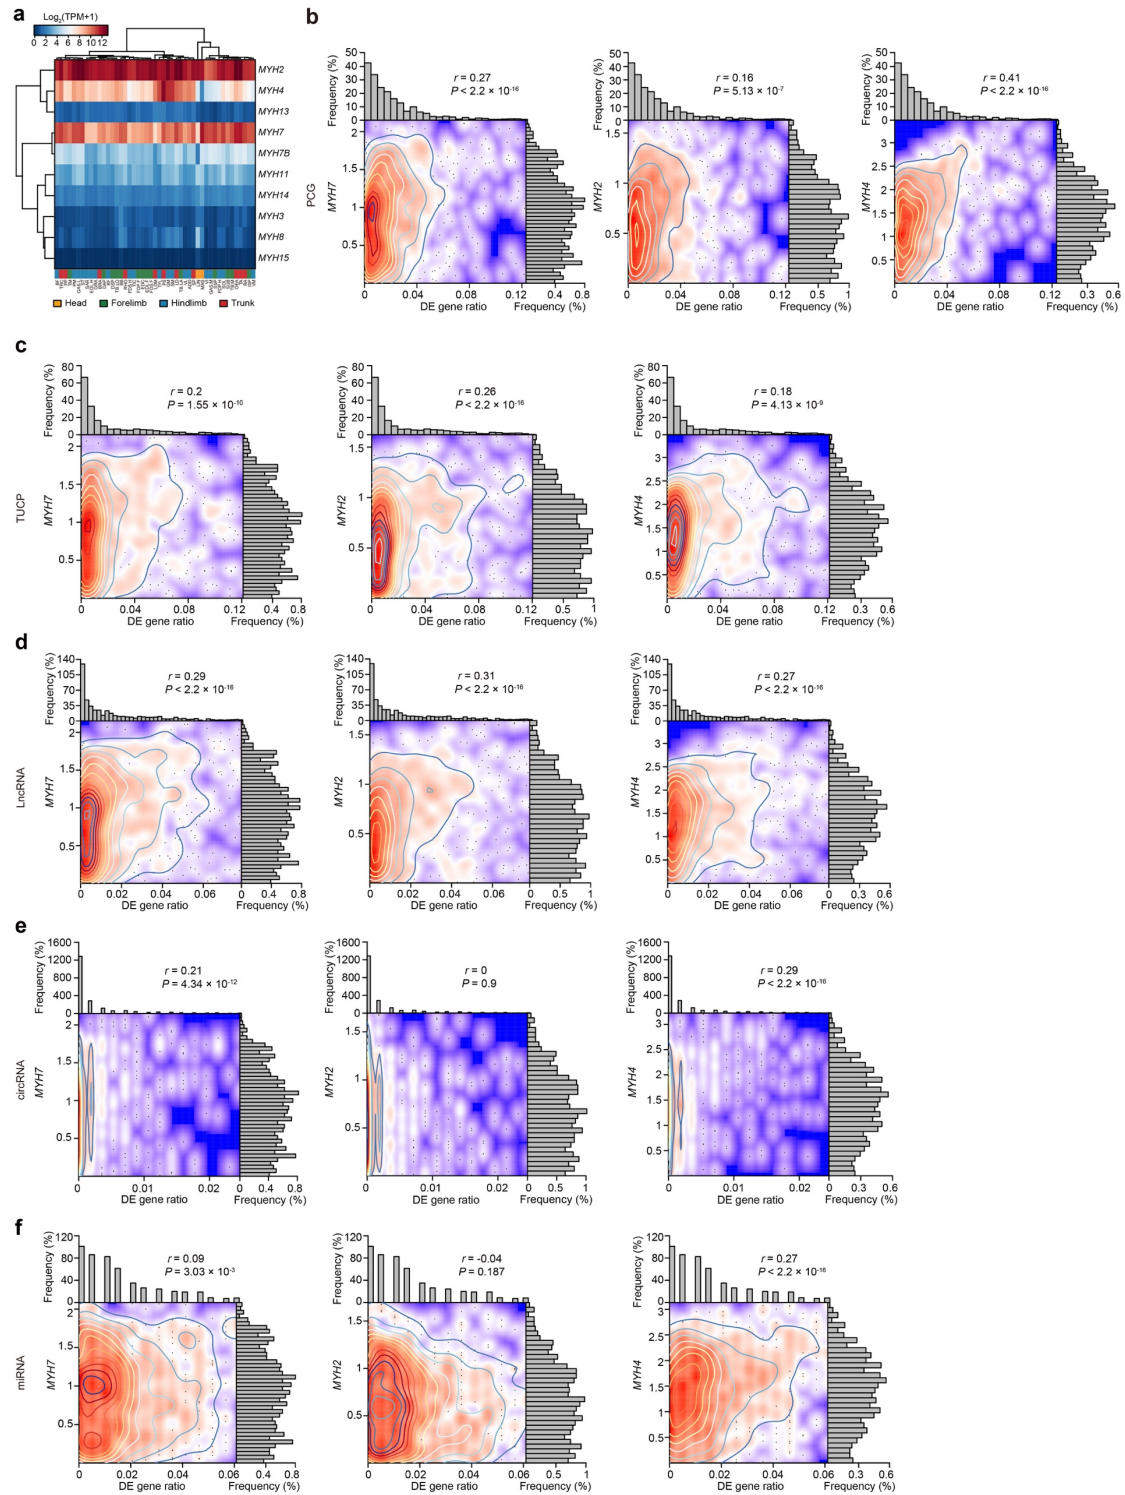

**Supplementary Fig. 19. Transcriptional patterns of *MYH*s across SMTs.** **a**, Transcriptional patterns of ten *MYH* isoforms across SMTs. Hierarchical clustering was performed based on  $\log_2$ -transformed transcription levels. The heatmap also indicates the predominant abundance of *MYH7* (TPM=1422.9), *MYH4* (TPM=813.8), and *MYH2* (TPM=4414.5) compared to other *MYH*s (average  $\sim 6.1$  TPM). **b-f**, Density plots showing the correlations between differences in dominant myofiber composition and the transcriptional differences reflected by the differentially expressed (DE) gene ratio,

including **(b)** PCGs, **(c)** TUCPs, **(d)** lncRNAs, **(e)** circRNAs and **(f)** miRNAs. The x- and y-axes indicate the DE gene ratio and the  $\log_2$ -transformed *MYH* transcription difference of all pairwise SMT comparisons, respectively. Histograms located to the upper and right of the density plots show the distributions of DE gene ratios and *MYH* transcription differences, respectively. The Pearson correlation coefficients and two-sided *P* values are listed in the upper right of each plot. Colors in the density plots indicate high (red) and low (blue) density of dots (pairwise SMT comparisons).

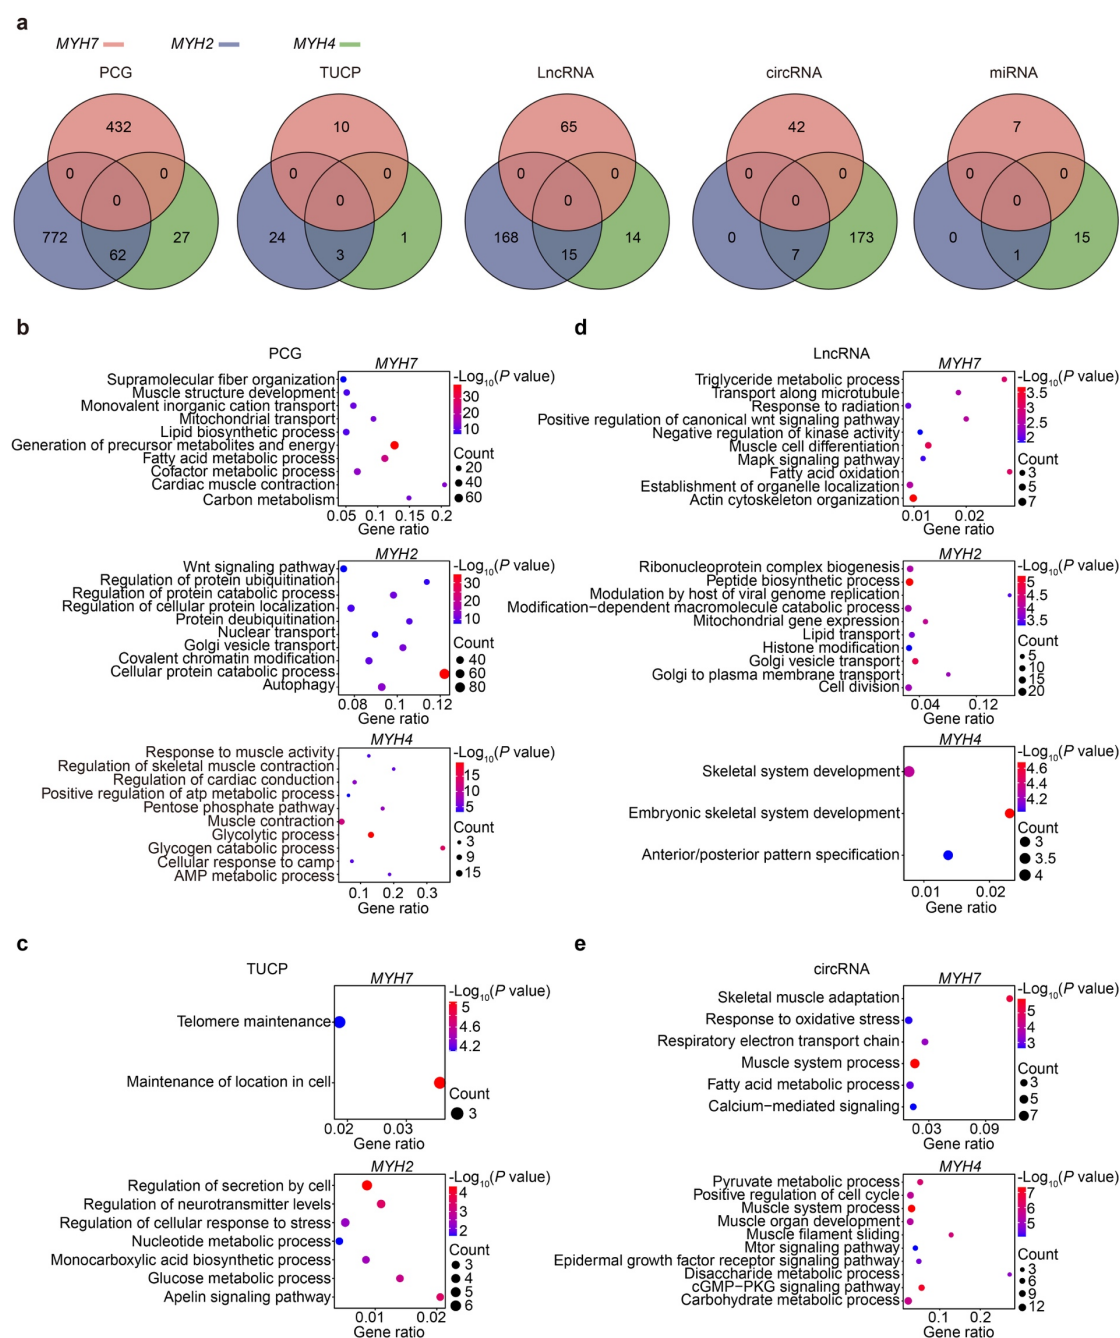

**Supplementary Fig. 20. Functions of putative fiber-specific genes. a**, Venn diagrams showing overlap of genes that were most significantly (top 10%) correlated with *MYH*

expression. **b-e**, Functional enrichment for PCGs (**b**), TUCPs (**c**), lncRNAs (**d**) and circRNAs (**e**) that were specifically correlated with *MYHs* expression. The Y-axis denotes the significantly enriched GO terms. The X-axis indicates the ratio of enriched genes. The sizes of dots represent the numbers of enriched genes, and the color represents the  $\log_{10}(P\text{-value})$  (unadjusted). *P* values are calculated based on a one-sided accumulative hypergeometric test. The functions of TUCPs and lncRNAs specifically correlated with *MYHs* are reflected by the functional enrichment of PCGs in their up- and downstream 100 kb. The functions of circRNAs are reflected by the enrichment for PCGs that harbor circRNAs specifically correlated with *MYH* transcription. The results lacking significantly enriched terms are not shown. Functional annotations of miRNAs specifically correlated with *MYHs* are shown in **Supplementary Data 5**.

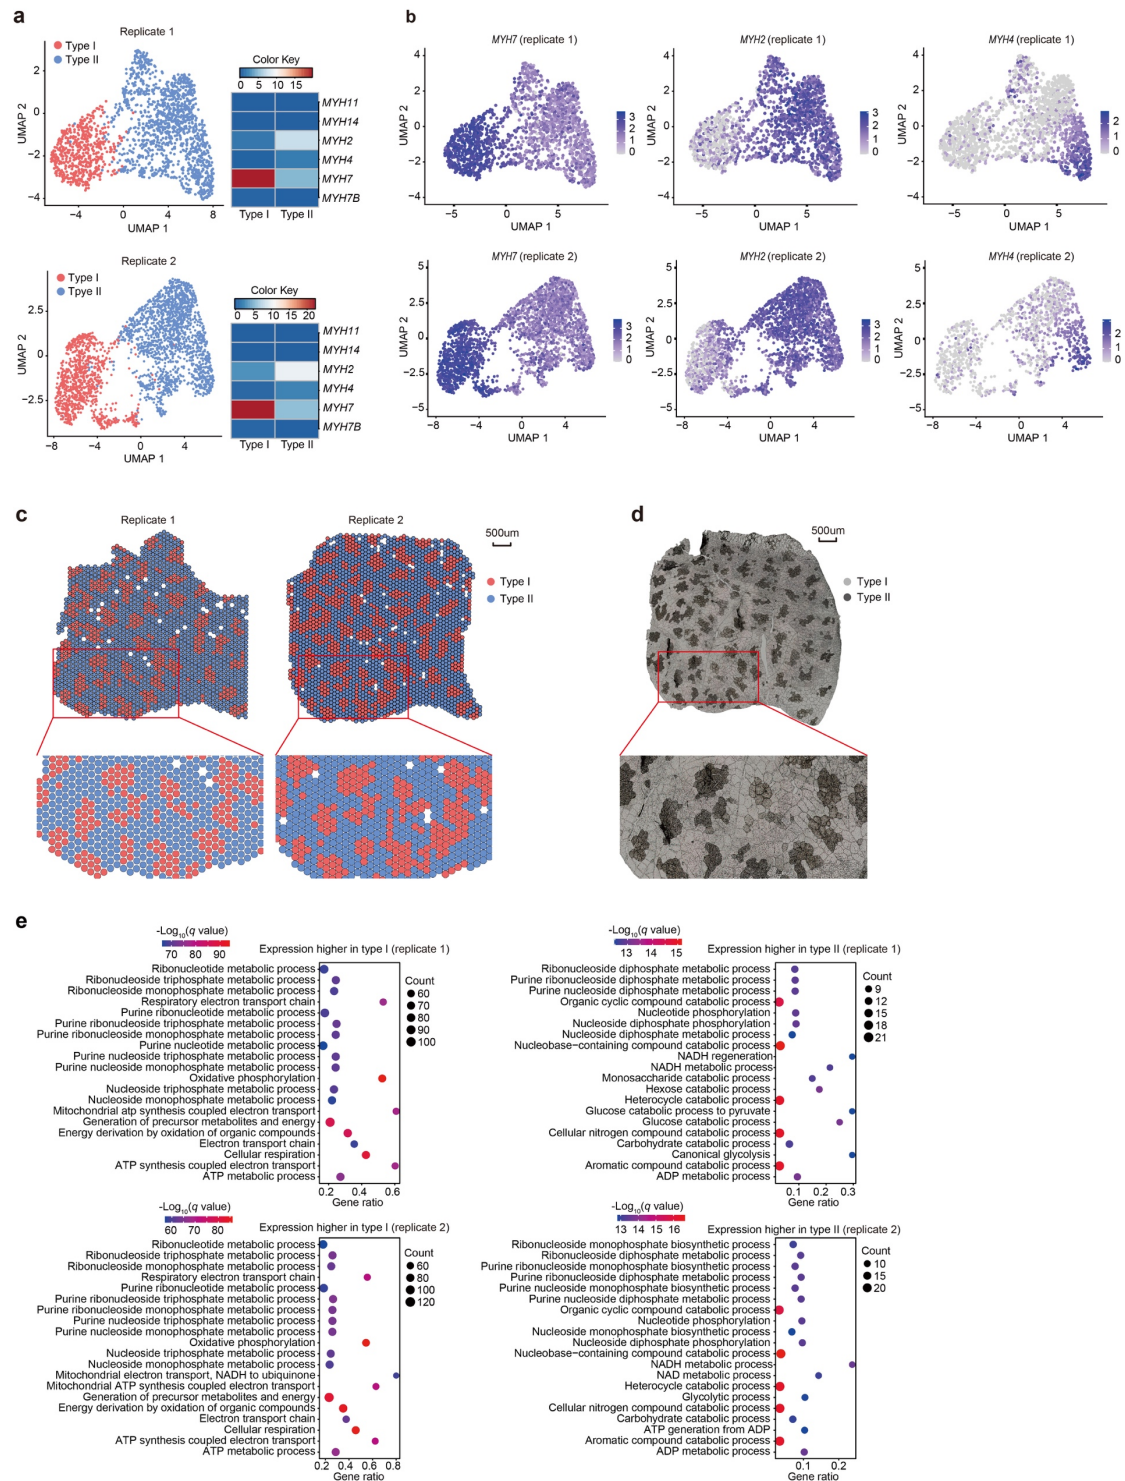

**Supplementary Fig. 21. Dimensionality reduction and clustering of spots from psoas major (PM) muscle to classify type I and II myofibers.** **a**, Dimensionality reduction and clustering of 1,822 and 2,607 spots from replicate 1 (upper) and replicate 2 (lower) colored by cluster affiliation. The identified putative myofiber/spot clusters are annotated based on *MYH* transcriptional profiles (right side of heatmap), as well as the marker gene transcription and distribution from plots in **(b)**. **b**, Spatial features of gene transcription. Spatially resolved heatmaps across tissue sections from replicate 1 and replicate 2,

showing spatial patterns of myofiber marker gene transcription, *i.e.*, *MYH7* (type I), *MYH4*, and *MYH2* (type II). The color bar indicates the transcription level. **c**, Mapping of data points from two putative myofiber clusters to their spatial positions. Scale bars, 500  $\mu\text{m}$ . **d**, ATPase staining of PM tissue sections (adjacent to those in **c**). Scale bars, 500  $\mu\text{m}$ . A representative image of two independent experiments is shown. The locations of putative type I myofibers in (**c**) are matched according to myofiber types identified from the ATPase-stained histological regions in (**d**). Magnified images are shown at the bottom. **e**, Functional enrichment for differentially expressed genes between type I and II myofiber clusters. The sizes of dots represent the numbers of enriched genes, and the color represents the  $\log_{10}(q\text{-value})$  (adjusted). *P* values are calculated based on a one-sided accumulative hypergeometric test. *q*-values are calculated using the Benjamini-Hochberg procedure to account for multiple testings.

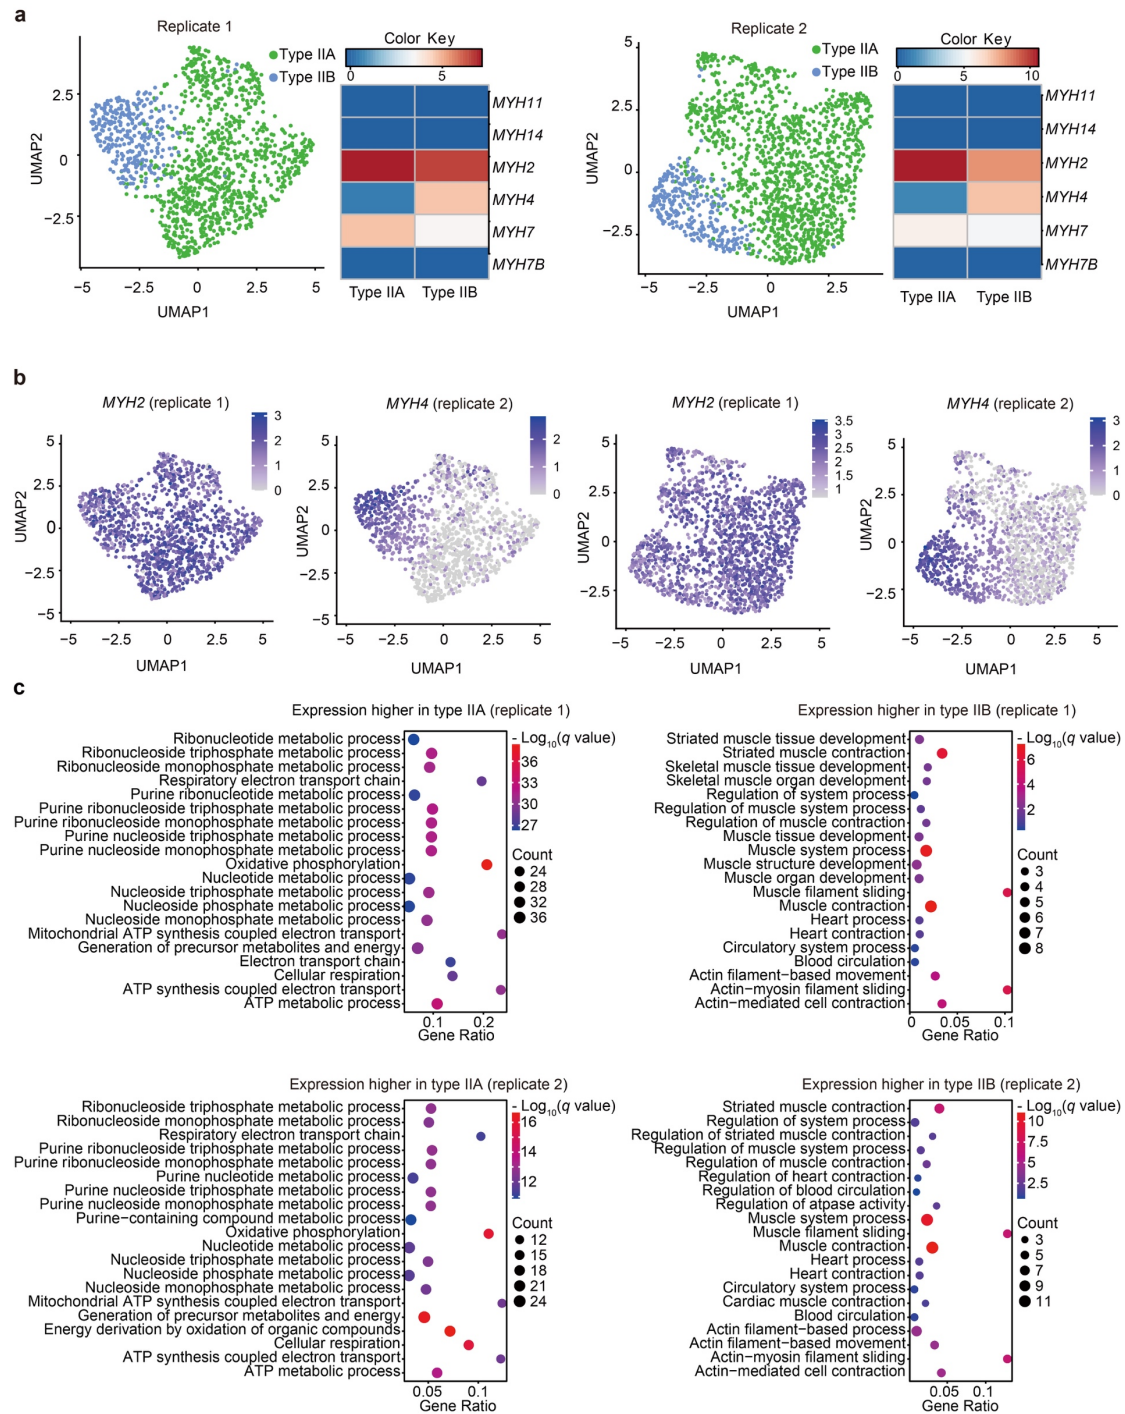

**Supplementary Fig. 22. Dimensionality reduction and clustering of spots to classify the type IIA and IIB myofibers.** **a**, Dimensionality reduction and clustering of 1,277 (replicate 1, left) and 1,677 (replicate 2, right) spots that were identified as type II myofiber clusters, as shown in **Supplementary Fig. 21**. The putative myofiber/spot clusters are annotated based on *MYH* transcriptional profiles (right side of heatmap), as well as marker gene transcription and distribution in the plots in **(b)**. **b**, Spatial features of gene transcription. Spatially resolved heatmaps across tissue sections from replicate 1 and replicate 2, showing spatial patterns of myofiber marker gene transcription, *i.e.*, *MYH2* (type IIA) and *MYH4* (type IIB). The color bar indicates the transcription level. **c**, Functional enrichment for differentially expressed genes between type IIA and IIB myofiber clusters.

The sizes of dots represent the numbers of enriched genes, and the color represents the  $\log_{10}(q\text{-value})$  (adjusted).  $P$  values are calculated based on a one-sided accumulative hypergeometric test.  $q$ -values are calculated using the Benjamini-Hochberg procedure to account for multiple testings.

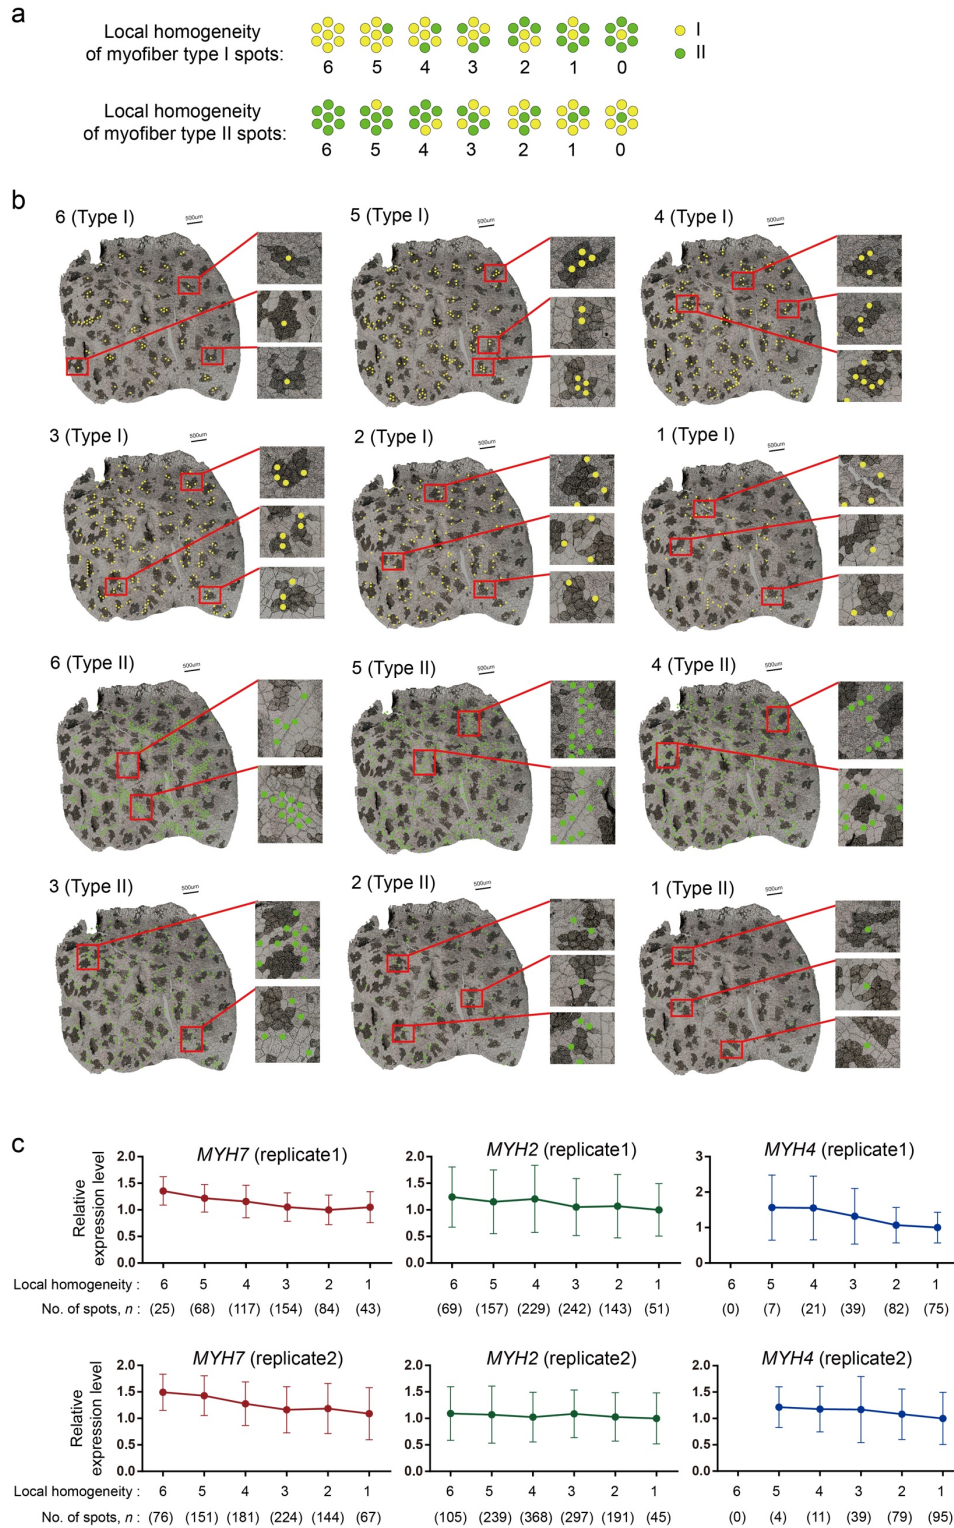

**Supplementary Fig. 23. Assessment of homogeneity of myofibers/spots based on local diversity of myofiber types. a, Schematic diagram for scoring local homogeneity**

(LH) of type I and type II myofibers, respectively. The LH value of the center spot is calculated based on the homogeneity relationship of the 6 spots surrounding it. For example, for type I myofibers, if all 6 adjacent spots homogeneously belong to type I, the LH value of the center type I spot is calculated as 6. Therefore, all the spots were classified into six groups from 6 to 1. Spots with LH 0, indicating that none of the surrounding spots belong to the same type, were excluded. **b**, Comparison of the spatial positions of different LH-grouped spots. Spots of each LH group (yellow or green dots) are overlaid to the ATPase-stained image (background), where dark and light areas indicate type I and type II myofibers, respectively. Two or three representative fields of view are shown for each group. The results were generated using two replicates. The results of type I muscle fiber image analysis show that the spot groups with higher LH values (6, 5) exactly overlap with dark stained areas where the type I muscle fibers were located. As the LH score decreases, the spots gradually shifted outward to the light-colored area (type II spot areas). **c**, Distribution of relative expression levels of myofiber marker genes (*i.e.*, *MYH7* for type I, *MYH2* for type IIA, and *MYH4* for type IIB) across different LH groups classified using the LH scoring index shown in (a), for each of three types of myofiber. The expression levels (UMI counts) were normalized to the minimum expression of six LH groups. Data are presented as mean values  $\pm$  SD (number of spots is listed in the parenthesis).

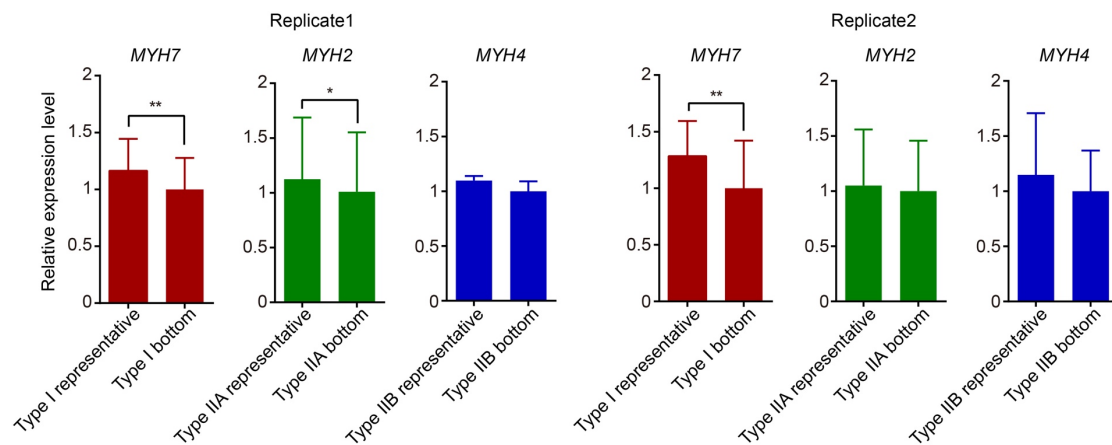

**Supplementary Fig. 24. Marker gene expression in representative spots for three types of myofiber clusters.** Bar plots show higher expression level of marker genes in representative spots (top 200 spots with highest LH value,  $n = 200$ ) compared to 200 spots ( $n = 200$ ) with lowest LH values. Error bars represent standard deviation (SD). Mann Whitney test was used to determine significance. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ .

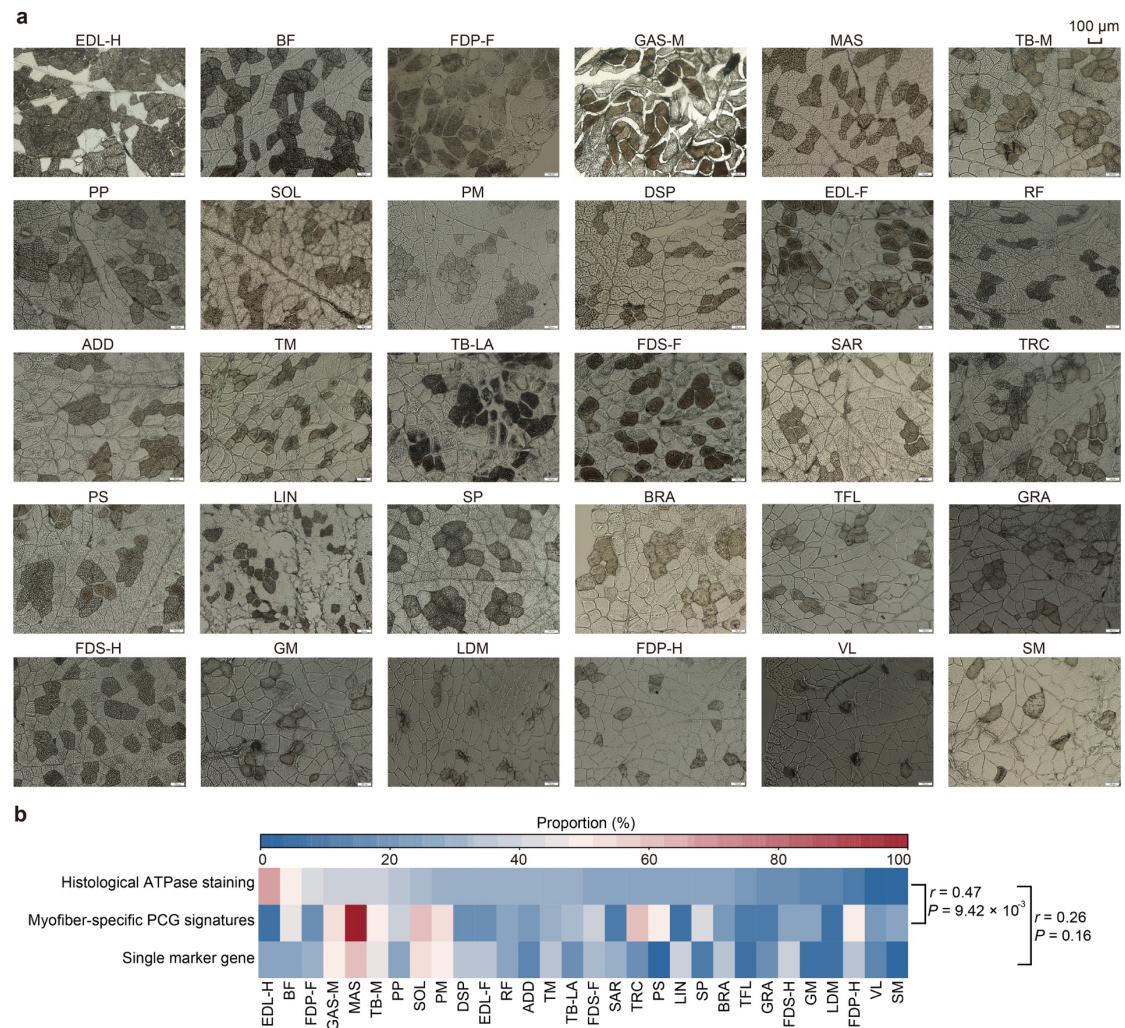

**Supplementary Fig. 25. Verification of the estimated myofiber proportions using ATPase staining of SMTs. a**, ATPase staining of histological sections of 30 SMTs. Type I myofibers are indicated by a dark stain. Scale bars, 100  $\mu$ m. A representative image of two independent experiments is shown for each SMT. **b**, Proportions of type I myofiber estimated using the assembly of myofiber-specific PCG signatures (middle) and a single marker gene (e.g., *MYH7*) (lower) are compared to the type I myofiber proportions determined by histological ATPase staining (calculated as the number of type I myofibers versus all the myofibers in the section) (upper), with Spearman's correlation coefficients of 0.62 and 0.41, respectively. The statistical significance of the two-sided  $P$  value was calculated using hypothesis testing. The SMTs are ranked according to the histological ATPase staining-based type I myofiber proportions from high (left) to low (right).

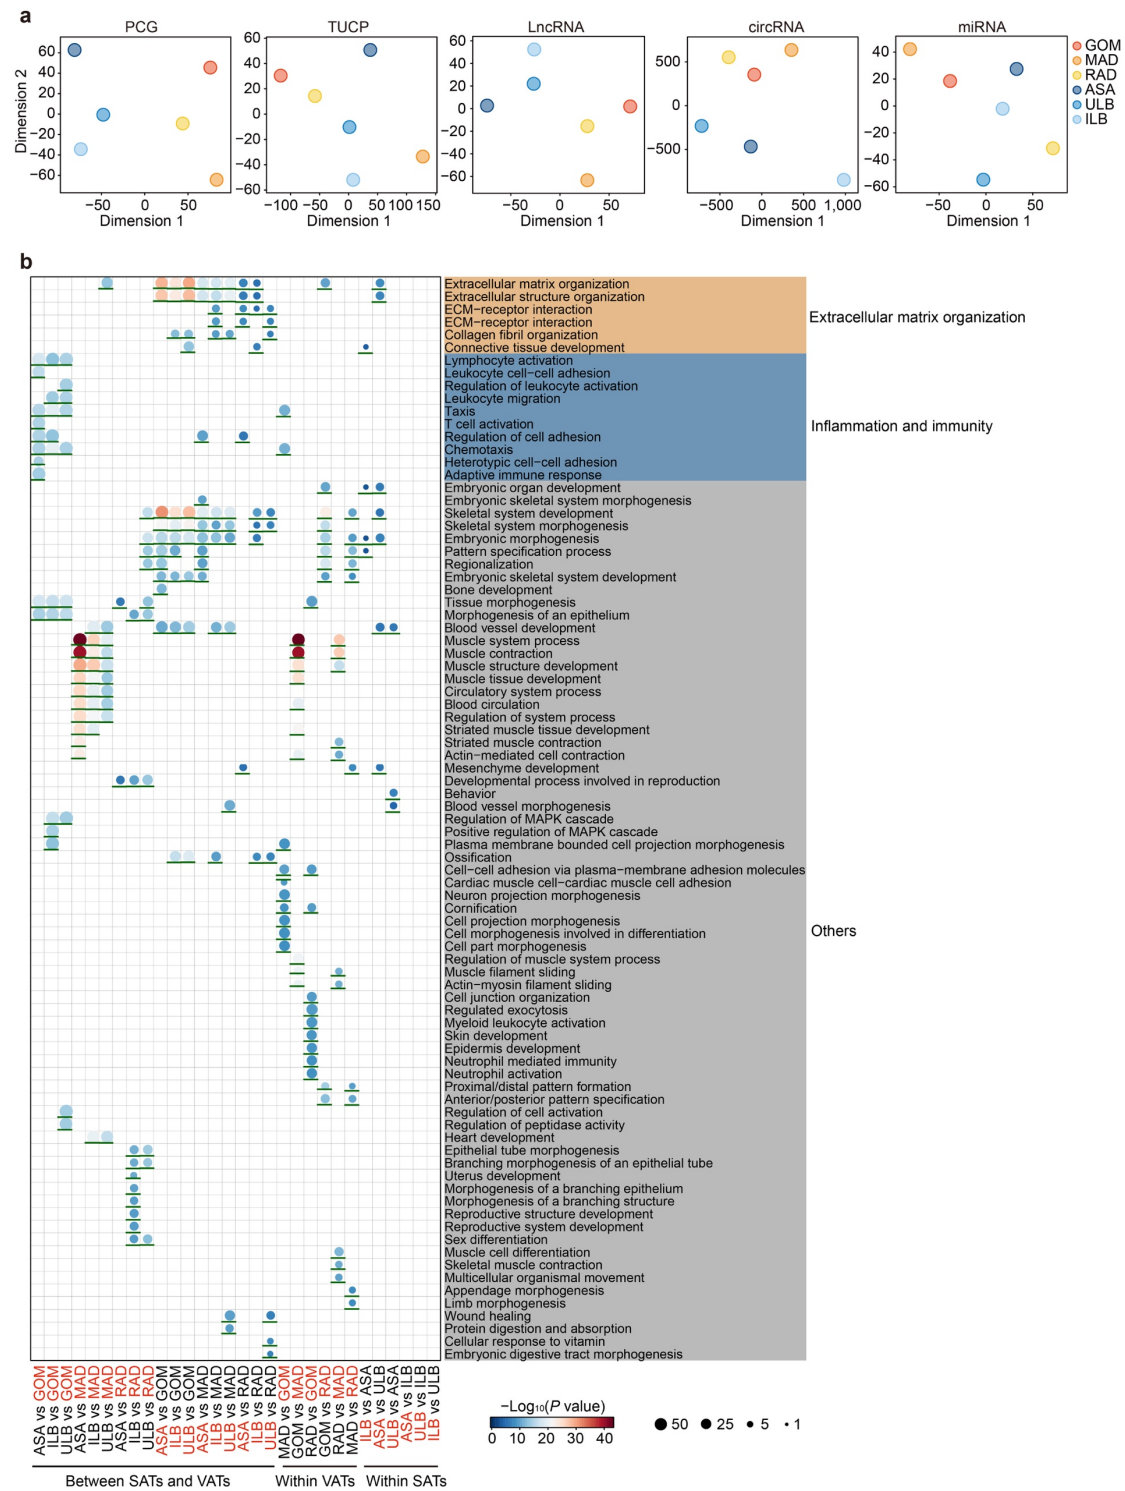

**Supplementary Fig. 26. Transcriptional divergence of distinct transcript types across adipose tissues (ATs).** a, Multidimensional scaling through t-SNE distances based on log<sub>2</sub>-transformed transcription levels of different transcript types. b, Functional enrichment for differentially expressed (DEs) PCGs between ATs. Plot showing the top 10 enriched GO terms of upregulated DE PCGs in pairwise AT comparisons. The pairwise comparisons listed at the bottom are sorted as follows: between SATs and VATs, within SATs, and within VATs. The names highlighted in red for each pairwise comparison

represent the tissue in which the genes were highly expressed. The color shades on the Y-axes highlight the categories of GO terms, *i.e.*, extracellular matrix organization related terms (orange), inflammation and immunity related terms (blue), and others (grey). The sizes of dots represent numbers of enriched genes, and dot color represents the  $-\log_{10}(P\text{-value})$  (unadjusted).  $P$  values are calculated based on a one-sided accumulative hypergeometric test. Heights of lines in each square indicate the ratio of enriched genes.

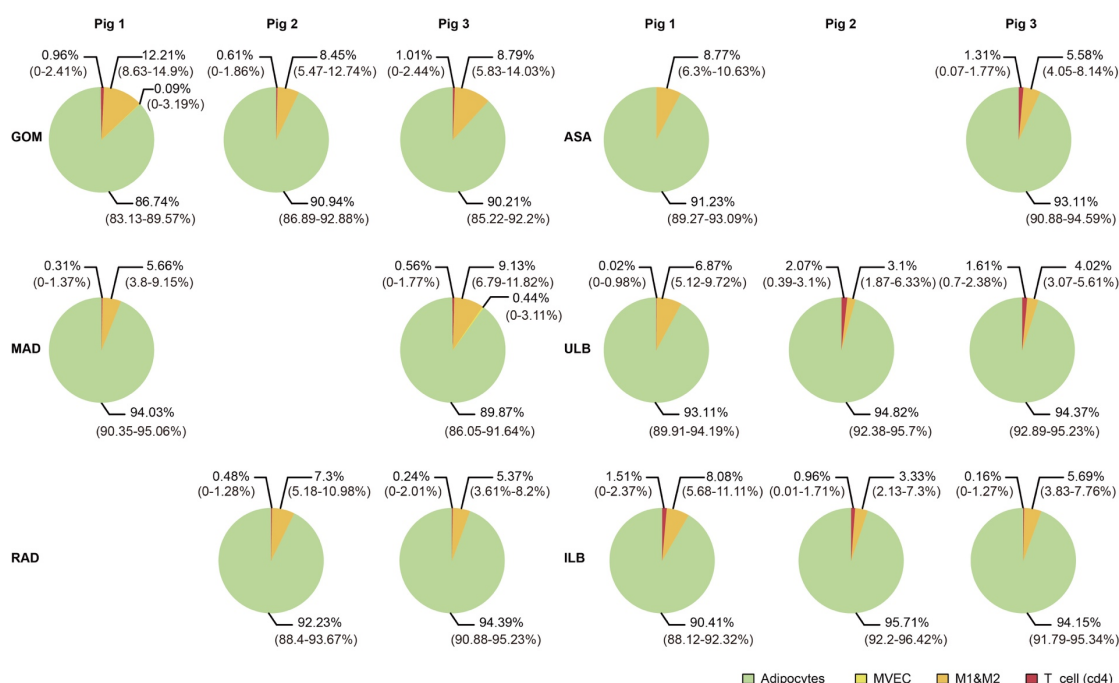

**Supplementary Fig. 27. Estimates of the proportions of different cell types in ATs.**

Percentages next to pie plots show the proportion of each cell type, including adipocytes, microvascular endothelial cells (MVECs), macrophages (M1&M2 combined), and CD4+ T-cells. We also calculated the confidence range for cell type proportions using a bootstrap (1000 times) method that selects a random subset of 80% of the markers. The percentages in parentheses denote the confidence range for each estimated percentage.

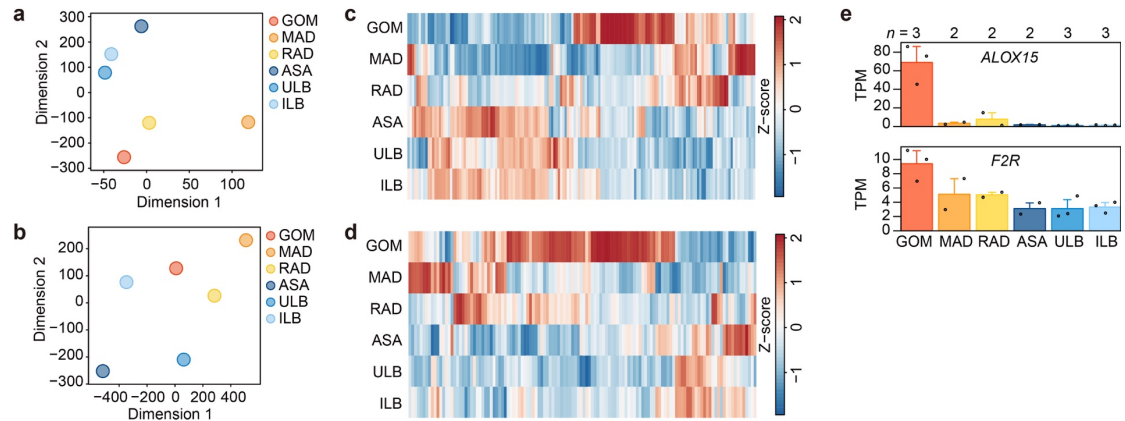

**Supplementary Fig. 28. Transcriptional divergence of inflammation-related characteristics across ATs.** **a-b**, t-SNE plots based on  $\log_2$ -transformed transcription levels of **(a)** 528 functional PCGs related to 'inflammatory response'; and **(b)** 400 ECM-related PCGs. **c-d**, Heatmap showing the patterns of differentially expressed (DE) PCGs related to **(c)** 'inflammatory response', and **(d)** ECM. The expression levels were standardized by Z-score (mean of zero and s.d. of one) for each gene. The color bar indicates Z-score range of expression level, calculated as standard deviation from average expression level divided by standard deviation. **e**, Histogram showing the transcription of representative inflammatory PCGs (*i.e.*, *ALOX15* and *F2R*). Data are presented as mean values  $\pm$  SD ( $n$  number is listed above each bar)

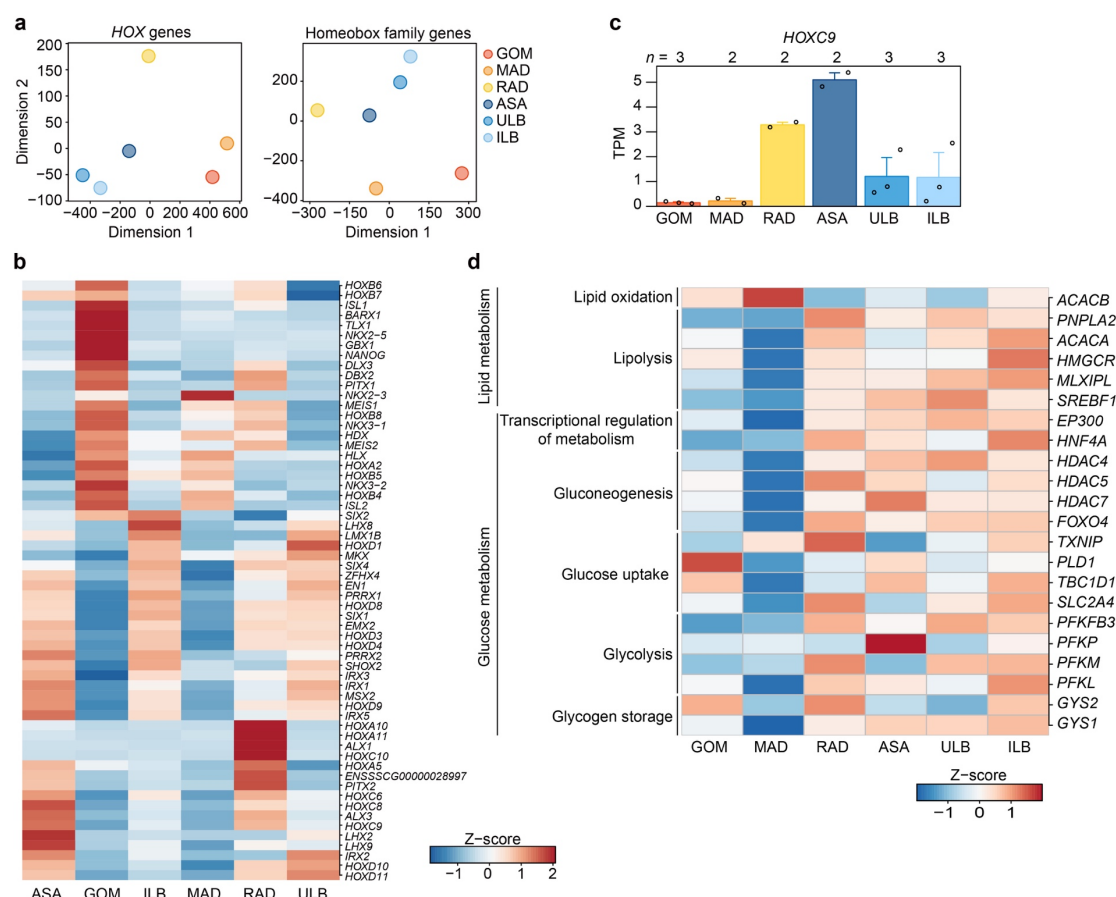

**Supplementary Fig. 29. Transcriptional patterns of *HOX* genes and homeobox family genes suggesting the developmental origins of ATs.** **a**, t-SNE plots based on log2-transformed transcription levels of 29 *HOX* genes (left) and 84 homeobox family genes (right). **b**, Heatmap showing the patterns of differentially expressed (DE) *HOX* genes and homeobox family genes. **c**, The histogram indicates the high transcription level of the *HOXC9* gene in three SATs, as well as in the original SAT-like RAD. Data are presented as mean values  $\pm$  SD ( $n$  number is listed above each bar). **d**, The transcriptional patterns of 22 key genes involved in glucose and lipid metabolism regulated by AMPK indicate that the metabolic characteristics of RAD are more similar to those of SATs. Z-score standardization was the same as described in **Supplementary Fig. 28**.

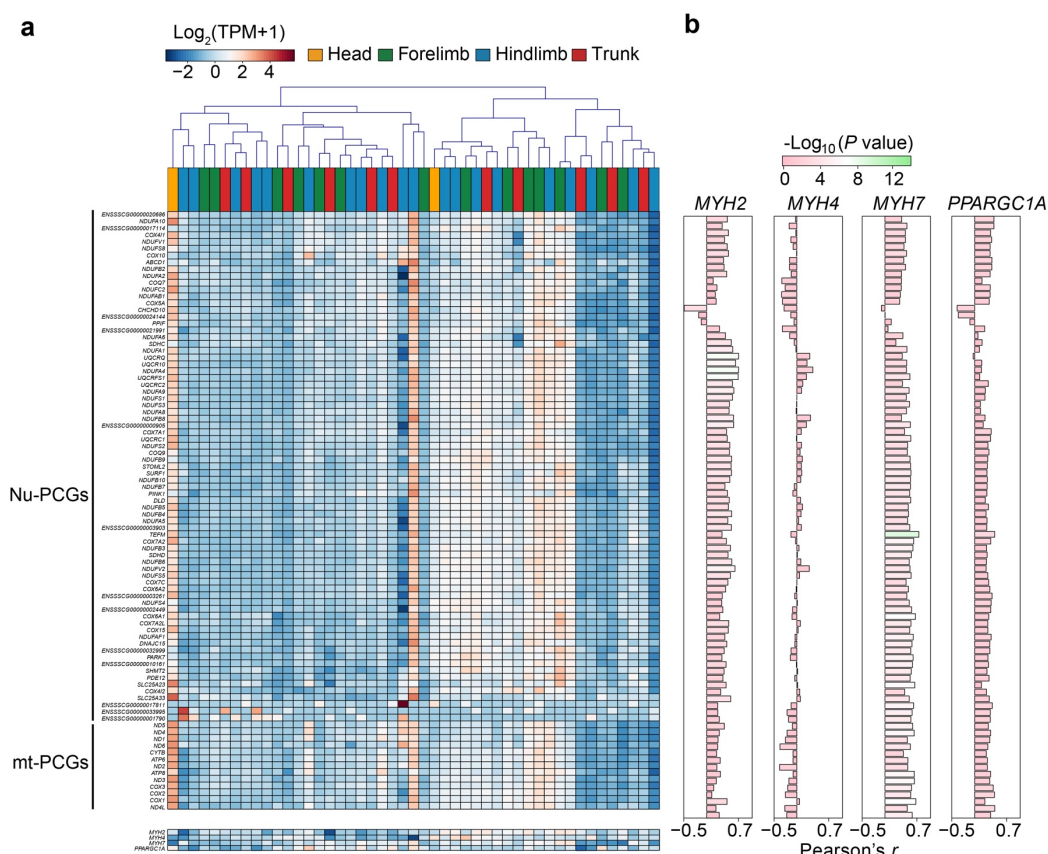

**Supplementary Fig. 32. Transcriptional pattern of OXPHOS-related PCGs across SMTs from different anatomical regions. a,** Heatmap showing the transcription levels of mt-localized nu-PCGs (upper), mt-PCGs (middle) related to OXPHOS, *MYHs* (bottom), and *PPARGC1A* (bottom) (*i.e.*, *PGC-1α*, a marker gene reported to increase mitochondrial oxidative capacity). Grid color indicates z-score-normalized relative transcription levels. **b,** The bar plot indicates correlation between the transcription of each OXPHOS PCG (each row to the left of heatmap) and the abundance of each *MYH* or the abundance of *PPARGC1A*. The histogram indicates the Pearson correlation coefficient, while the color indicates the two-sided statistical significance of the *P* value.

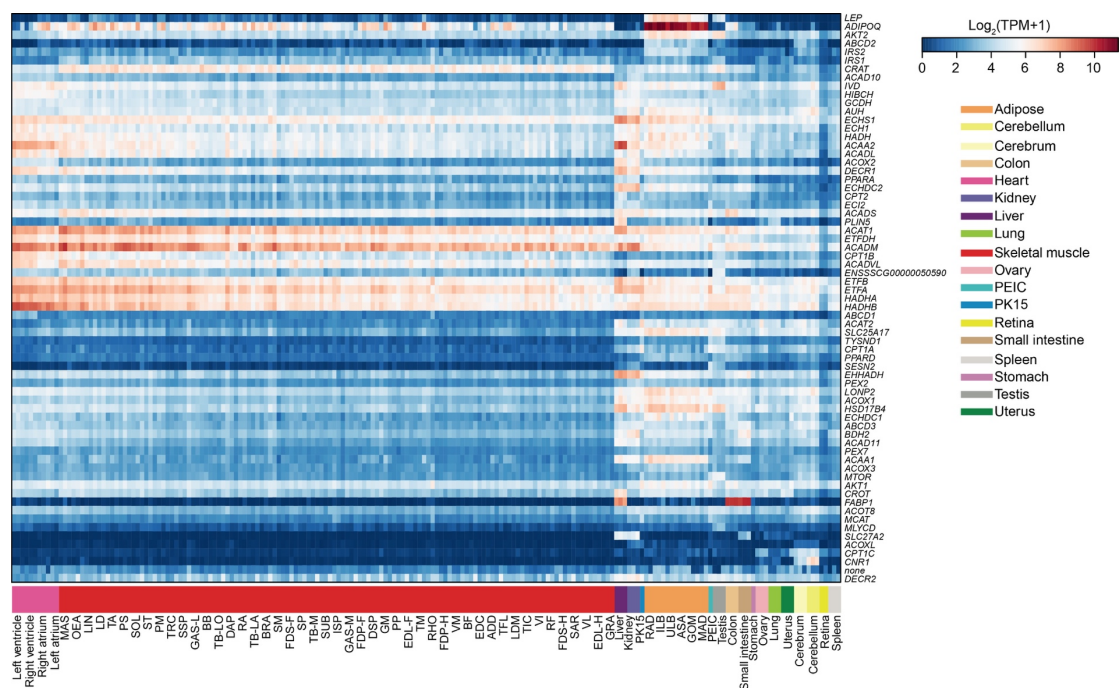

**Supplementary Fig. 33. Heatmap of transcriptional patterns of FAO-related mt-localized nu-PCGs across all tissues.**

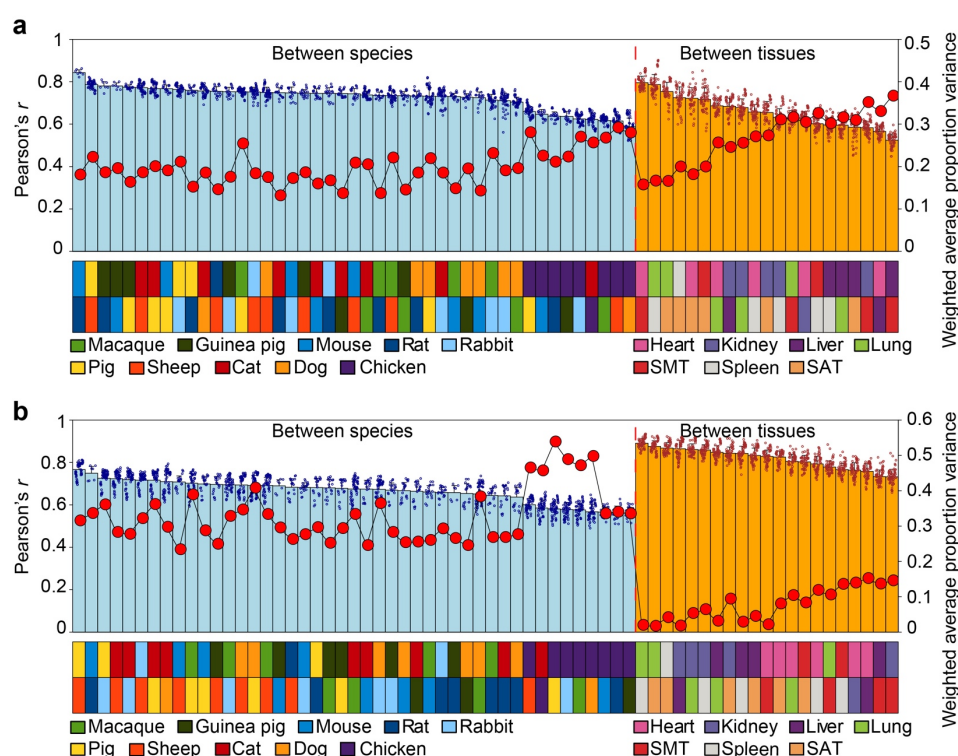

**Supplementary Fig. 34. Comparison of variation between species (nine mammals and chicken) and tissues revealed by (a) gene transcription and (b) alternative splicing patterns.** Correlations were calculated based on the transcription levels of 6,433 1-1 orthologs and 12,662 orthologous exons across 10 species, including 9 mammals and chicken. Bar plots represent pairwise Pearson's correlations between species (light blue

bar) and between tissues (orange bar). Data are presented as mean values  $\pm$  SD. Principal variance component analysis (PVCA) was used to determine the weighted average of proportional variances for levels of gene transcription and alternative splicing (reflected by PSI values), which are depicted as red dots connected by black lines. Boxes (bottom) indicate pairwise comparisons presented in each column according to the color assigned to each species or tissue.

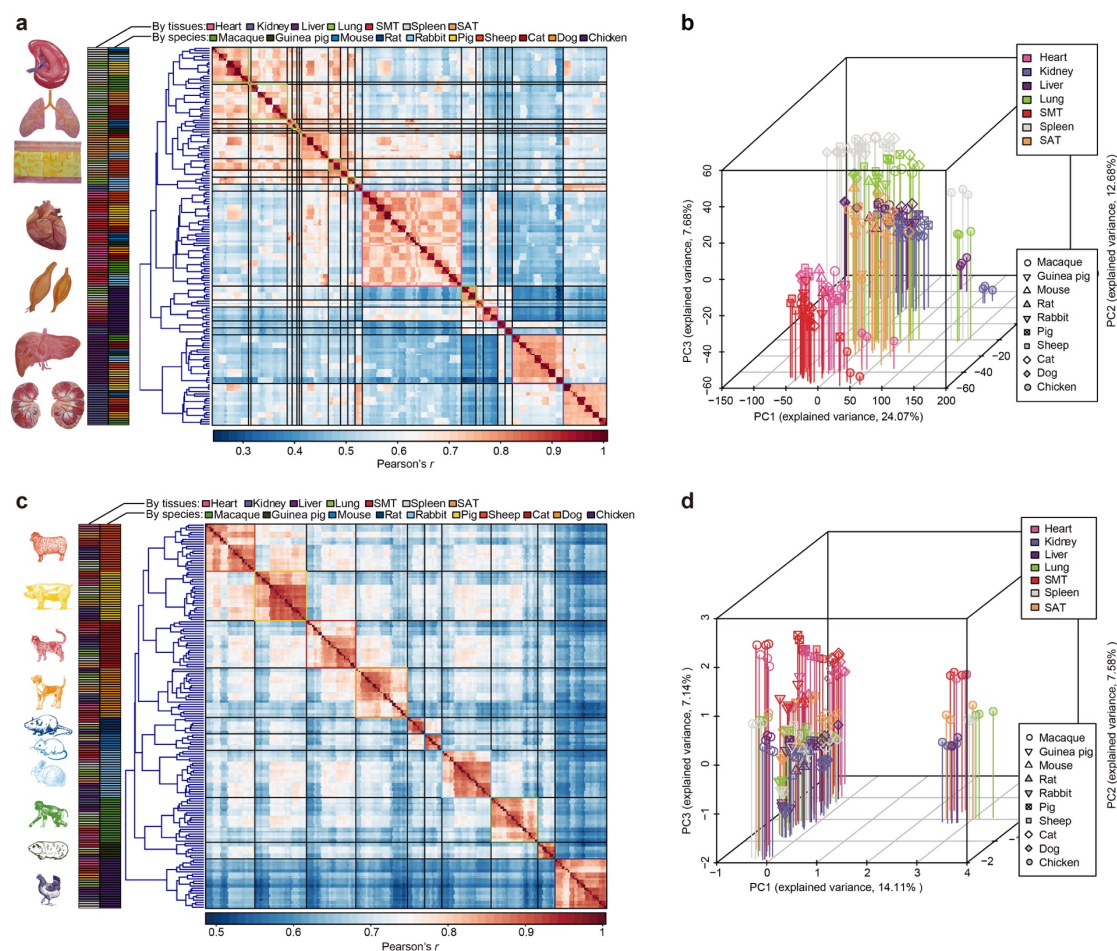

**Supplementary Fig. 35. Global patterns of gene transcription and alternative splicing.**

**a,c**, Hierarchical clustering analysis of samples using **(a)** gene transcription and **(c)** alternative splicing (reflected by PSI values). Average linkage hierarchical clustering was based on distances between transcription levels of samples measured by Pearson's correlation. **b,d**, Factorial map of the principal component analysis (PCA) of **(b)** gene transcription levels and **(d)** alternative splicing. The proportion of variance explained by the principal components is indicated in parentheses. The vertical lines of different colors dropping from the plotted points to the x/y plane show the separation of points based on the first and second principal components.

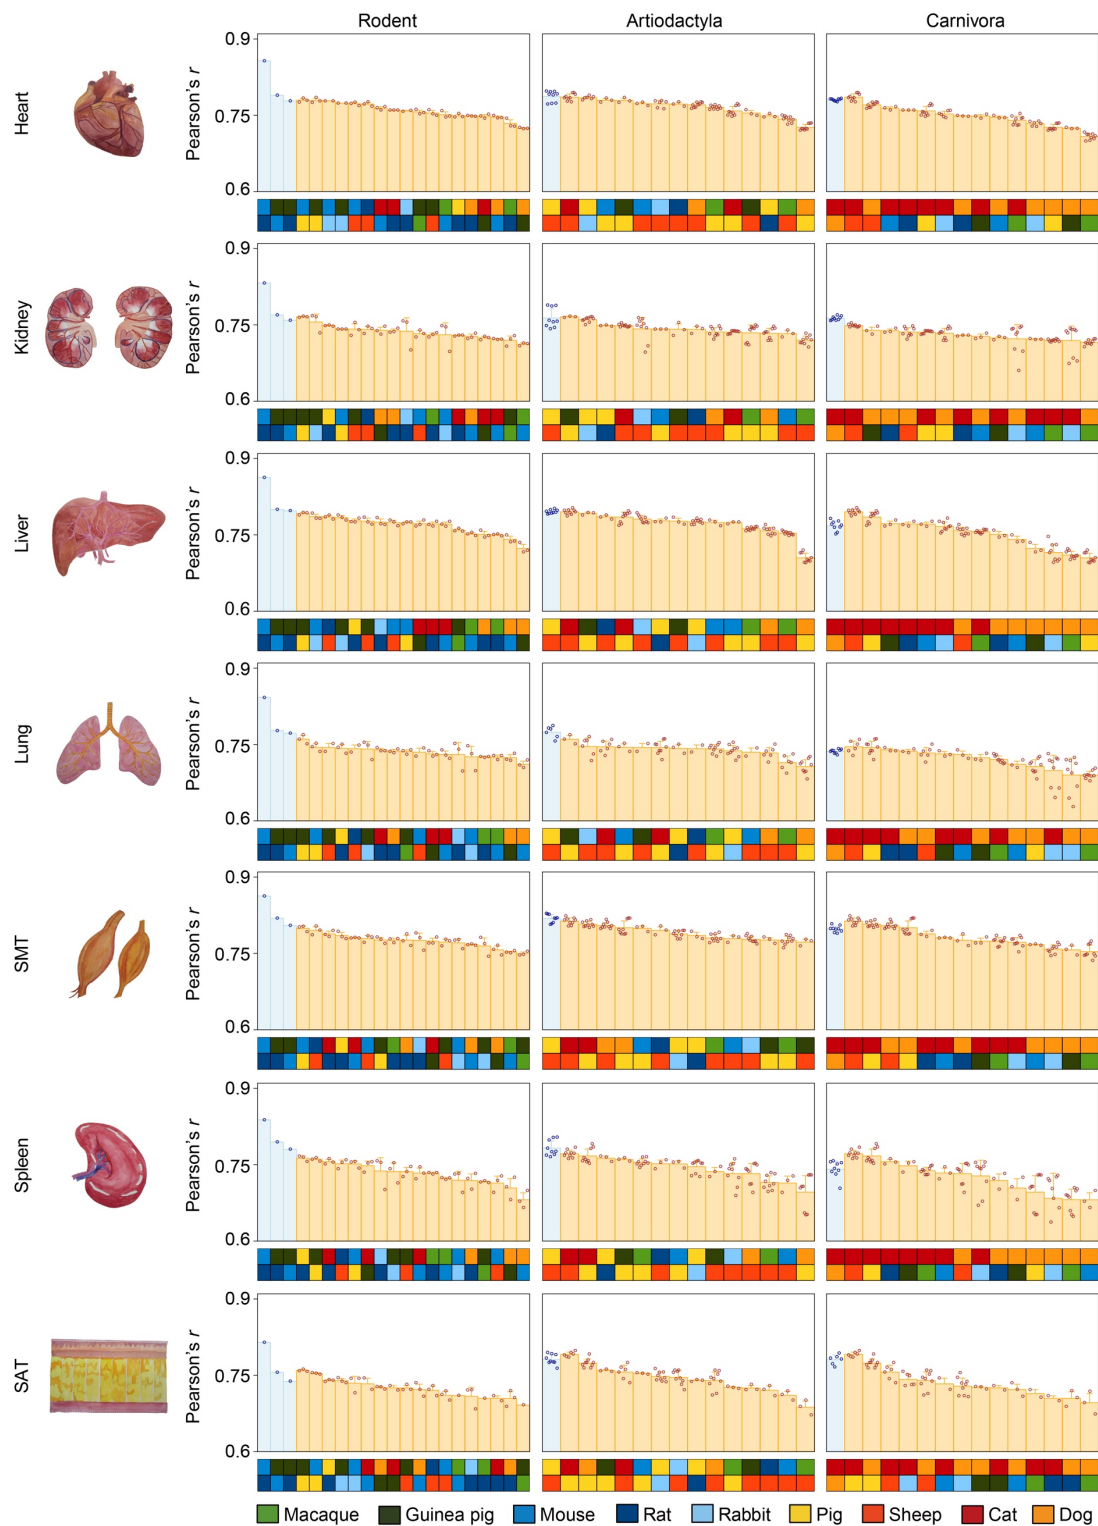

**Supplementary Fig. 36. Correlation-based transcription levels potentially reflecting divergence within mammals.** Bar plots represent pairwise Pearson's correlations between species, with light blue bars indicating correlations within genera and yellow bars indicating correlations between species in the indicated genus and other species, *i.e.*, rodents (left), artiodactylids (middle), and carnivores (right). Boxes (bottom) indicate pairwise comparisons presented in each column according to the color assigned to each species (bottom of the plot). Data are presented as mean values  $\pm$  SD.

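Tissue by tissue, the mean r among the rodents exceeded their mean r to the other mammals by between 0.065 in heart and 0.0878 in lung. The exact one-sided p over the choices of species was between 0.0179 and 0.0357 in the 7 tissues, and between 0.0312 and 0.0357 after Benjamini-Hochberg adjustment. For cat and dog, the difference ranged from 0.0022 in liver to 0.0572 in adipose, with exact one-sided p between 0.0714 in adipose and heart and 0.464 in liver, and no adjusted p under 0.25. With 2 species out of 8, this test cannot give a p under 0.0357.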

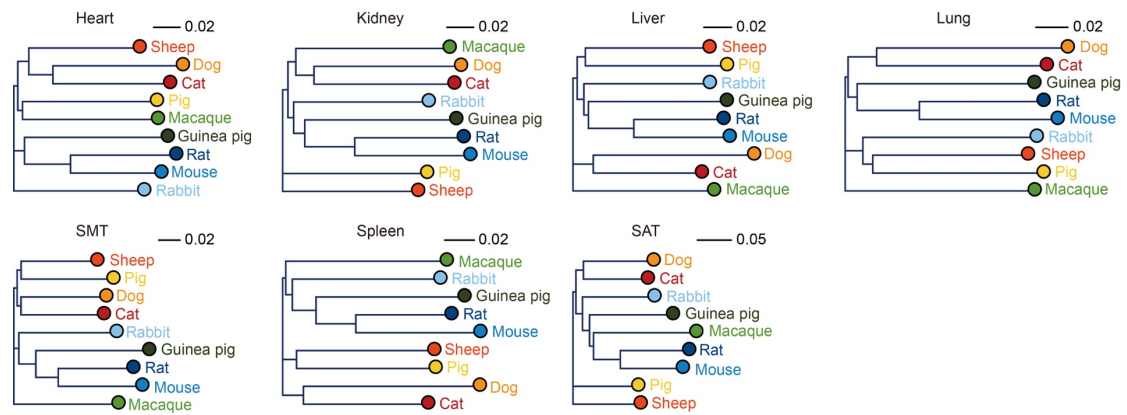

**Supplementary Fig. 37. Gene transcription phylogenies for 7 tissues across 9 mammals.** We reconstructed neighbor-joining tree based on distances ( $1-r$ , here,  $r$  is Spearman's correlation coefficient) between transcription levels of single-copy orthologs. The total branch lengths of each tree were extracted to estimate the evolutionary divergence of transcription profiles between tissues, as presented in **Fig. 6g**. The scale bar represents distances.

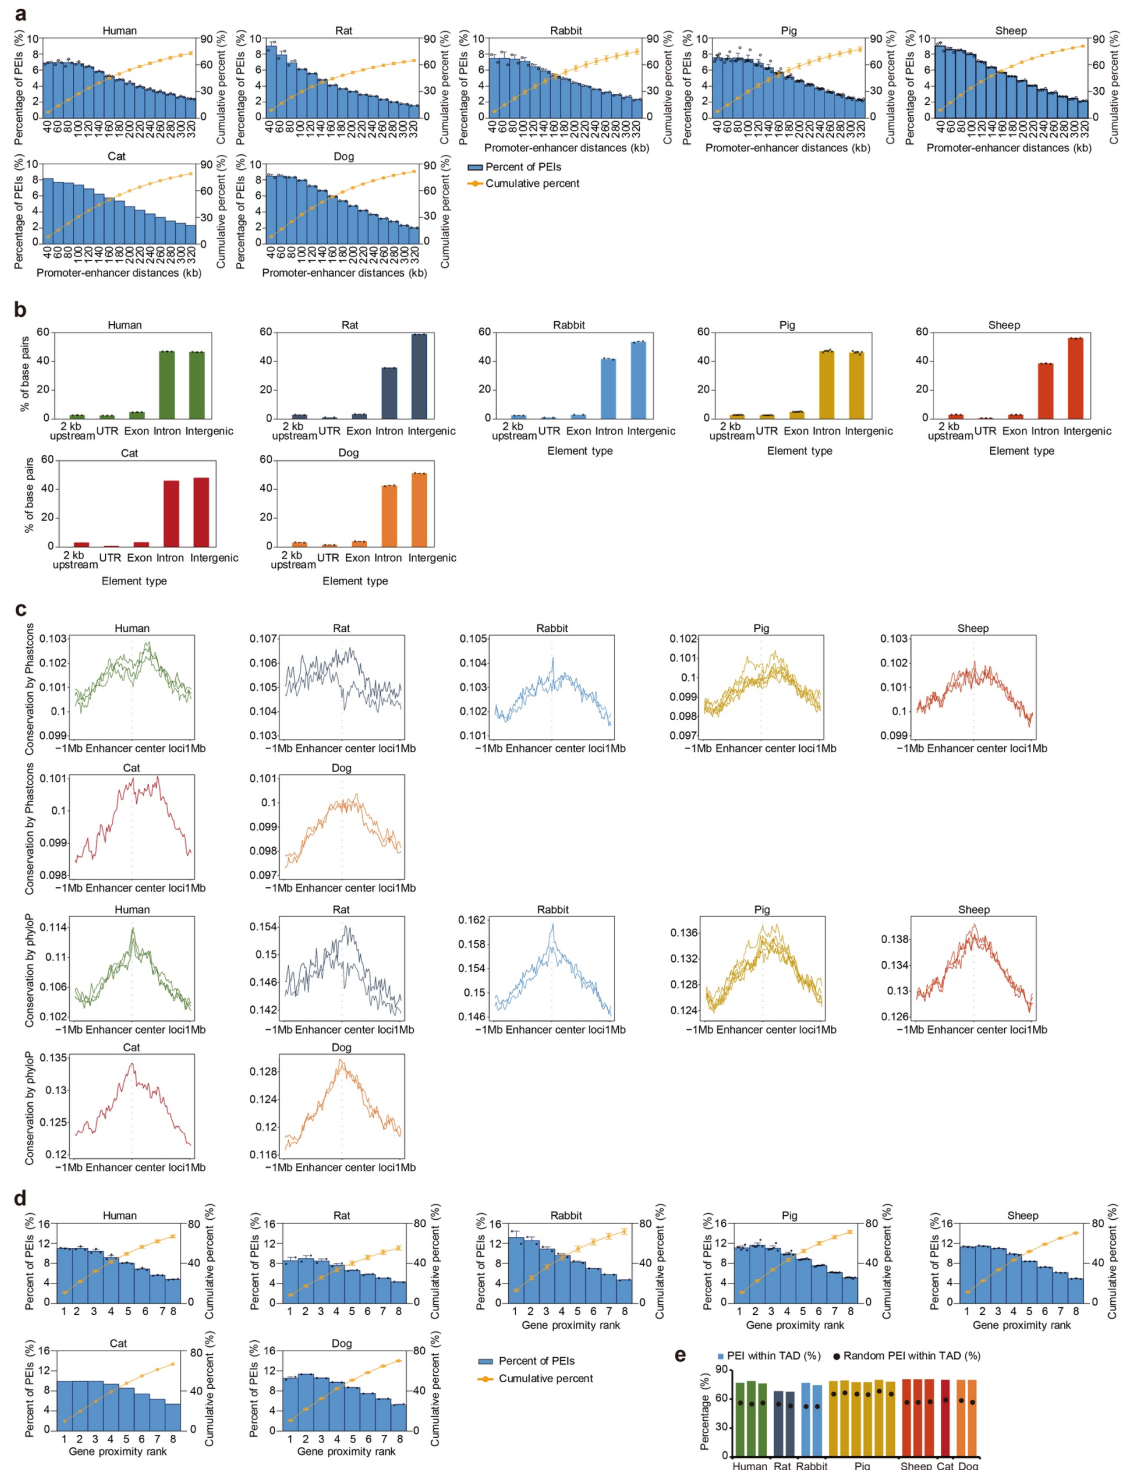

**Supplementary Fig. 38. Characteristics of promoter–enhancer interactions (PEIs).** **a**, Distribution (blue bars) and cumulative distribution (orange dots) of PEIs for each species, as predicted using PSYCHIC. Overall, ~37.27% (33.92% in human to 40.91% in dog) of the enhancers were located within 120 kb of their target promoters. Data are presented as mean values  $\pm$  SD (human  $n = 3$ ; rat  $n = 2$ ; rabbit  $n = 2$ ; sheep  $n = 3$ ; cat  $n = 1$ ; dog  $n = 2$ ; pig  $n = 6$ ). **b**, Distribution of enhancer sequences across genomic features. The y-axis shows the percentage of total enhancers overlapping with different genomic features.

These enhancers tend to overlap with intron and intergenic regions. Data are presented as mean values  $\pm$  SD (human  $n = 3$ ; rat  $n = 2$ ; rabbit  $n = 2$ ; sheep  $n = 3$ ; cat  $n = 1$ ; dog  $n = 2$ ; pig  $n = 6$ ). **c**, Conservation of enhancers in vertebrates. The x-axis depicts the start and end of enhancers flanked by 1 Mb of adjacent sequence. The y-axis represents sequence conservation calculated by 100-vertebrate phastCons or phyloP values. Enhancers showed higher sequence conservation than their immediate flanking regions. **d**, Distribution (blue bars) and cumulative distribution (orange dots) of the proximity rank of genes associated with enhancer bins. Only about 10.77% (~8.53% in rat to 13.14% in rabbit) of enhancers regulate the nearest gene. Data are presented as mean values  $\pm$  SD (human  $n = 3$ ; rat  $n = 2$ ; rabbit  $n = 2$ ; sheep  $n = 3$ ; cat  $n = 1$ ; dog  $n = 2$ ; pig  $n = 6$ ). **e**, Percentage of PEIs within TADs. Black dots show percent of “random” enhancers residing within the same TAD. As expected, most (~68.02% in rat to 80.45% in sheep) of the detected interactions fall within the topologically associating domains (TADs), compared to 57.70% in random shuffles.

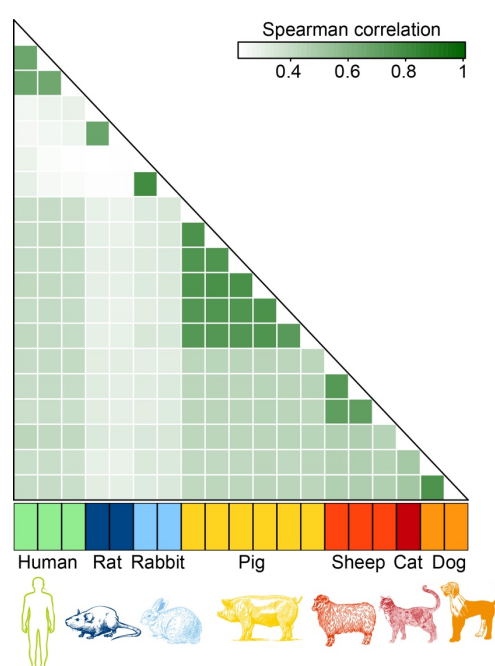

**Supplementary Fig. 39. Landscape of enhancer correlations across species.** The numbers of associated/interacting enhancers for a gene (9,540 1-1 orthologs) were correlated between all pairs of species. The shading of individual tiles corresponds to pairwise Spearman’s correlation coefficients for numbers of enhancers of orthologous genes across nine mammalian species.

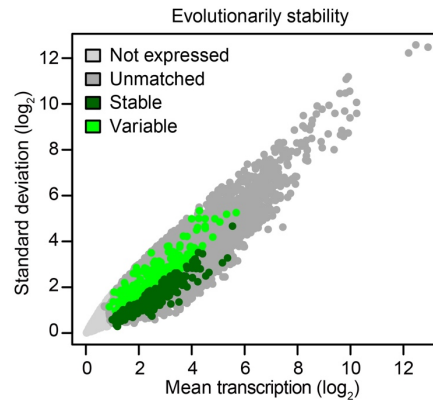

**Supplementary Fig. 40. Transcribed genes with evolutionarily stable and variable transcription levels were identified based on their coefficient of variation across species** (CV; standard deviation normalized by mean expression). Variable genes (top 50% of the CV distribution) are highlighted in light green. Stable genes (bottom 50% of the CV distribution) are highlighted in dark green. Genes in either category with no matched counterpart at the same transcription level in the other category were not considered for analysis (in dark gray, “unmatched”). Non-transcribed genes are shown in light gray (mean abundance < 1 TPM across species).

# Heart

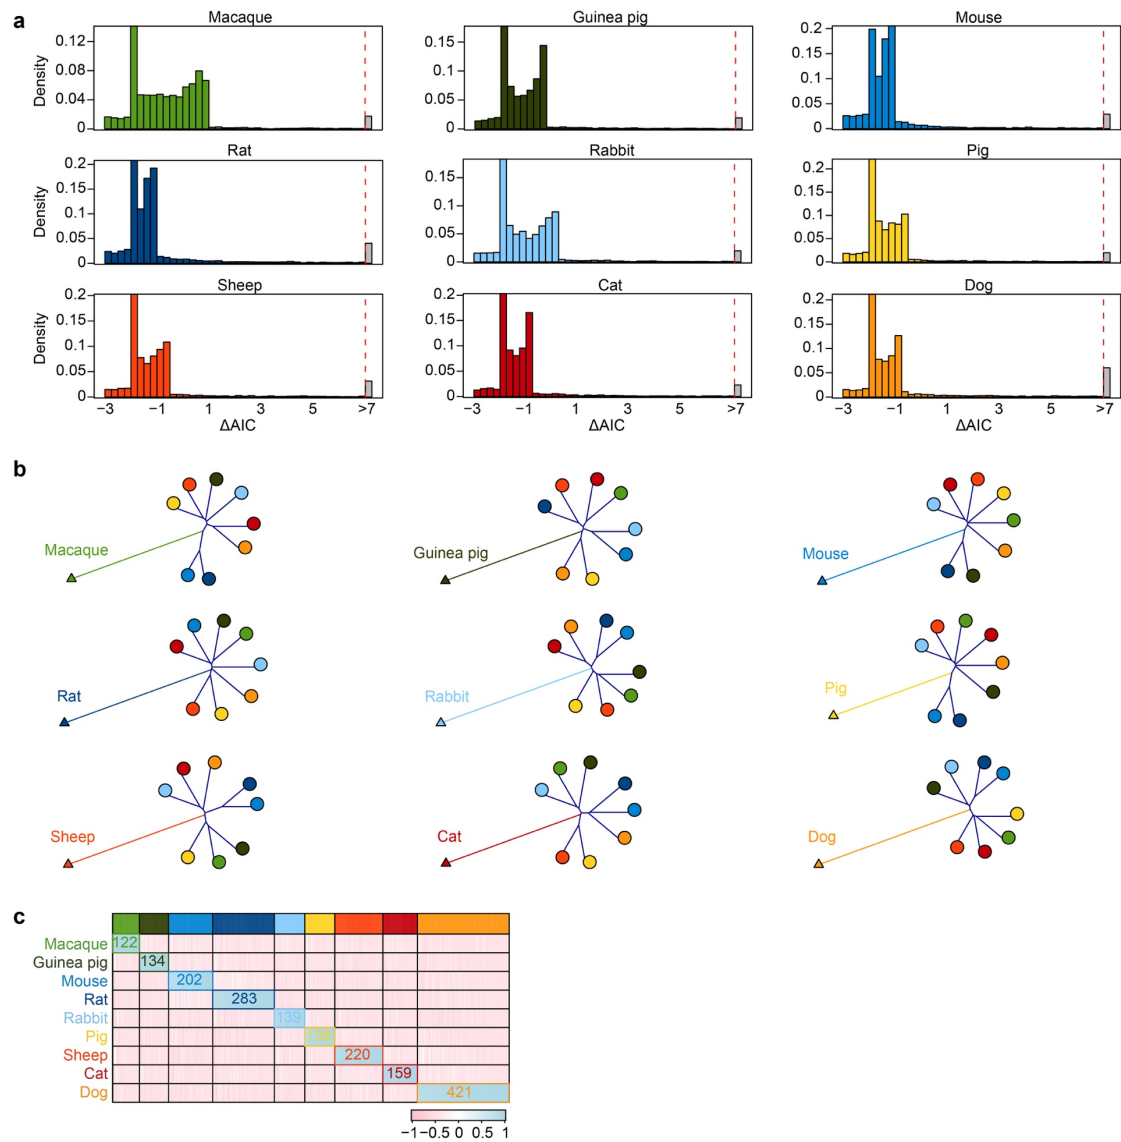

## Kidney

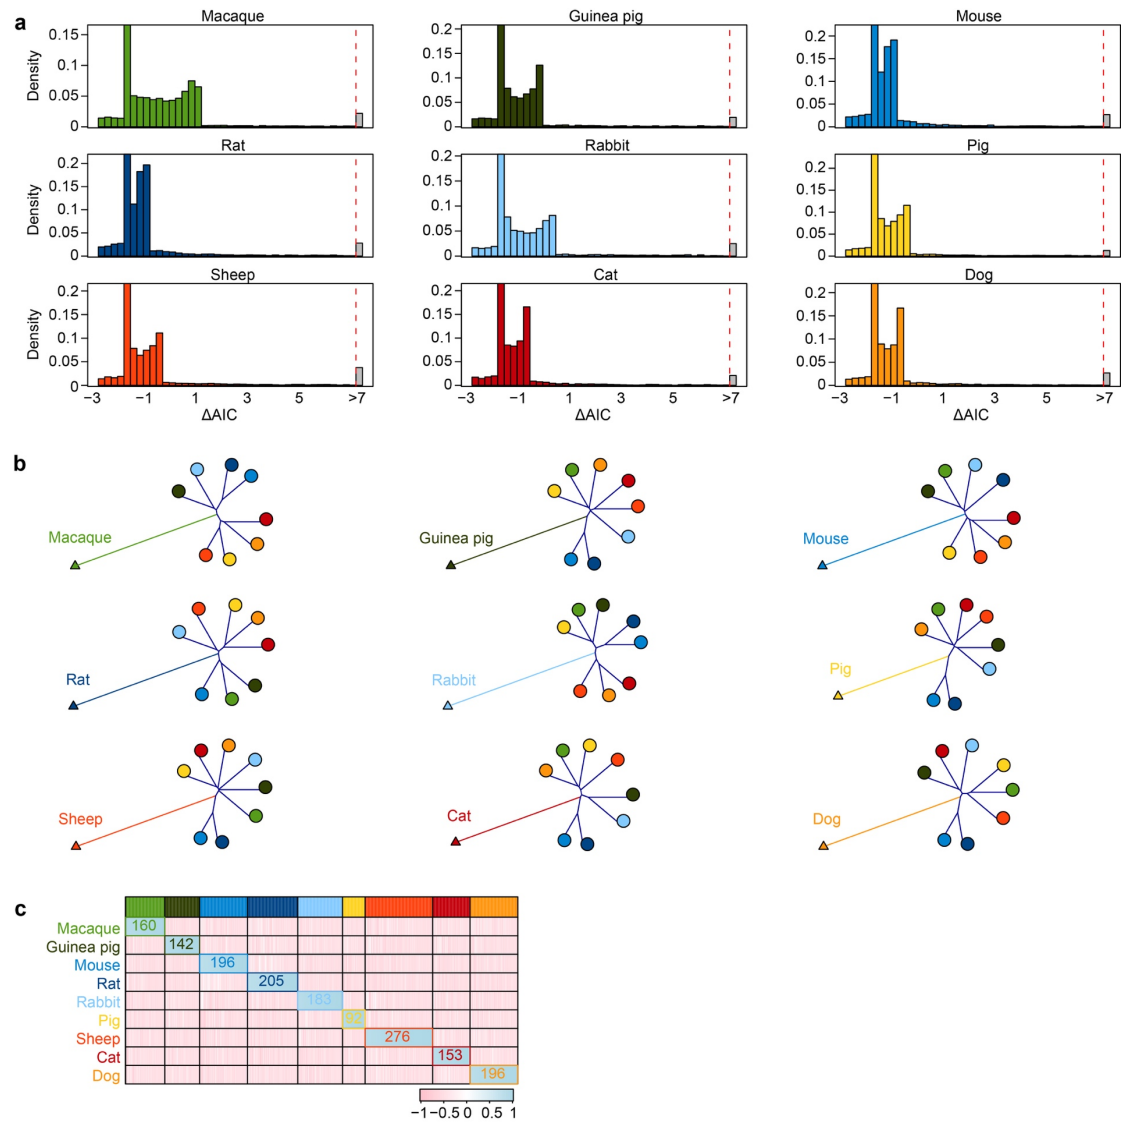

# Liver

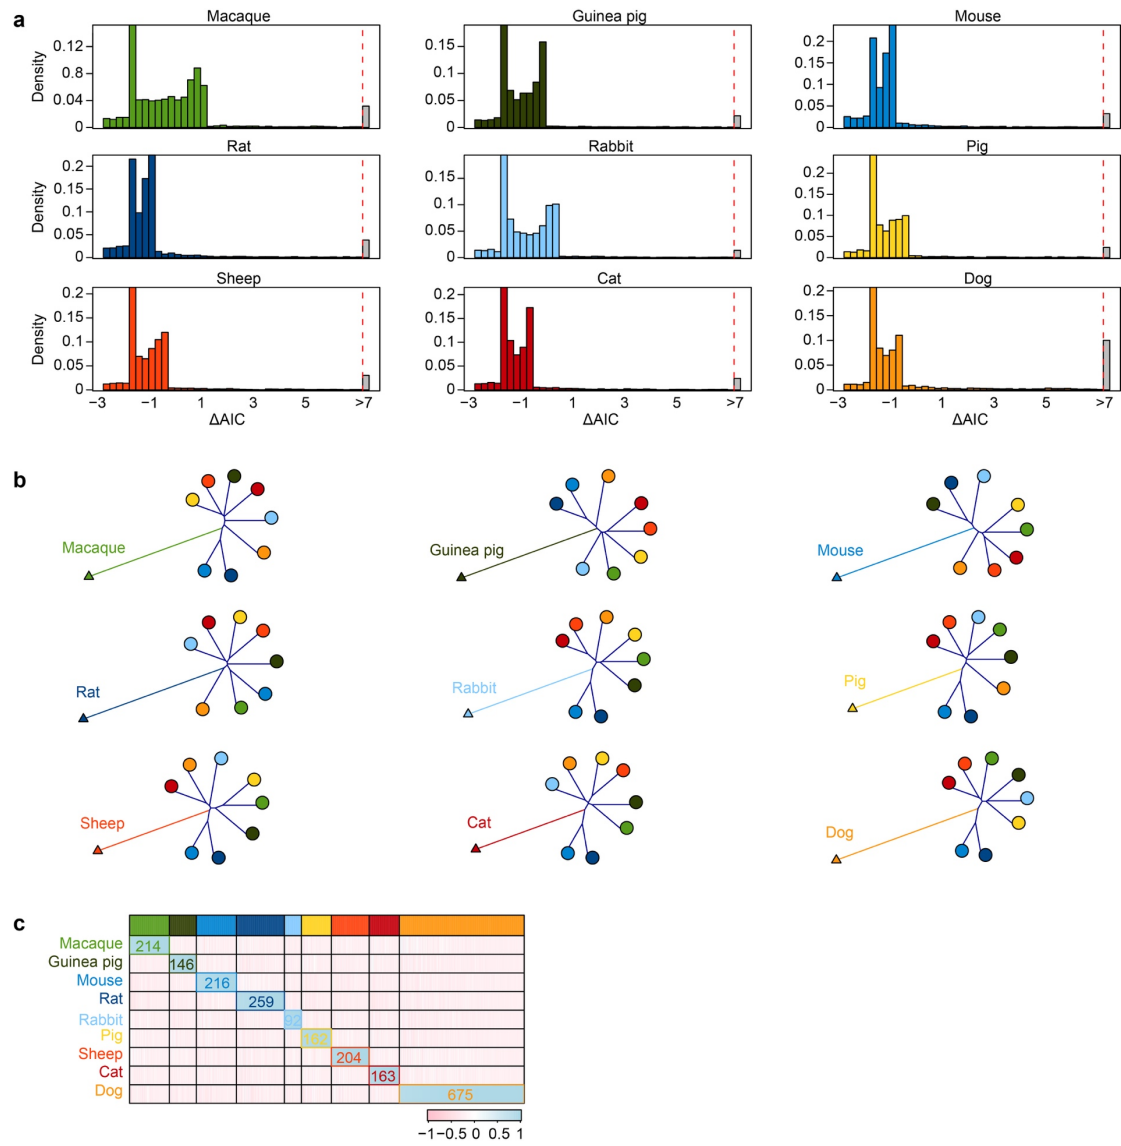

# Lung

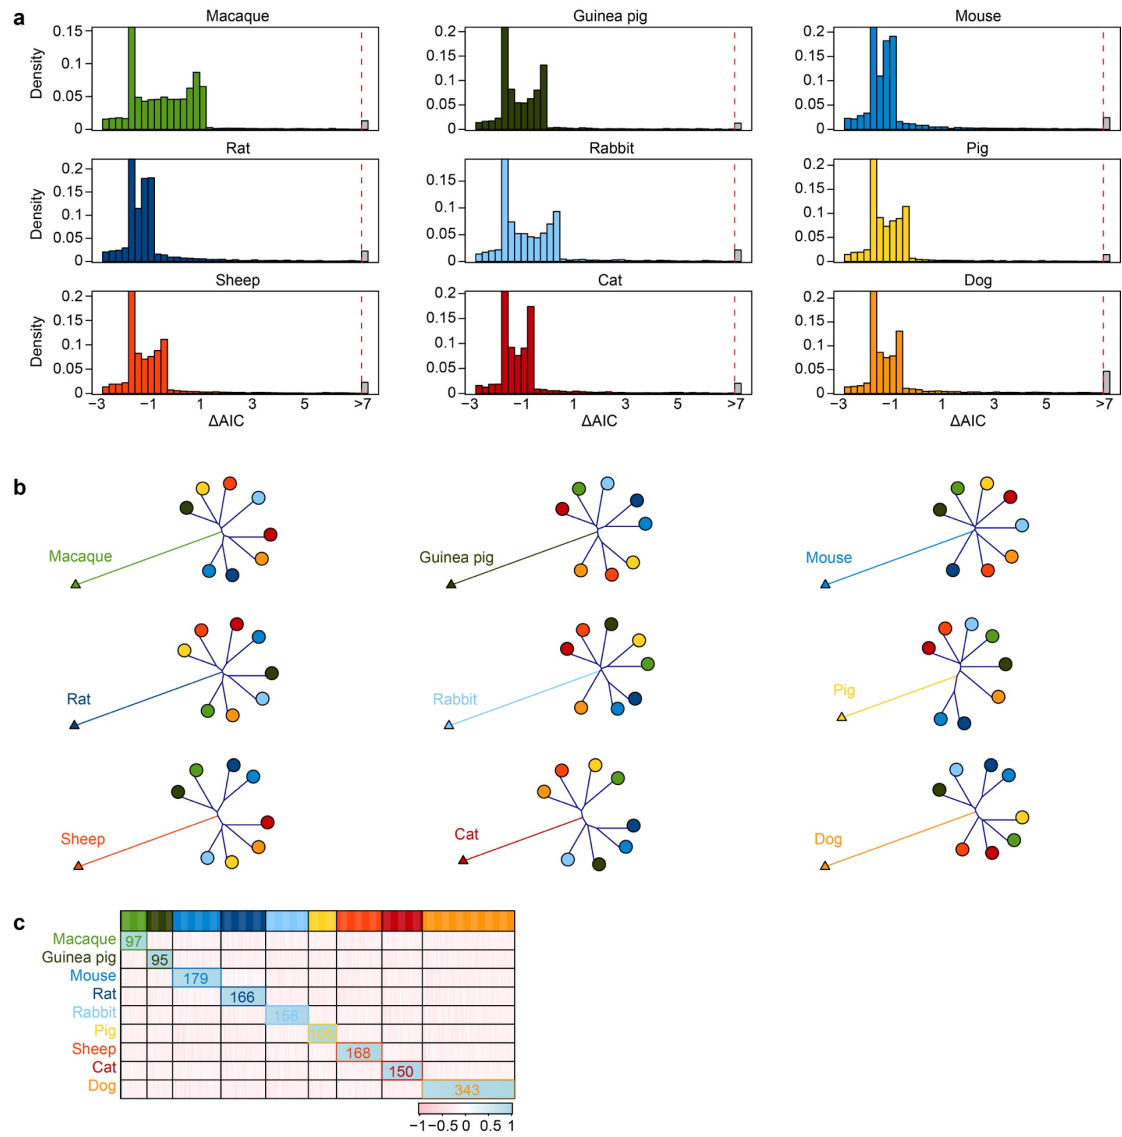

# SMT

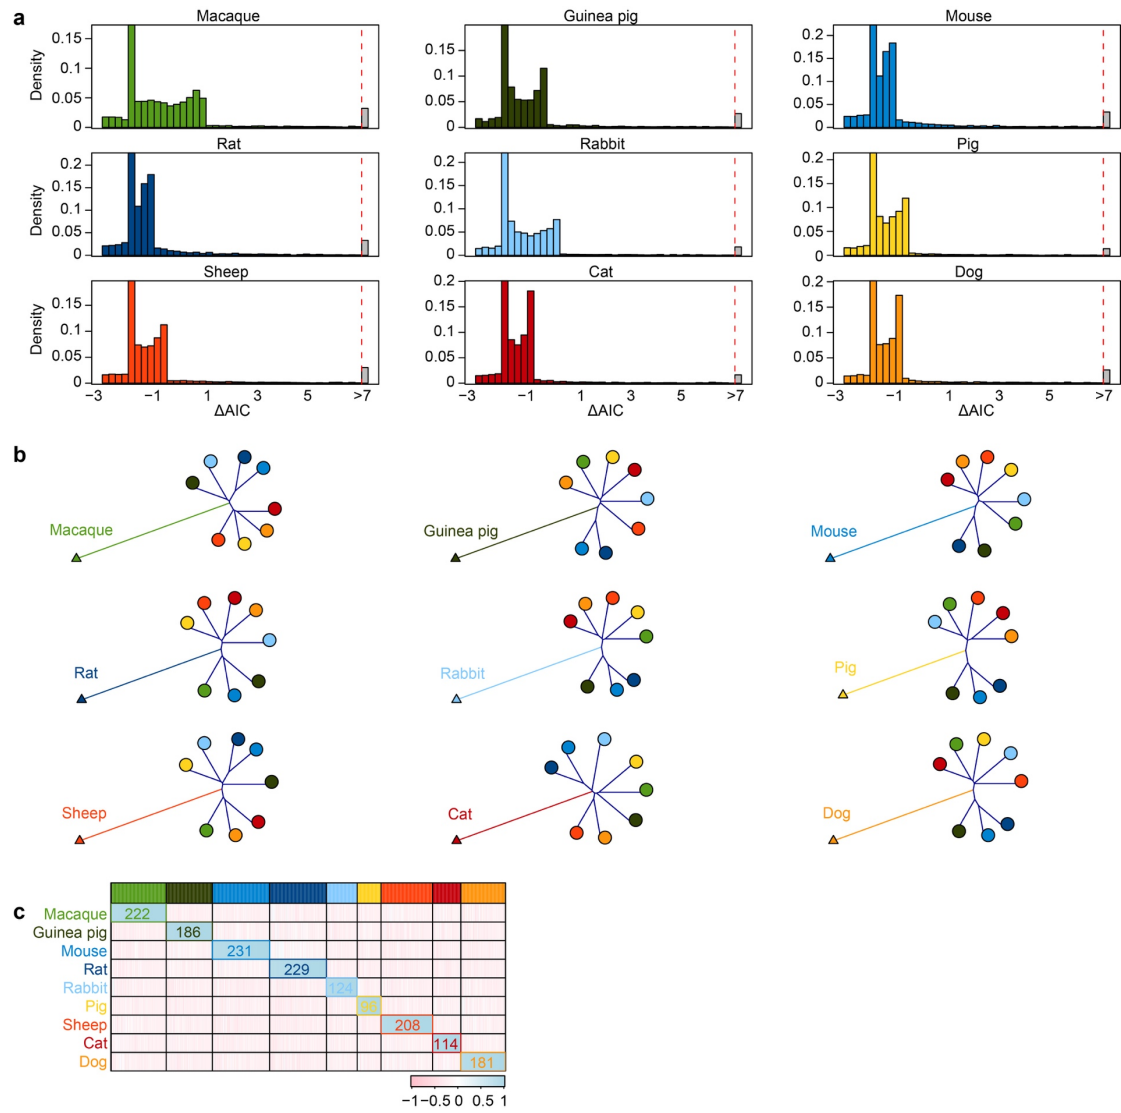

## Spleen

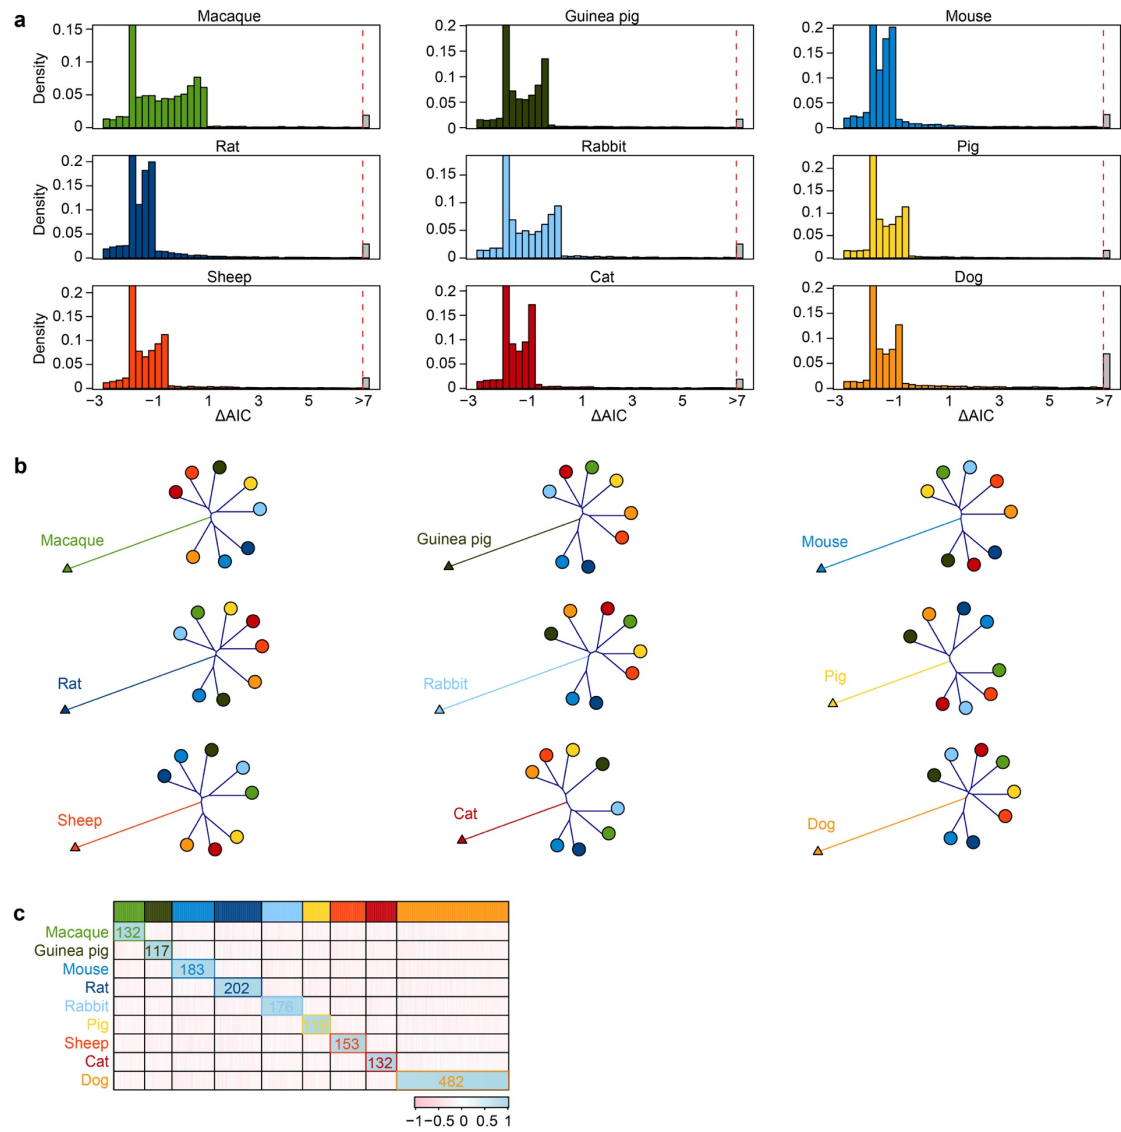

## SAT

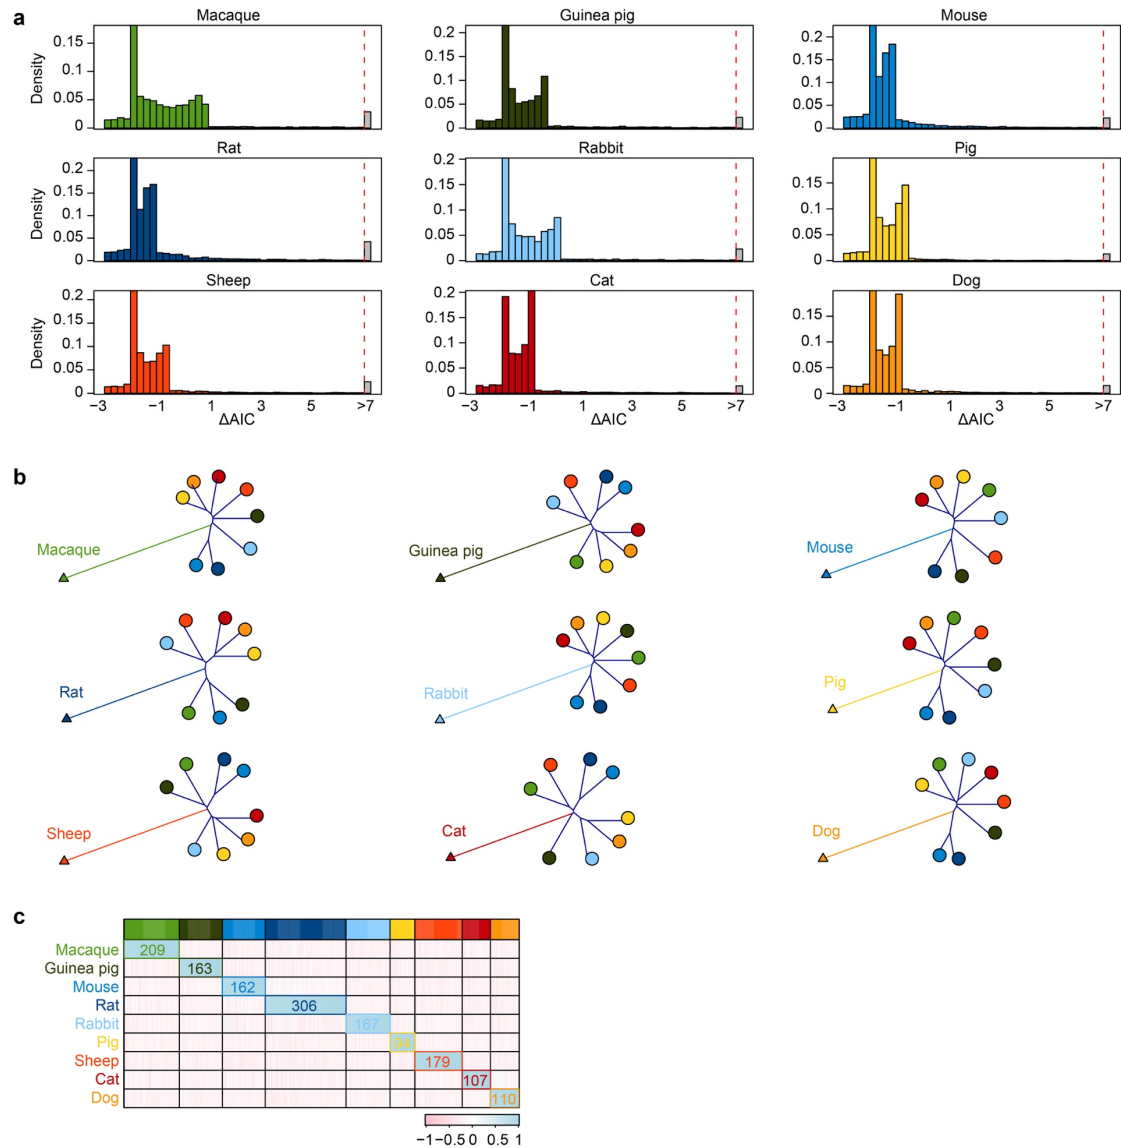

**Supplementary Fig. 41. Genes with distinct transcriptional changes in each species and tissue.** **a**, Histograms represent the distribution of change in the Akaike information criterion ( $\Delta AIC$ ) values. The red vertical dashed lines indicate the cut-off ( $\Delta AIC \geq 7$ ) for significant transcriptional changes. **b**, Phylogenetic tree for each tissue based on the transcription levels of genes with significant transcriptional changes in the indicated species compared with that in other species. **c**, Heatmap showing the transcription pattern of genes with significant transcriptional changes in the indicated species. Numbers inside the cells indicate the number of genes with significant transcriptional changes in the indicated species. The color bar indicates the normalized transcription level.

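In heart, the share of orthologs with an AIC difference above the threshold was 1.93% in guinea pig, 0.64% in each of macaque, dog and sheep, 0.51% in rabbit and in cat, 0.39% in mouse and 0.26% in rat. Data simulated without any shift gave between 0.01% in mouse and 0.28% in dog, with a mean of 0.155% over the species. The simulated values have no lower bound, unlike log2(TPM + 1), so these are not false-positive rates for the data.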

## Supplementary Tables

**Supplementary Table 1. Sample and data information for pig adipose Hi-C.**

**Supplementary Table 2. Overview of ST in this study, as well as information for data quantification.**

**Supplementary Table 3. Sample information for Hi-C and RNA-seq of adipose tissue in the other 6 species.**

Note: Samples used for Hi-C for rabbit, sheep, cat and dog were the same as those used for comparative transcriptomic analysis as shown in **Supplementary Data 3** (also provided here).

**Supplementary Table 4. Hi-C data for adipose tissue in 6 other species.**

Note: All the Hi-C libraries were sequenced on the Illumina NovaSeq 6000 platform to generate 150 bp paired-end reads.

**Supplementary Table 5. RNA-seq data for adipose tissue in 6 other species.**

Note: RNA-seq data for humans and rats are provided, with RNA-seq data for other species shown in **Supplementary Data 3**. All rRNA-depleted strand-specific RNA-seq was performed on the Illumina HiSeq X Ten platform to generate 150 bp paired-end reads.

**Supplementary Table 6. Number of PEIs in each species.**

## Supplementary Methods

### 1. Pig transcriptome reconstruction

#### 1.1 Animals

All research involving animals was conducted according to Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in March 2017), and approved by the animal ethical and welfare committee (AEWC) of Sichuan Agricultural University under permit No. DKY-B20171902. The animals were allowed access to feed and water *ad libitum* and were humanely killed as necessary to ameliorate suffering and were not fed the night before they were slaughtered.

#### 1.2 Sample collection

A total of 194 samples from 70 tissue types (1-3 biological replicates for each of 17 solid organs, as well as 47 skeletal muscles and 6 adipose depots from different body sites) and two immortalized cell lines (kidney epithelial cells [PK15] and iliac endothelial cells [PIECs]) were used in this study. More specifically, most of these samples were collected from three adult, 2-year-old, female Rongchang pigs (a fatty, indigenous Chinese breed, white in colour, with black spots on the head, and drooped ears), while the testes were from three 2-year-old, male Large White pigs (a lean, commercial European breed, white in colour with erect ears), and retinal tissues were derived from two 2-day-old, female, cross-bred Meishan (father; a fatty, indigenous Chinese breed, black in colour with drooped ears) × Tibetan (mother; an indigenous Chinese breed, black in colour with erect ears) pigs. None of the pigs had direct or collateral blood relationships within the last 3 generations.

All the tissue samples were immediately frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$  until RNA extraction. Two cell lines, PK15 and PIEC, were obtained from the China Infrastructure of Cell Line Resources and Stem Cell Bank of the Chinese Academy of Sciences, respectively. All sample information is provided in detail in **Supplementary Data 1**.

#### 1.3 Construction of rRNA-depleted RNA-seq libraries and data processing

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). We used an rRNA depletion protocol (Ribo-Zero kit, Epicentre) coupled with the Illumina TruSeq stranded RNA-seq library protocol to construct the RNA-seq libraries. All libraries were quantified using the Qubit dsDNA High Sensitivity Assay Kit (Invitrogen) and sequenced on the HiSeq X Ten (Illumina) platform to produce an average of ~49 million 150 bp paired-end raw reads and ~48 million high-quality reads for each library.

Sequence reads were aligned to the pig reference genome (Sscrofa 11.1, GCA\_000003025.6) by the STAR alignment tool (version 2.5.3a)<sup>9</sup>. On average, ~96% of reads of individual libraries could be aligned to the pig reference genome, generating an average of ~85.76 million aligned reads for each sample.

#### **1.4 Pig transcriptome *de novo* assembly**

For unbiased representative construction of the pig transcriptome, 33 tissues/cell lines (87 samples), *i.e.*, the core atlas dataset, were chosen for *de novo* assembly. The aligned reads of these samples were assembled using Cufflinks (version 2.1.1)<sup>10</sup>. We developed and employed previously reported computational methods AssemblyLine (version 0.2.0) to filter out library-specific background noise and to predict the most likely isoforms from the transcript fragment assemblies (transfrags)<sup>11</sup>. First, transcripts with very short first or last exons (<15 bp) were clipped. Short transfrags with lengths  $\leq 250$  bp were discarded as poorly assembled transcripts. Second, the remaining transfrags were classified as 'annotated' or 'unannotated' based on their overlap with annotation in the reference transcriptome. Annotated transfrags and unannotated multi-exonic transfrags were regarded as reliable transcripts and directly retained. Unannotated mono-exonic sense intronic transfrags were discarded as incompletely processed RNA artifacts. Other unannotated mono-exonic transfrags were subjected to a bivariate kernel density classifier to discriminate recurrent, reliable transcripts from genomic DNA contamination artifacts. After filtering, we obtained high-quality assemblies containing reliable transcripts. These high-quality transcript assemblies were then subjected to TACO<sup>12</sup> (a meta-assembly method for transcript structure prediction, version 0.7.3) prior to the construction of transcriptome maps.

## 1.5 Coding potential assessment and lncRNA and TUCP identification

To facilitate further study of the pig transcriptome, we assessed the coding potential of putative non-coding transcripts that were not annotated as PCGs in the pig reference genome using a stringent filtering pipeline and subsequent classification into long noncoding RNAs (lncRNAs) and transcripts of unknown coding potential (TUCPs).

We predicted coding potential by integrating two sources of evidence: (i) predictions from the alignment-free Coding Potential Calculator (CPC2) (version 0.1)<sup>13</sup>, which determines the coding probability of transcript sequences using a support vector machine (SVM) model built from Fickett TESTCODE score, open reading frame (ORF) length, ORF integrity, and isoelectric point data, and (ii) all transcripts with Pfam A (database version 28) domain matches were detected across the three possible translated reading frames using PfamScan (version 1.5). Open reading frames were obtained utilizing EMBOSS (version 6.5.7). Bedtools (version 2.27.1) was used to obtain valid coding Pfam domains.

Transcripts without coding potential (CPC score  $<0$  and without Pfam domain hits) were defined as lncRNAs. lncRNAs were classified into locus biotypes based on both the transcription localization and transcription direction of proximal PCG loci (5-kb distance cut-off) with FEEInc software (version 0.1.1)<sup>14</sup>.

Transcripts with *in silico* evidence of coding potential with either a positive CPC2 score or a Pfam domain were designated TUCPs, as originally described by Cabili *et al*<sup>15</sup>. Furthermore, to control for false positives of Pfam domains in TUCP identification, we also scanned coding regions and number- and length-matched non-transcribed intergenic regions in the same manner<sup>11</sup>. We observed 95,345 hits to 5,950 unique Pfam domains in coding regions compared with 6,715 hits to 216 unique domains in non-transcribed intergenic spaces. We compared the occurrences of each Pfam domain in coding versus intergenic regions using Fisher's exact test and flagged 151 domains with an odds ratio of less than 10.0 or *P* value greater than 0.05 as likely artifacts. The remaining 5,799 Pfam domains were considered valid. This procedure filtered 7,867 artifact hits, retaining 87,478 valid hits, and putative non-transcribed intergenic spaces harbored only 24 (0.34%) of the valid Pfam domains.

## 1.6 circRNA identification

CIRCEplorer2 (version 2.3.2)<sup>16</sup> was used to retrieve RNA-seq reads that were mapped to back-spliced junction sites for circRNA prediction. Briefly, when sequence reads were aligned to the pig reference genome by the STAR alignment tool<sup>9</sup> (in '*Construction of rRNA-depleted RNA-seq libraries and data processing*'), we used the parameter '--chimSegmentMin 10' to acquire files for further circRNA prediction. Alternative back-splicing was then analyzed using CIRCEplorer2 (version 2.3.2) (<http://circexplorer2.readthedocs.io/>) with default parameters. Putative circRNAs were required to have more than two independent junction-spanning reads.

## 1.7 Small RNA library sequencing and miRNA annotation

All libraries were conducted following the TruSeq Small RNA Library Prep Kit protocol and sequenced on the HiSeq 2500 (Illumina) or BGISEQ-500 (BGI) platform. Sequencing yielded an average of ~13.4 million 50 bp single-end raw reads and ~11.91 million high-quality reads (after removing low-quality reads, repeated sequences, and adaptor sequences) for each library. High-quality reads were then mapped to the corresponding reference genome with stringent criteria (0 mismatches over the whole length) using Bowtie (version 1.3.0)<sup>17</sup>. Mappable reads were submitted to miRDeep (version 2.0.0.7)<sup>18</sup> to detect miRNAs with default parameters. Annotated, mature miRNA sequences from pig and all other mammalian and avian species in miRbase<sup>19</sup> (release 22) were used as references. Read counts were normalized by the total count of mappable reads of each sample, also known as reads per million (RPM) or transcripts per million (TPM), for unbiased comparisons among samples.

## 1.8 Gene expression quantification

We combined the assembled lncRNA and TUCP transcripts with all the annotated PCGs in the reference genome to form comprehensive gene inventories, which were used for subsequent quantification.

Gene expression levels were estimated as TPM using the high-speed transcript quantification tool Kallisto (version 0.43.0)<sup>20</sup>, which is a transcriptome-based quantification tool that avoids the considerable bias introduced by the genome alignment step. Detected/transcribed genes (long

transcripts including PCGs, TUCPs, and lncRNAs) were indicated by expression values greater than 0.1 TPM (TPM >0.1) in at least one sample. For miRNAs and circRNAs, we used expression cut-offs of 1 TPM and 0.05 TPM in at least one sample, respectively.

## **1.9 Transcriptome complexity analysis**

Transcriptome complexity was reflected by the fraction of total RNAs accounting for the most highly expressed genes, as determined by calculating the average contribution of each gene to the total transcriptional output of a tissue. For each tissue, the average expression values were sorted in decreasing order. Average expression values for each gene were divided by total gene expression. This value indicated the contribution of each gene to the overall transcription in this tissue.

Lower transcriptome complexity indicated that fewer genes contributed to a large fraction of the total transcriptional output, whereas high transcriptome complexity represented many genes equally contributing to the total transcriptional output.

To account for the unequal numbers of total expressed genes among distinct transcript types, complexity was calculated separately for the five types of transcripts, with the top 0.5% most highly expressed genes shown for comparison.

## **2. 3D genome structure and chromatin information annotation for each transcript**

### **2.1 Samples**

The representative upper layer of backfat (ULB) was collected from six adult 2-year-old female Bama pigs. Sample information is provided in detail in **Supplementary Table 1**.

### **2.2 *In situ* Hi-C protocol**

Hi-C libraries from tissues were generated according to the previously published Hi-C protocol with some minor modifications<sup>21</sup>.

Briefly, 1.0 g of adipose tissue was pulverized, and 37.0% formaldehyde was

added to obtain a final concentration of 4.0% for chromatin cross-linking. Mixtures were incubated at room temperature (20–25°C) for 30 min, and glycine was added to obtain a final concentration of 0.25 mol/L to quench the formaldehyde. The mixture was then centrifuged at 1,500×g for 10 min at room temperature. The sediment was added to the lysis buffer and homogenized. The homogenate was centrifuged at 5,000×g for adipocyte sedimentation. Nuclei of formaldehyde-fixed adipose tissue were permeabilized, and DNA was digested with 200 units of Mbol (a 4-cutter restriction enzyme) for one hour at 37°C. The restriction fragment overhangs were filled and labeled by biotinylated nucleotides and then ligated in a small volume. After cross-link reversal, the ligated DNA was purified and sheared to a length of 300–500 bp, at which point ligation junctions were pulled down with streptavidin beads and prepped for Illumina NovaSeq 6000 sequencing.

### 2.3 Hi-C data processing and analysis

Hi-C datasets were processed using a custom pipeline in Juicer software (version 1.8.9, <https://github.com/aidenlab/juicer/wiki>)<sup>22</sup>, which is an efficient open-source tool for analyzing Hi-C datasets. Briefly, high-quality Hi-C reads were aligned to the pig (Sscrofa11.1) reference genome using BWA software (version 0.7.15, <http://bio-bwa.sourceforge.net/>)<sup>23</sup> with default parameters. Then, the unalignable read pairs (*i.e.*, with at least one end that could not be successfully aligned) were filtered. The duplicated read removal step was accomplished by a parallelized processing awk script packaged in Juicer. Low-quality alignments defined as those in which one or both reads failed to meet the threshold (MAPQ  $\geq$  30) were removed. Detailed information on the number of Hi-C sequencing reads kept in each processing step in Juicer is provided in **Supplementary Table 4**. Finally, normalized contract matrices were separately generated at three resolutions (500 kb, 100 kb, and 20 kb) using the KR algorithm<sup>22</sup>.

### 2.4 Features of the pig genome

We binned the genome into 100 kb windows and estimated the GC content of each bin by dividing the number of G or C bases in the forward strand by the non-gap base length of the bin. We further calculated CpG content in a similar

way, by dividing the number of CG dinucleotides in the forward strand by the non-gap base length.

## **2.5 Compartment A/B identification**

First, principal component analysis (PCA) was performed as previously described<sup>24</sup> to generate PC1 vectors at a 100 kb resolution. The first two principal components were obtained by using the 'prcomp' function in R on the o/e contact matrix. The transcriptional start site (TSS) of each gene was defined as the initial position of the gene model, and gene density was then calculated as the number of TSSs in each bin. Bins with positive Spearman's correlations between PC1 values and gene density were defined as compartment A; otherwise, they were defined as compartment B.

Then, the A-B index, which represented the likelihood of a sequence interacting with A or B, was created at a 20 kb resolution, as described previously<sup>25</sup>. Bins at 20 kb that associated more with compartment A at 100 kb (higher o/e normalized interaction frequency for compartment A than for compartment B) were considered to be in compartment A, and vice versa for compartment B.

## **2.6 Identification of topologically associated domains**

Based on 20 kb normalized contact matrices, TADs were identified following a previously described procedure that uses a directionality index (DI) metric, which quantifies the degree of upstream or downstream bias for a given bin<sup>26</sup>. A hidden Markov model (HMM) was then used to predict DI states. Domains and boundaries were inferred from the results of the HMM state calls throughout the genome. The topological boundaries were less than 400 kb, and unorganized chromatin was larger than 400 kb.

## **2.7 Chromatin 3D modeling**

MiniMDS (<https://github.com/seqcode/miniMDS>), a fast, accurate, and memory-efficient method for inferring the genome at high resolution, was used to infer 3D genome structures from the normalized contact matrix at a 100 kb resolution<sup>27</sup>. PyMOL (version 2.3.2) was used to visualize 3D coordinates.

## **2.8 Gene co-expression associated with TADs**

To determine whether genes in the same TAD had a higher probability of being co-expressed, we calculated Spearman's correlations for all neighboring genes on a chromosome. We selected gene pairs with a correlation coefficient above a certain threshold ( $r > 0.5$ ) and compared them to the background. We estimated the fraction of gene pairs residing in the same TAD against all the neighboring gene pairs. We stratified the neighboring gene pairs into groups of different distances, where  $d=0$  represents directly neighboring genes,  $d=1$  represents gene pairs separated by one gene, and so on. These analyses were performed separately using six biological replicates.

## **3. Gene transcriptional profiling across tissues**

### **3.1 Tissue clustering**

We explored the similarity in gene transcription for different transcripts between tissues and across samples by performing hierarchical clustering based on all the transcribed genes. TPM values were used on a  $\log_2$ -transformed ( $\log_2(1+\text{tpm})$ ) scale. Distance between samples was defined as  $\text{distance} = 1 - \text{correlation}$ . Pearson's correlation was used as the correlation measure.

### **3.2 Differential gene expression analysis across tissues**

Differential gene expression analysis was performed using edgeR (version 3.22.5)<sup>28</sup>. We used a false discovery rate (FDR)  $\leq 0.05$  and  $\log_2(\text{fold change}) \geq 1$  as cut-offs for statistical significance. All pairwise combinations between all tissues were tested. Dispersion was set to 0.1 for comparison of tissues without biological replicates.

### **3.3 Tissue-specific expression analysis**

We calculated the tissue specificity of gene expression reflected by the tau score ( $\tau$ ) (ranging from 0 to 1, with 1 for highly tissue-specific genes and 0 for ubiquitously transcribed genes) for each gene according to Yanai Itai *et al.*<sup>29</sup> with scaled TPM values. For each tissue, we averaged all replicates and then calculated  $\tau$  as the inequality among replicates for different tissues. We used  $\tau \geq 0.75$  as the cut-off for tissue-specific genes.

### 3.4 Functional enrichment analysis

Functional enrichment analysis of Gene Ontology (GO) terms and pathways was performed using Metascape (<http://metascape.org>)<sup>30</sup>. Genes were mapped to their respective human orthologs, and the lists were submitted to Metascape for enrichment analysis in order to identify significant over-representation of GO biological processes (GO-BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway categories. In all tests, all genes in the genome were used as the enrichment background. Only GO-BP or KEGG pathway terms with resulting FDR-corrected *P* values less than 0.05 were considered significant and are depicted using  $-\log_{10}(q)$  bar plots.

## 4 Spatiotemporal transcriptomics for SMTs

### 4.1 Spatial transcriptomic (ST) experiments

#### *Collection and preparation of samples*

The representative oxidative slow psoas major (PM) muscle was collected from two pigs for ST experiments. Fresh porcine PM tissue was cut into approximately 6.5 mm × 6.5 mm × 1 cm pieces and snap-frozen in liquid nitrogen to avoid crystal formation. Then, tissue samples were embedded at the optimal cutting temperature (OCT) and stored at -80°C. For ST analysis, the samples were sectioned on a cryostat at a thickness of 15 µm, and each section was placed within a capture area on a Visium Spatial slide.

#### *Permeabilization and fluorescent cDNA synthesis*

The tissue sections on Visium Spatial slides were permeabilized according to the protocol provided by 10X Genomics. Briefly, the slides were placed in a slide cassette. Permeabilization enzyme was not added to two of the eight wells; 2 µg of RNA was added to the center of one of the wells as the positive control, and the other, empty well served as the negative control. The remaining 6 wells were assigned different permeabilization times of 3, 6, 12, 18, 24, and 30 min. Then, 70 µl of permeabilization enzyme was added to the side of each 30 min well, and the slide was sealed and placed in a thermocycler adaptor at 37°C. Six minutes later, the slide cassette was removed and sealed, 70 µl of

permeabilization enzyme was added to the 24 min well, the seal was reapplied, and the slide was placed in the thermocycler again. This process was repeated until after 27 min, working backwards to the shortest incubation time (3 min). After completion of the time course, the permeabilization enzyme was removed from each well without touching the tissue sections, and 100  $\mu$ l of 0.1 $\times$  SSC was added to all wells except that serving as the positive control.

Next, SSC was removed from each well, and 50  $\mu$ l of Fluorescent RT Master Mix was added to initiate cDNA synthesis. Once the synthesis finished, the Fluorescent RT Master Mix was replaced by 100  $\mu$ l of 0.1 $\times$  SSC. Then, the SSC was removed, 70  $\mu$ l of tissue removal mix was added, and the cells were incubated on a thermocycler adaptor to initiate tissue removal. At the end of incubation, the slide seal and tissue removal mix were removed. The slide was taken out of the slide cassette, immersed in 2 $\times$  SSC-0.1% SDS at 50°C 15 times, 0.2 $\times$  SSC at room temperature (RT) 15 times, and 0.1 $\times$  SSC at RT 15 times, and spin-dried. Finally, the samples were centrifuged at 250 x g for 30 seconds in a slide spinner to ensure that no tissue remained on the slides. Fluorescence images were scanned by a digital slice scanner, and the optimal permeabilization time was selected by combining fluorescence intensity and RNA diffusion degree.

#### *ST library preparation and sequencing*

Fragmented and barcoded porcine RNA was used as the carrier material. The spike-in constituted approximately 25% of the libraries. ST cDNA libraries were diluted to 4 nM and sequenced on the Illumina NovaSeq 6000 platform using paired-end sequencing. Samples were sequenced at a mean depth of 50 million paired-end reads, which resulted in an average library saturation above 90%.

## **4.2 ST sequencing data processing and analysis**

### *Space Ranger analysis*

Sample demultiplexing, image alignment, barcode processing, and gene counting were performed by using Space Ranger (version 1.1) according to the 10X Genomics<sup>TM</sup> spatial gene expression analysis pipelines

(<https://support.10xgenomics.com/spatial-gene-expression/software/overview/welcome>).

Before running Space Ranger, a customized reference database was made that was suitable for the mapping and gene annotation of pig muscular tissue. We used the reference genome sequence and gene annotation file (GTF) from Ensembl Sscrofa 11.1 release 102 (GCA\_000003025.6) ([http://asia.ensembl.org/Sus\\_sscrofa/Info/Index?db=core](http://asia.ensembl.org/Sus_sscrofa/Info/Index?db=core)). Y-chromosome-related information was removed (because our samples were from sows). Annotation information for the *MYH2* and *MYH4* marker genes for muscle fiber types IIA and IIB, respectively (from the old Sscrofa11.1 release 90) was added to the GTF file because annotation information for these genes was absent from the Ensembl release 102. We used the "spaceranger mkref" command to complete spatial reference database construction.

Reads were aligned to the Ensemble pig genome and transcriptome annotation references. We used the "spaceranger counts" command for read mapping and gene counting. The H&E-stained photos of tissue sections, slide serials, and capture area information of each sequencing sample were provided in this counting step for automatic fiducial alignment and tissue detection.

After obtaining the first round counting results, Loupe Browser software (10X Genomics™) was used to quickly visualize the spatial results. We evaluated the biological reliability of all spots in each sample, and unreliable spots were filtered out with the Manual Alignment function (this step will produce the json file of the spot coordinate information after filtering). Finally, only the reliable spots were used to rerun the former counting step, and the count matrix was exported for downstream analysis.

### *Seurat analysis*

We used the Seurat (version 3.2) package (<https://satijalab.org/seurat/>)<sup>31</sup> in the R environment to conduct a follow-up assessment of the count matrix data of each sample. We loaded spatial data into Seurat using the "Load10X\_Spatial" function. These input data were taken directly from the output of the former Space Ranger pipeline.

We performed the data quantification analysis as follows. First, we evaluated the raw data of UMI counts, gene numbers, and mitochondrial gene proportions for each spot. Second, quantification of spots and genes was carried out by using the “subset” function. We filtered out ~2% of low-quality spots. Spots with over 25% mitochondrial gene expression were also discarded (the percentage of total counts belonging to 13 mitochondrial genes for each cell was calculated with the “PercentageFeatureSet” function). Third, genes expressed in fewer than 15 spots were excluded. Genes related to hemoglobin (considerable variation from blood contents) were also removed. The above filtering steps yielded ~1,822 (replicate 1) and 2,607 (replicate 2) spots with ~1,204 (replicate 1) and 1,509 (replicate 2) median UMI counts and ~369 (replicate 1) and 446 (replicate 2) median genes per spot for subsequent analysis. Spot information before and after quality control is summarized in **Supplementary Table 2**.

#### *STC normalization*

The cleaned expression matrix data were normalized using regularized negative binomial regression (“SCTransform” function)<sup>32</sup>.

#### *PCA*

For dimensionality reduction, PCA was performed, and the 10 most significant components were determined with the “DimHeatmap” and “ElbowPlot” functions (a heuristic method).

#### *Spot clustering, differential gene expression analysis, and myofiber identification*

In the spot clustering process, the shared nearest neighbor (SNN) graph construction method (“FindNeighbors” function) was used, and clusters were identified with the “FindClusters” function. For resolution setting, based on the known biological characteristics of muscle tissue as a logical guide, we specifically adjusted the resolution parameters of each sample to control the number of clusters within a reasonable range. We used UMAP to visualize spot clusters in a reduced 2D space (“RunUMAP” and “DimPlot” functions). To evaluate the reliability of clustering, we generated an expression abundance heat map (“FeaturePlot” function) for the *MYH7*, *MYH4*, and *MYH2* marker

genes for muscle fiber types I, 2B, and 2A, respectively, with UMAP. Preliminary characterization of the muscle fiber type of clusters was performed by studying the expression levels of these three genes in each cluster. We identified differentially expressed genes between clusters using the “FindAllMarkers” function (settings: test.use= wilcox, min.pct = 0.1, logfc.threshold: = 0.2).

How the deposited data were processed for this re-analysis (not part of the article)

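The data analysed here are the gene expression files of 142 rRNA-depleted RNA sequencing libraries from 7 tissues of 9 species. Each value is a TPM, estimated by the authors as for the pig with Kallisto 0.43.0, and the reads were aligned by the authors with STAR 2.5.3a to the genome of each species. Each column of every file sums to the same total over all rows of the file, and the paper's main text states no scaling between these libraries or species. All samples were assigned to species, tissue and replicate from their labels and Supplementary Data 3. Mouse, rat and guinea pig have 1 library per tissue from 3 pooled animals, and the other species up to 3 libraries per tissue from 1 animal each. The labels name no sequencing batch or date, so no comparison within batches could be made. Reads per gene are not part of the files, so the precision of a single TPM value is unknown and no interval or lower limit of detection is given. The spread between libraries, species or pairs is given in its place.

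Genes were paired between the 8 mammals through the printed levels of the source data of Supplementary Fig. 37, of which 921 of 8158 rows (11.3%) were held. Since that table is held only in part, no enrichment or overlap test was run on it. The plan to match each printed gene to the row whose values give the printed ones was made before the data were examined, as were all comparisons, tests and alternatives except those named in the closing section as added later. The form of the rule that links printed values and TPM, the number of its factors per species and the starting position of each library were found by a search on these values. The fit of factors and scales was then repeated from a neutral start. Only rows with an Ensembl identifier and a TPM above 0.1 in some library were eligible. The 777 genes paired in all 8 mammals make up 9.52% of the rows of that table. The pairing, the shift models, the relation with divergence time and the variance components were tested on simulated data: with no relation to time, 6.5% of 200 simulated sets gave p at or below 0.05. With a simulated variance of 2.25 for tissue and 1 for species, the weighted shares were 0.984 and 0.015. The weighted shares thus overstated the larger source on simulated data.

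Correlations, clustering, the PCA, the divergence of pairs, the trees and the shifts used log2(TPM + 1). Computations used Python 3.11 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The mixed models of the variance component analysis were fitted with lme4 1.1.37 in R 4.3.3, and the neighbor-joining code was checked against ape 5.8.1. Tests were exact permutation tests over species where a comparison has 8 or fewer units, and 1000 permutations of tissue labels within species for the nearest libraries. Relations with divergence time were planned over 36 pairs of 9 species and were run on the 28 pairs of mammals. A shift needed an AIC difference above 7.

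Libraries of 1 species that carry the same replicate number come from the same animal by their labels. As a check, each library's deviation from the mean of its tissue was correlated between tissues. The mean r was higher for the same number than for other numbers in cat (0.14 and -0.07), dog (0.20 and -0.10), macaque (0.14 and -0.07), rabbit (0.25 and -0.12) and sheep (0.10 and -0.05). Deviations from the mean of a tissue sum to 0, so the second value of each species follows from the first and adds no evidence. The check does not separate the animal from anything else that libraries of 1 number share. Alternatives with the animal as a block were run.

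The alternatives were pseudocounts of 0.1 and 0.01, a filter on orthologs with a mean TPM of at least 1, and quantile normalization. TPM was also rescaled to a common sum over the orthologs. Each replicate, each species and the pooled species were left out, a replicate only where another library of its species and tissue remained. Further alternatives were averaging replicates first, Spearman's rho, complete linkage, trees from Pearson's r, and further components in the variance analysis. The others were AIC differences above 4 and above 10, AIC with the small-sample correction, and the animal as a block. Genes to be named were chosen by a rule: genes that include *CMYA5*, which the paper names for skeletal muscle, 7 tissue markers, and in each mammal the gene shifted in the same direction in the most tissues. The files do not pair identifiers with gene names, so *CMYA5* and the markers were not analysed here, and of the shifted genes only those shifted in 7 tissues are printed. Comparisons with the pig and with chicken, and alternative splicing, were not analysed here.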

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

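No test in this part was chosen after its own result was seen, but the outlying values it concerns had been seen first. Each value was compared with those of the other species by Dixon's ratio, the gap between the most extreme species and its neighbor divided by the range of all species. Of 51 groups of 8 or 9 species, 4 held a species further out than the ratio's 95% limit, and chance alone gives about 1 in 20 groups. The labels give no batch for any of these libraries.

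Adipose of macaque had a mean r of 0.650 to adipose of the other mammals, against 0.698 for the next lowest and 0.725 for the highest species, a gap of 0.648 of the range. Macaque has 1 adipose library, so a feature of that animal was not separated from one of the species. A few genes taking most of the TPM are argued against as the cause: without the 10 most abundant rows of each library macaque still stood apart, at 0.664 against 0.707 for the next, a gap of 0.644 of the range. Depth gives no reason, as the paper lists 11.17 Gb for this library, inside the range of the others. Muscle RNA in the adipose sample stays open. Without the orthologs abundant in skeletal muscle, macaque was still lowest, at 0.683 against 0.710, but its gap of 0.480 of the range was no longer beyond the limit. The muscle genes of macaque reached a median of 3.76% of their muscle level in this library, while the mouse library and the dog library of replicate 1 reached 9.95% and 13.60% and were not low, so muscle RNA as a cause and a feature of macaque adipose cannot be told apart. A difference between the species or in the site of the fat, which the labels do not name, was not tested. Macaque also had the lowest mean r to the other species over all tissues (0.714).

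Mouse skeletal muscle and mouse adipose had r = 0.944 over all genes of the mouse file, against 0.880 in the next of the 9 species, a gap of 0.547 of the range. Mouse has 1 pooled library per tissue and no replicate. Muscle RNA in the adipose sample is a candidate explanation: after the share of the muscle profile shown by the muscle genes was taken off every adipose and lung library, mouse stayed highest, at 0.913 against 0.863, with a gap of 0.438 of the range, no longer beyond the limit. Many rows near 0 in the mouse file stay open: over rows with a mean TPM of at least 1, r was 0.873 against 0.797, a gap of 0.482 of the range, which is within the limit, but the lead of mouse over the next species was wider than over all rows, so this test does not decide. Mouse stayed the highest species in both tests. A biological difference of the mouse, and a feature of its muscle library, were not tested.

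Mouse skeletal muscle and mouse lung had r = 0.887, against 0.834 in the next species, a gap of 0.582 of the range. Muscle RNA in the lung sample stays open. With the muscle share taken off mouse still stood apart with a gap of 0.561 of the range, but the share came from genes chosen as low in lung among other tissues, so it may be too small. Many rows near 0 may account for it, since over rows with a mean TPM of at least 1, r was 0.720 against 0.700 in the next species, a gap of 0.230 of the range. The number of rows in the mouse file, 55963, was the largest of the 9 files. A biological difference was not tested.

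Cat libraries held a median of 16.6% of their TPM on rows with numbered identifiers, and up to 25.2%, against a median of 4.8% in the next species, a gap of 0.733 of the range. These rows carry the letter G and a number, and what they stand for is not known here. A few abundant rows are a candidate explanation: without the 10 most abundant numbered rows of each species, the cat median was 3.84% against 3.25% in the next species, a gap of 0.160 of the range. The most abundant row of a species held a median of 6.8% of the TPM in cat and between 18.9% and 33.7% in the other species. Which transcripts these rows are, and whether the difference lies in the annotation of the cat genome or in the animals, was not tested.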

How the results depend on the processing

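Components up to 95% of the variance, and species by tissue as a further random effect, both in the variance component analysis, were added after the main values had been seen. Every other alternative was set beforehand. For the main values of each comparison, 304 alternative values were computed, of which 264 stayed on the same side of the test's threshold or moved by less than the spread between species, replicates or tissues, 34 moved further and 6 kept their direction but passed the threshold no longer. None of them changed its direction. Of 1395 further values (single pairs, tissues, species and genes), 1221 stayed within the same limits, 139 moved further and 35 no longer passed their threshold. For 190 of these values, the r of a pair of species, the alternative does not touch the libraries of the pair, so they stay by construction. Of the 1205 others 1031 stayed within the limits. Branch lengths under pseudocounts, rescaled TPM and quantile normalization also stay by construction, since ranks do not change. They were not taken out of the 264 or the 1031.

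The mean r between species exceeded that between tissues under 21 of 21 alternatives, by 0.048 to 0.102, and by 0.0884 to 0.0903 without each replicate. Without the pooled species the difference was 0.0937, and with tissue pairs between different animals 0.0926. Both had an exact permutation p = 0.0625, the smallest p that the 5 remaining species allow. Differences of species that share pairs are not independent here either. With the filter on low values the mean r was 0.721 between species and 0.619 between tissues, and with Spearman's rho 0.701 between tissues. Without each replicate these means lay between 0.7465 and 0.7486 and between 0.6562 and 0.6592. The cause was not tested.

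The adjusted Rand index with tissue exceeded that with species under 19 of 19 alternatives. The difference was 0.505 with 7 clusters and 0.484 with 8. It was 0.620 and 0.607 with rescaled TPM, 0.320 and 0.350 with Spearman's rho, and 0.585 with a pseudocount of 0.01 and 8 clusters. Without each replicate it lay between 0.491 and 0.517 with 7 clusters and between 0.469 and 0.509 with 8. The nearest library came from the same tissue in 98.9% to 100.0% of cases. The share of variance of the first principal component was 26.8% with rescaled TPM (18.5% to 20.0% without each replicate). Its part between tissues was 98.3% after quantile normalization and 90.0% without dog (57.7% to 61.1% without each replicate), and its part between species was 0.282% after quantile normalization (18.6% to 19.7% without each replicate). For the clustering the cause was not tested.

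The relation with divergence time depended on the species. For the mean of the tissues rho was -0.401 without rat (p = 0.054), -0.507 without cat (p = 0.0675), -0.499 without dog (p = 0.0532) and -0.281 without the pooled species (p = 0.367), and it passed the threshold under the other 15 of 19 alternatives. It was strongest without macaque, at -0.772 (exact permutation p = 0.000794). Without both mouse and rat, a run not counted among these 19, it was -0.303 (exact permutation p = 0.133). Fewer species allow fewer orders, and with cat or dog left out rho itself hardly moved. The mean rho of the tissues was -0.319 without the pooled species, -0.635 without macaque, -0.349 without mouse, -0.357 without rat, -0.365 without guinea pig and -0.509 without sheep. Without each replicate, rho lay between -0.538 and -0.480 and the mean rho between -0.446 and -0.427. Beyond the number of species, the cause was not tested. The difference of the rodents passed under 18 of 18 alternatives (0.0469 to 0.130, p between 0.0179 and 0.0476; 0.0742 to 0.0759 without each replicate). That of cat and dog did not under 17 of 17 (0.0240 to 0.0377, p between 0.0714 and 0.2).

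Lung minus skeletal muscle in branch length was 0.268, and 0.219 without rabbit, 0.2155 without cat and 0.318 with trees from Pearson's r, with 0.2545 to 0.2815 without each replicate, and the cause was not tested. Pseudocounts, rescaled TPM and quantile normalization leave ranks as they are and say nothing about these trees. The share of variance of species was 0.284 with a pseudocount of 0.01, 0.286 with rescaled TPM, 0.259 with components up to 80% and 0.225 up to 95% of the variance (0.356 to 0.362 without each replicate). That of tissue was 0.439 and 0.380 with components up to 80% and up to 95% (0.550 to 0.559 without each replicate), and it exceeded that of species under each of the 12 alternatives. Components that hold less variance enter as their number grows, which is the construction of these alternatives. For the pseudocount and rescaled TPM the cause was not tested. With species by tissue as a further random effect the shares were 0.331 and 0.560.

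The number of genes with a shift was 398 at an AIC difference above 4, 124 above 10, 132 with the small-sample correction, 120 of 762 genes with the filter on low values (153 shifts in place of 342), and 89 with rescaled TPM. Without each replicate it lay between 211 and 218. With quantile normalization the number was again 205, of which 132 were the same genes, and with a pseudocount of 0.1, 123 of 152 genes were the same. A higher or lower threshold changes the count by construction, and for rescaled TPM the cause was not tested. Within each species over all its genes, the mean r between tissues was 0.828, and 0.845 with a pseudocount of 0.1 and 0.6865 with the filter on low values (0.828 to 0.8285 without each replicate). The filter leaves fewer genes, and the cause was not tested further.

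With the animal as a block, paired by replicate number, the mean r, the shares of variance, the branch lengths and the r between tissues over all genes kept their side of the threshold. The other results had no run with this block. The difference in mean r was 0.08785, the shares of variance were 0.3145 and 0.563, lung minus skeletal muscle was 0.266, and the mean r between tissues over all genes was 0.828. The depth of a library limits the genes near 0 TPM, which the files do not allow to be quantified, and the filter on low values is the alternative that leaves them out. Not run were the comparison with chicken and its alternatives, the orthologs shared with chicken, a second set of orthologs from gene names, and *CMYA5* and the tissue markers, because the files do not pair the identifiers. Without the pooled species the rodents could not be compared, and the same holds for cat and dog without either.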

Differences from the paper's values

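Components up to 95% of the variance are the only alternative here that was chosen after the values were seen. Of 85 values of the paper that were compared, 26 differed by the limits used, which are the larger of the paper's error and the spread here for correlations, and also 1.5 times for other values. Among the 26 are the numbers of genes with a shift, of orthologs and of rows, which had to differ, since fewer genes were held here. The paper's values come from all its orthologs and from species that include the pig (and chicken in its comparison with chicken), and those here from 8 mammals and the genes paired here.

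The paper's weighted share of variance is 0.18 for species, and 0.326 was found here. Of the 10 alternatives set before the data were examined, components up to 80% of the variance (0.259) no longer differed, and the 9 others did. For tissue the paper's value is 0.29, and 0.563 was found here, with a difference under each of the 10 alternatives (0.439 to 0.566). With components up to 95% of the variance, chosen after seeing the values, the shares were 0.225 and 0.380, each within 1.5 times the paper's.

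Of 49 pairs of species or tissues with a value in the source data of Fig. 6, 5 differed. The column beside r in these source data is headed as a P value, and it was read here as the SD that the figure legend states. For macaque and mouse the paper's r is 0.735 and the value here 0.698. Of 16 alternatives set before the data were examined, 6 leave out a species outside this pair and cannot change it, and of the other 10, 6 no longer differed (pseudocounts of 0.1 and 0.01, rescaled TPM, without replicate 2, Spearman's rho, replicates averaged first). For macaque and guinea pig the paper's r is 0.737 and the value here 0.689, with 4 of the 10 alternatives that can change it that no longer differed (pseudocounts of 0.1 and 0.01, rescaled TPM, Spearman's rho). For mouse and rat the paper's r is 0.844 and the value here 0.873, with 4 that no longer differed (pseudocount of 0.01, the filter on low values, rescaled TPM, Spearman's rho) of the 6 that can change it, since both species have 1 library per tissue. For kidney and skeletal muscle the paper's r is 0.597 and the value here 0.5475, with 1 of 21 (Spearman's rho). For skeletal muscle and spleen the paper's r is 0.599 and the value here 0.5635, with 12 of 21 (both pseudocounts, rescaled TPM, quantile normalization, without replicate 2, without replicate 3, without macaque, rat or cat, Spearman's rho, replicates averaged first, and the same animal as a block). The remaining alternatives differed in each case. Averaged over the same pairs, the paper's r is 0.749 between species and 0.662 between tissues, and 0.747 and 0.657 were found here.

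For guinea pig and the non-rodent mammals the paper's mean r is 0.75 and 0.724 was found here. Of 17 alternatives set before the data were examined, 2 (without mouse, without rat) cannot change it, and of the other 15, 9 no longer differed (both pseudocounts, rescaled TPM, quantile normalization, without macaque, cat or dog, Spearman's rho, replicates averaged first) and 6 did. The paper's mean Spearman's rho with divergence time is -0.68, given in its comparison of mammals with chicken, and -0.444 was found here over 28 pairs without pig or chicken, so the pairs are not the same. It no longer differed without macaque (-0.635) and differed under the other 18 of 19 alternatives.

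The paper counts 5902 genes with a shift, and its main text does not state how many were tested. Against its 8428 orthologs this would be 70.0%, and 205 of 777 (26.4%) were found here. Under the 10 alternatives set before the data were examined, the count was 89 to 398 genes. With 777 genes no count could come near 5902, so this difference in counts is fixed by the number of genes. At an AIC difference above 4 the share was 51.2%. By species, the source data of Supplementary Fig. 41 give the share of genes with a shift in heart and kidney. In heart the paper's share is 1.74% in macaque, 2.89% in mouse, 4.04% in rat, 2.27% in cat, 6.01% in dog and 3.14% in sheep, and 0.644%, 0.386%, 0.257%, 0.515%, 0.644% and 0.644% were found here. For guinea pig the 1.93% found here did not differ from the paper's share, and rabbit was not compared, since its bins are those of rat. In kidney the paper's share is 2.19% in macaque, 2.68% in mouse, 2.80% in rat, 1.94% in guinea pig, 2.50% in rabbit, 2.09% in cat, 2.68% in dog and 3.77% in sheep, and 0.772%, 1.16%, 0.644%, 0.901%, 0.644%, 0.644%, 1.03% and 0.644% were found here. Of the 10 alternatives set before the data were examined, an AIC difference above 4 no longer differed for macaque in heart and for mouse, guinea pig and cat in kidney, quantile normalization no longer differed for mouse in kidney, and the others differed in each case. The paper's orthologs number 8428, and 777 were paired here, and its source table for Supplementary Fig. 37 has 8158 rows, of which 921 were held here. No alternative applied to the number of orthologs or of rows.

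The paper ranks lung first and adipose second in total branch length, while here adipose had the longest tree (1.095) and lung followed (1.041). Kidney follows these tissues, and skeletal muscle comes last after liver, in both. The paper places spleen above heart, while heart (0.926) came before spleen (0.908) here, a difference smaller than the SD over draws of spleen (0.027). In the source data of Fig. 6 the lowest r among these mammals is between macaque and dog (the paper's 0.709), while here it is between macaque and guinea pig. In heart the paper has the most shifts in dog and then rat and few in guinea pig, while here guinea pig had the highest share (1.93%) and rat the lowest (0.257%). For transcription similarity within rodents, and for tissues against species, the values here have the paper's direction.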

Other observations

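The test of factors recycled down the rows was chosen only after its result was seen, and each other test in this part before. The patterns themselves had been seen first in each case.

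The levels printed in the source data of Supplementary Fig. 37 do not follow the deposited TPM by 1 factor common to the libraries of a species. With 1 such factor and 1 scale per library, 7 genes were paired over the 8 mammals, at most 2 in a species, out of 921 printed. With factors that repeat down the rows of the species' file, from a start that differs by library, at least 840 genes were paired in each species. In that form, 1 factor fewer or more paired at most 3, and the log2 factors of each species summed to 0.0. The number of factors exceeded that of the deposited libraries in every species (8 factors for 7 libraries in mouse, 45 for 20 in sheep), so they are not 1 factor per deposited library, and what they stand for was not tested. The SD of the log2 factors lay between 0.37 and 0.60 by species. Whether the paper's other analyses used these levels was not tested. No biological explanation was tested, as the design gives none.

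Trees from these printed levels were longer than trees from the TPM of the same genes in the 4 tissues printed for all mammals, by at least 0.075 (liver). They were 1.010 against 0.903 in heart, 1.010 against 0.905 in kidney, 0.872 against 0.797 in liver and 1.141 against 1.007 in lung. Factors that change along the rows may lengthen the paper's trees in this way, but the paper's lengths include the pig, and for heart and lung the printed levels gave longer trees than the paper's 0.94 and 1.08, so this cannot be told apart from the effect of the species and the genes.

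Muscle RNA in the sample is a candidate explanation for the rabbit adipose library of replicate 3, whose nearest library in another species was skeletal muscle. Muscle genes were taken as those with a TPM of at least 100 in skeletal muscle and at least 20 times their mean in 4 other tissues (kidney, liver, lung and spleen), between 45 and 141 genes by species, chosen from these libraries by their expression alone. In the rabbit adipose library of replicate 3 they reached a median of 14.21% of their muscle level (quartiles 10.17% and 22.50%), and 2.35% and 0.25% in rabbit replicates 1 and 2, 13.60% in dog replicate 1, 9.95% in mouse, 6.65% in chicken replicate 1, 4.41% in cat replicate 2 and 3.76% in macaque. In the adipose libraries of rat and sheep the median was at most 0.17%. The 3 rabbit adipose libraries lay in the cluster of heart and skeletal muscle though those of replicates 1 and 2 held little of these genes, and the mouse library and that of dog replicate 1 lay in other clusters, so the level of these genes does not account for the clusters. Over the muscle genes that are low in heart the median was 12.67% in rabbit replicate 3. Whether the muscle RNA came from tissue around the sample or from another source was not tested, and a biological difference between animals stays open.

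The adipose tree was the longest by 0.053 over lung. Orthologs were left out by a lower limit than that for muscle genes, a TPM of at least 10 in skeletal muscle and at least 5 times the mean of the same 4 tissues in at least 1 mammal. Without these 50 orthologs the difference was 0.018 ± 0.021 (SD over draws), so that adipose stayed longest but within the spread of the draws. Muscle RNA may therefore add to the length of the adipose tree, and its part cannot be told apart from a faster divergence of adipose at this number of libraries.

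The first principal component was divided between tissues and species. A few genes taking most of the TPM may be the cause: with each library rescaled without its 10 most abundant rows, 92.0% of the component lay between tissues (58.2% before) and 4.71% between species. Before this step, the component followed the mean log2(TPM + 1) of a library (absolute r = 0.949 over the libraries of the 8 mammals), which in turn fell with the share of TPM in the 10 most abundant rows (r = -0.668), a share between 20.2% and 76.8%. Libraries of 1 species are not independent, and no p is given. Differences between the species in these abundant transcripts may be biological or stem from the rRNA depletion, and 92.0% does not tell which.

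Over all genes of a file, without pairing, the mean r between tissues of a species was 0.828 ± 0.0132 (SD, n = 9 species), from 0.812 in cat to 0.8505 in mouse. In chicken, which was not compared with the mammals here, it was 0.814.

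In the source data of Supplementary Fig. 41, the paper's histograms of AIC differences for heart hold the same counts for rat and rabbit in 40 of 40 bins. Among the 71 other pairs of species in the tissues printed, at most 3 bins were identical. In the paper's heatmap for heart, rat has 283 genes and rabbit 139, so the counts of these species differ there. No explanation was tested.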
